# Dose-dependent responses to canonical Wnt transcriptional complexes in the regulation of mammalian nephron progenitors

**DOI:** 10.1242/dev.202279

**Published:** 2024-09-30

**Authors:** Helena Bugacov, Balint Der, Bohdana-Myroslava Briantseva, Qiuyu Guo, Sunghyun Kim, Nils O. Lindström, Andrew P. McMahon

**Keywords:** Nephron progenitor cells, Proliferation, Induction, Differentiation, Wnt/β-catenin signaling

## Abstract

*In vivo* and *in vitro* studies argue that concentration-dependent Wnt signaling regulates mammalian nephron progenitor cell (NPC) programs. Canonical Wnt signaling is regulated through the stabilization of β-catenin, a transcriptional co-activator when complexed with Lef/Tcf DNA-binding partners. Using the GSK3β inhibitor CHIR99021 (CHIR) to block GSK3β-dependent destruction of β-catenin, we examined dose-dependent responses to β-catenin in mouse NPCs, using mRNA transduction to modify gene expression. Low CHIR-dependent proliferation of NPCs was blocked on β-catenin removal, with evidence of NPCs arresting at the G2-M transition. While NPC identity was maintained following β-catenin removal, mRNA-seq identified low CHIR and β-catenin dependent genes. High CHIR activated nephrogenesis. Nephrogenic programming was dependent on Lef/Tcf factors and β-catenin transcriptional activity. Molecular and cellular features of early nephrogenesis were driven in the absence of CHIR by a mutated stabilized form of β-catenin. Chromatin association studies indicate low and high CHIR response genes are likely direct targets of canonical Wnt transcriptional complexes. Together, these studies provide evidence for concentration-dependent Wnt signaling in the regulation of NPCs and provide new insight into Wnt targets initiating mammalian nephrogenesis.

## INTRODUCTION

Wnt signaling is required for the self-renewal and differentiation of many key progenitor and stem cell types (Clevers et al., 2014). In canonical Wnt signaling, Ctnnb1/β-catenin transforms Wnt ligand binding to cell surface receptor complexes into a transcriptional output (Clevers et al., 2014). Stabilization of β-catenin, in response to canonical Wnt signaling through Frizzled receptor complexes, results in the translocation of β-catenin to the nucleus, where β-catenin interaction with Lef/Tcf DNA-binding partners at cis-regulatory modules results in the transcriptional activation of target gene transcription (Cadigan and Waterman, 2012; Mazzotta et al., 2016). In a non-transcriptional role, β-catenin is crucial for cadherin-mediated cell adhesion at adherens junctions. In this capacity, β-catenin is necessary for the formation and morphogenesis of epithelia, cell-cell recognition and the sorting of cell populations directed by distinct cell-surface cadherin complexes (Brembeck et al., 2006; Valenta et al., 2012).

The generation of a species-appropriate number of nephrons – approximately 14,000 in the mouse and one million in the human kidney – is crucially dependent on balancing the self-renewal and differentiation of nephron progenitor cells (NPCs) (McMahon, 2016). In these events, Wnt9b-directed canonical Wnt signaling through β-catenin is implicated in both the control of the NPC self-renewal state and the counter process of differentiation of NPCs (Brown et al., 2015; Carroll et al., 2005; Karner et al., 2011; Park et al., 2012, 2007; Ramalingam et al., 2018; Tanigawa et al., 2016). In this inductive process, Wnt9b signaling initiates a transcriptional program of active nephrogenesis and the associated cellular transition of mesenchymal NPCs into an epithelial renal vesicle, which is the precursor for each nephron (McMahon, 2016).

The development of an *in vitro* model for the culture of mouse NPCs enables NPC regulation to be studied in a controlled environment that mirrors properties of the normal nephrogenic niche (Brown et al., 2015; Li et al., 2019; Tanigawa et al., 2015, 2016). In nephron progenitor expansion medium (NPEM; Brown et al., 2015), Wnt signaling input is indirectly controlled by modulating β-catenin levels through varying levels of CHIR99021 (hereafter referred to as CHIR), a small molecule inhibitor of glycogen synthase kinase-β (GSK3β; Bennett et al., 2002). GSK3β-directed phosphorylation of β-catenin controls cytoplasmic levels of β-catenin through the activity of a destruction complex (Zhang et al., 2023). *In vivo* and *in vitro* analysis of NPCs has demonstrated β-catenin-associated enhancers linked to genes active within NPCs or activated at the onset of nephrogenesis (Guo et al., 2021; Karner et al., 2011; Park et al., 2012; Ramalingam et al., 2018). Genome-scale chromatin interaction studies, and subsequent validation of predicted Lef/Tcf/ β-catenin-dependent *cis*-regulatory modules, provide strong support for β-catenin in transcriptional activation of target genes in the induction of NPCs (Guo et al., 2021; Park et al., 2012). In contrast, the data are less clear for the action of β-catenin in the NPC program (Karner et al., 2011; Ramalingam et al., 2018; Guo et al., 2021).

Using an approach for rapid, RNA-mediated genetic modification within NPCs *in vitro*, we analyzed canonical Wnt pathway activity in the self-renewal and induction of primary mouse NPCs. Given the breadth of Wnt regulation of stem/progenitor programs (Lien and Fuchs, 2014; Loh et al., 2016; Rim et al., 2022), these findings may have significance beyond the mammalian kidney.

## RESULTS

### NPEM culture provides a rapid and consistent method for studying Wnt-supported NPC self-renewal and differentiation

To model the self-renewal and differentiation of NPCs *in vitro*, primary mouse NPCs were isolated from embryonic day 16.5 (E16.5) kidneys by enzymatic digestion and magnetic depletion (Fig. 1A), and cultured in NPEM: a defined medium formulated on signaling interactions in the nephrogenic niche (Brown et al., 2015). NPC expansion over multiple generations requires low levels of the GSK3β inhibitor CHIR (1.25 µM; hereafter low CHIR). As with NPCs *in vivo*, NPCs in low CHIR culture exhibited abundant Six2 indicative of the self-renewal state (Kobayashi et al., 2008; Self et al., 2006) (Fig. 1B,C). In the kidney, *Six2* is downregulated in conjunction with the upregulation of Lef1, a canonical Wnt target and transcriptional effector of Wnt signaling, and the Notch ligand Jag1, a crucial regulator of early nephron patterning (Fig. 1B). In the developing kidney, Lef1^+^/Jag1^+^ cells initially aggregate, then undergo a mesenchymal-to-epithelial transition to establish an epithelial renal vesicle (RV), the anlagen for an adult nephron. Similarly, elevating CHIR levels (5 µM; hereafter, high CHIR) in NPEM induced the differentiation of NPCs, as evidenced by upregulation of Lef1 and Jag1, and the formation of tight aggregates of induced NPCs (Fig. 1C).

**Fig. 1.**
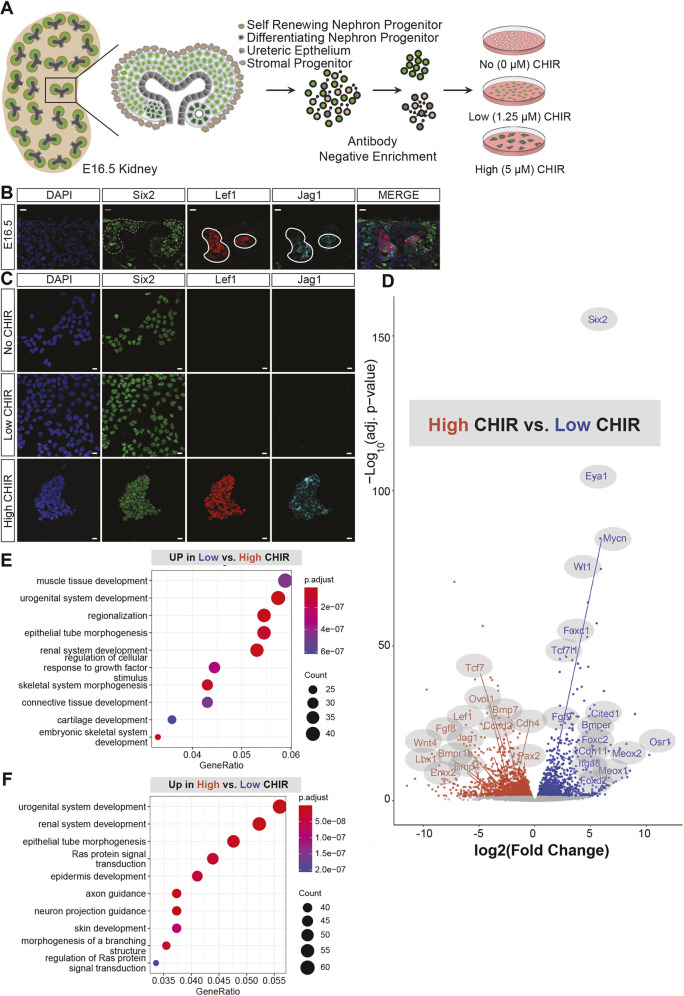
**Nephron progenitor expansion medium culture provides a rapid and consistent method for studying Wnt-supported nephron progenitor cell self-renewal and differentiation.** (A) Schematic representation of nephron progenitor cell (NPC) isolation and culture in nephron progenitor expansion medium (NPEM) supplemented with no (0 μM) CHIR, low (1.25 μM) CHIR and high (5 μM) CHIR. (B) Immunofluorescent staining for Six2, Lef1 and Jag1, and with DAPI in E16.5 wild-type kidney. Scale bars: 10 μm. Dotted lines outline a self-renewing area of the nephrogenic zone marked by high levels of Six2 protein; solid lines outline differentiating NPCs in the nephrogenic zone with high levels of Lef1 and Jag1. (C) Immunofluorescence staining for Six2, Lef1 and Jag1, and with DAPI on wild-type NPCs culture in no (0 μm), low (1.25 μm) and high (5 μm) CHIR). Scale bars: 10 μm. (D) Bulk RNA-seq. data of DEGs using Log2FC=absolute value cut-off 0.5 and *P*-adjusted value cut-off=0.05 comparing low versus high after 24 h of culture represented as a volcano plot. (E) Top 10 most significant GO analysis of DEGs that are upregulated in low CHIR compared with high CHIR. (F) GO analysis of DEGs that are upregulated in high CHIR compared with low CHIR.

To examine CHIR-mediated transcriptional responses, we performed a time course (0-12 h) and assayed key NPC self-renewal genes (*Six2*, *Cited1* and *Eya1*) and differentiation genes (*Wnt4*, *Lef1*, *Jag1*, *Fgf8* and *Lhx1*) by quantitative polymerase chain reaction (qPCR; Fig. S1A). NPCs cultured without CHIR maintained, and elevated, self-renewal-associated markers (Fig. S1A; Guo et al., 2021). In contrast, high CHIR led to a marked and rapid (within 3 h) downregulation in the expression of self-renewal cell markers and enhanced expression of genes linked to the induction of NPCs (Fig. S1A) at both low (37,500 cells/well) or high (300,000 cells/well) seeding densities (Fig. S1B). A marked accumulation of β-catenin was observed in the cell aggregates formed in high CHIR (Fig. S2A). Assessing the purity of isolation using a transgenic reporter demonstrated over 92% of cultured cells showed NPC linked reporter expression, confirming that measured responses reflected NPC gene activity (Fig. S1C).

To confirm low and high CHIR Wnt-pathway associated activity, NPCs were cultured with a bi-specific antibody (BSAB) that mimics Wnt ligands engaging Frizzled and LRP in the Wnt-receptor complex (Janda et al., 2017). NPCs cultured in 500 pM BSAB showed significantly elevated cell proliferation (*P*<0.0001), as measured by DNA incorporation of 5-ethynyl-2′-deoxyuridine (EdU), but no evidence of an inductive response (Fig. S1D,E). In contrast, addition of 4 nM BSAB resulted in a marked downregulation of the NPC marker *Cited1*, and elevated expression of *Jag1* and *Wnt4*, similar to high CHIR conditions (Fig. S1D); the kinetics of *Six2* downregulation differed from high CHIR (Fig. S1D). Collectively, these results indicate that CHIR replicates key features of Wnt receptor activation in NPC programs (Fig. S1D,E).

To examine global CHIR-mediated responses in more detail, bulk RNA-seq profiling was performed on NPC cultures. 

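RNA was sequenced from 9 libraries of wild-type NPCs isolated from E16.5 kidneys and cultured in NPEM with or without the Wnt agonist CHIR99021 (CHIR). Of these, 3 had no CHIR, 3 low CHIR (1.25 µM) and 3 high CHIR (5 µM). The authors aligned paired-end reads of 150 bases, and counted the uniquely aligned reads on each gene. They deposited the counts divided by 1 size factor per library, so the values are normalized counts. Each library's values were whole multiples of what 1 read is worth, and 100% of them gave back whole reads, which give the depth. The libraries in high CHIR held between 14345780 and 23542717 reads on genes (median 17939283) and those in low CHIR between 14888650 and 22021566 (median 16822435). Those with no CHIR held between 13651129 and 76071568 (median 17371966). The deepest of the 9 was replicate 1 with no CHIR. For the tests, log2(normalized count + 1) was fitted with limma over all 9 libraries, with a trend in the variance. The p-values were adjusted by the Benjamini-Hochberg method over the 17411 genes with a mean of at least 10 normalized counts. Fold changes are on this log2(value + 1) scale, which understates the change of genes with low values. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, so single genes are given with limma's moderated test across all genes. Counts per library are plotted for a set of marker genes.

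**Figure D1:**
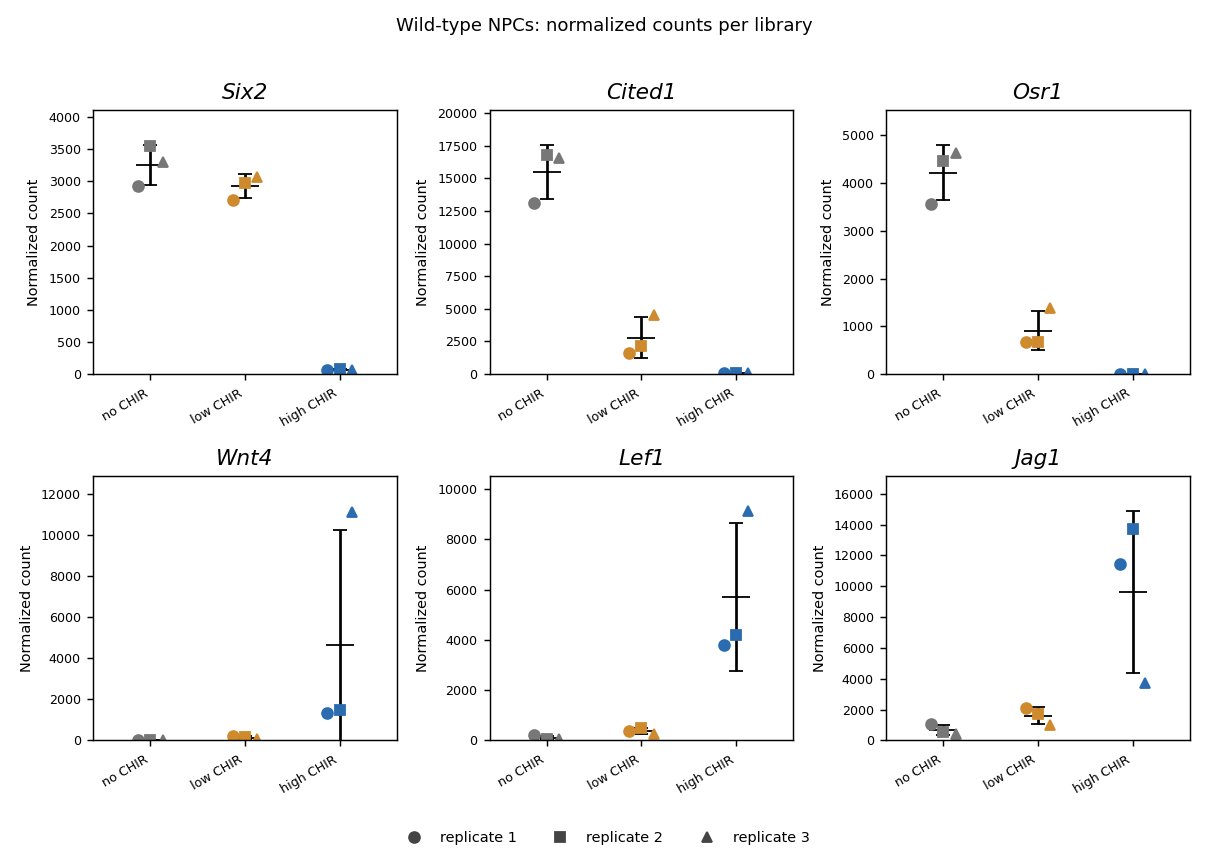
Normalized counts of *Six2*, *Cited1*, *Osr1*, *Wnt4*, *Lef1* and *Jag1* in wild-type NPCs with no, low and high CHIR. Each point is 1 library, shaped by replicate number, and bars give the mean ± SD of 3 libraries. *Osr1* is listed at 0 in all 3 high CHIR libraries, and high CHIR replicate 3 has 11108 counts of *Wnt4* against 1315 and 1473 in the others.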

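In the GENCODE vM21 annotation of GRCm38, *Six2* (ENSMUSG00000024134) lies on chromosome 17 from 85684277 to 85688274 and *Cited1* (ENSMUSG00000051159) on chromosome X from 102247381 to 102252181. *Eya1* (ENSMUSG00000025932) lies on chromosome 1 from 14168954 to 14310235 and *Meox1* (ENSMUSG00000001493) on chromosome 11 from 101877510 to 101894374. *Meox2* (ENSMUSG00000036144) lies on chromosome 12 from 37108540 to 37179534 and *Tmem100* (ENSMUSG00000069763) on chromosome 11 from 90030348 to 90036508. *Osr1* (ENSMUSG00000048387) lies on chromosome 12 from 9570116 to 9581500 and *Wnt4* (ENSMUSG00000036856) on chromosome 4 from 137277489 to 137299726. *Lef1* (ENSMUSG00000027985) lies on chromosome 3 from 131110471 to 131224356 and *Fgf8* (ENSMUSG00000025219) on chromosome 19 from 45736798 to 45742915. *Jag1* (ENSMUSG00000027276) lies on chromosome 2 from 137081456 to 137116644 and *Lhx1* (ENSMUSG00000018698) on chromosome 11 from 84518284 to 84525535. *Six2* had 68.5 ± 9.89 (SD, n = 3) normalized counts in high CHIR and 2922 ± 185 (SD, n = 3) in low CHIR, a log2 fold change of -5.40 (standard error 0.15, adjusted p = 3.18e-08) from limma's moderated test with Benjamini-Hochberg adjustment. With each library left out in turn, this fold change stayed between -5.51 and -5.32. *Cited1* had 94.2 ± 14.6 counts in high CHIR and 2777 ± 1565 in low CHIR, a log2 fold change of -4.74 (standard error 0.32, adjusted p = 1.93e-05). The counts of *Eya1* fell by 5.28 on the log2 scale (adjusted p = 3.14e-08) and those of *Meox1* fell by 4.97 (adjusted p = 0.000427). Those of *Meox2* fell by 8.31 (adjusted p = 0.000203) and those of *Tmem100* fell by 3.11 (adjusted p = 0.000101). *Osr1* was listed at 0 in all 3 high CHIR libraries, against 910.0 ± 413 (SD, n = 3) in low CHIR. As a set, these 7 self-renewal genes were lower in high CHIR (fry, adjusted p = 6.64e-07). Each of them was past adjusted p 0.05 both adjusted over the list alone and over all genes tested. The list was taken from the paper, which names these genes from the same cultures. Neither the fry result nor the count adjusted over the list is therefore independent evidence. Among 5 differentiation genes, *Wnt4* had 4632 ± 5609 counts in high CHIR and 134 ± 63.9 in low CHIR, a log2 fold change of 4.50 (standard error 0.74, adjusted p = 0.00358). The SD exceeded the mean in high CHIR because replicate 3 held 11108 counts and replicates 1 and 2 held 1315 and 1473. The log2 fold change of *Lef1* was 3.90 (standard error 0.50, adjusted p = 0.000882), with 9125 counts in replicate 3 against 3811 and 4197. For *Fgf8* it was 3.17 (adjusted p = 0.0143). *Jag1* rose by 2.46 (adjusted p = 0.0109), with 3709.7 counts in replicate 3 against 11451 and 13731. Without low CHIR replicate 3 its adjusted p was 0.0548 (adjusted p from 7.75e-07 to 0.0268 over the alternatives that kept every library). *Lhx1* had 104 counts in high CHIR replicate 3 against 5949 and 6706. Its log2 fold change of 1.65 was not past the threshold (adjusted p = 0.484). Without that replicate it was 3.62 (adjusted p = 0.000124), against adjusted p from 0.0548 to 0.543 over the alternatives that kept every library. As a set, the differentiation genes were higher in high CHIR (fry, adjusted p = 0.00121). Of the 5, 4 were past adjusted p 0.05 adjusted over the list alone and 4 over all genes tested.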

Comparing high CHIR with low CHIR showed a marked downregulation of genes encoding regulatory factors and genes specific to the NPC self-renewal state (Fig. 1D; Table S1.1) and the activation of genes associated with NPC differentiation (Fig. 1D; Table S1.1). 

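With a cut-off of 1 on the log2 fold change and adjusted p under 0.05 (limma, Benjamini-Hochberg), 694 genes were higher and 628 lower in high than in low CHIR, of 17411 tested. At an unadjusted p under 0.05 with the same cut-off, 1138 genes were higher and 1060 lower. DESeq2 on the recovered reads gave 1030 genes higher and 727 lower, and limma with a log2 cut-off of 0.5 in place of 1 gave 928 and 880. The quasi-likelihood test of edgeR gave 752 and 585. Of the genes counted here, DESeq2 also called 679 of the 694 and 609 of the 628. Without low CHIR replicate 3 the counts were 458 and 423, the lowest of the 6 fits that each left out 1 library. Without high CHIR replicate 3 they were 859 and 766, the highest. The authors' deposited comparison also holds 97.1% of the genes called here, and all 2875 of its genes that were tested here changed in the same direction. It was made from the same libraries, so this is not independent evidence. Single genes were picked as the 3 largest increases and decreases among genes past the cut-offs with a mean of at least 50 counts and no overlap between the groups. Chance alone separates 10% of genes in this way when 3 libraries are set against 3. *Krt23* (ENSMUSG00000006777) lies on chromosome 11 from 99477974 to 99493137 and *Krt39* (ENSMUSG00000064165) on chromosome 11 from 99514114 to 99521338. *Msx1* (ENSMUSG00000048450) lies on chromosome 5 from 37820485 to 37824583 and *AC166821.1* (ENSMUSG00000117422) on chromosome 17 from 85693629 to 85713028. *Krt23* had 4823 ± 3684 counts in high CHIR and 5.85 ± 2.96 in low CHIR (log2 fold change 9.29, adjusted p = 9.64e-06). *Krt39* rose by 8.29 (adjusted p = 2.27e-05) and *Msx1* by 7.77 (adjusted p = 0.00185). *Msx1* had 6479.8 ± 10031 counts in high CHIR, so its level differed widely between the 3 libraries. The largest decreases were those of *Osr1*, *Meox2* and *AC166821.1*. The last of these had 1.52 ± 0.662 counts in high CHIR and 771 ± 97.7 in low CHIR, a log2 fold change of -8.28 (standard error 0.28, adjusted p = 1.24e-07).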

Differential gene expression analysis identified 824 DEGs significantly upregulated and 1205 DEGs significantly downregulated on low to high CHIR transition (Table S1.1). 

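With a cut-off of 0.5 on the log2 fold change, 412 genes were higher and 453 lower with no CHIR than in low CHIR at adjusted p under 0.05 (limma, Benjamini-Hochberg). With a cut-off of 1 the counts were 265 and 234. The fit moved them more. With only these 6 libraries in it, 959 genes were higher and 1079 lower. DESeq2 on the recovered reads of all 9 gave 882 and 906. Single libraries moved them too. Without no CHIR replicate 3 only 41 genes were higher and 72 lower. Without no CHIR replicate 1, the deepest library, 329 were higher and 702 lower. Each of the other 4 fits that left out 1 library gave between 81 and 164 genes higher and between 84 and 146 lower. All 2079 genes of the authors' deposited comparison that were tested here changed in the same direction. That comparison holds 97.7% of the genes called here. It was made from the same libraries, so neither value is independent evidence. *Tafa4* (ENSMUSG00000046500) lies on chromosome 6 from 96831203 to 97060413 and *Fgl2* (ENSMUSG00000039899) on chromosome 5 from 21372642 to 21378374. *AI838599* (ENSMUSG00000085180) lies on chromosome 4 from 3242055 to 3258092 and *Chrna6* (ENSMUSG00000031491) on chromosome 8 from 27403212 to 27413944. *Gpx6* (ENSMUSG00000004341) lies on chromosome 13 from 21312125 to 21319624 and *Ffar4* (ENSMUSG00000054200) on chromosome 19 from 38097071 to 38114263. By the same rule on mean and overlap, the largest increase was that of *Tafa4*, with 972 ± 105 counts with no CHIR and 40.0 ± 44.2 in low CHIR, a log2 fold change of 5.11 (standard error 0.65, adjusted p = 0.00372). *Fgl2* rose by 4.84 (adjusted p = 0.043) and *AI838599* by 4.28 (adjusted p = 0.0144). Among the decreases, *Chrna6* fell by 5.97 (adjusted p = 0.035), *Gpx6* fell by 5.59 (adjusted p = 0.0254) and *Ffar4* fell by 4.65 (adjusted p = 0.0255). Apart from *Tafa4*, these genes were past the threshold by little. The adjusted p of *Fgl2* was 0.0617 with a pseudocount of 0.5, from 0.0069 to 0.0617 over the alternatives that kept every library. That of *Ffar4* was 0.0647 with edgeR, from 0.00382 to 0.0679 over the same alternatives. Without no CHIR replicate 3 they were 0.171 and 0.12. None of the 6 fits that left out 1 library called *Fgl2* or *Chrna6*, whose adjusted p lay between 0.072 and 0.123 in these fits. The calls of *AI838599*, *Gpx6* and *Ffar4* failed in most of the 6.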

Removal of CHIR (no CHIR) resulted in the upregulation of 603 genes and downregulation of 384 genes relative to low CHIR conditions (Table S1.2). Consistent with biological processes at play, Gene Ontology GO terms highlight ‘nephron epithelium development’ and ‘kidney epithelium development’ as significantly enriched terms for genes differentially expressed when comparing low with high CHIR conditions (Fig. 1E; Tables S1.3 and S1.4). Consistent with the nephrogenic program, terms such as ‘urogenital system development’, ‘renal system development’ and ‘epithelial tube morphogenesis’ are among the top 10 most significant terms. 

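The genes of G2-M phase (54) and S phase (43) were the preset lists of the Seurat package, written as mouse symbols, and were tested as sets with limma's fry. All 54 G2-M genes had a lower fitted value with no CHIR than in low CHIR, with a median log2 fold change of -0.66. The set was not past the threshold under fry (adjusted p = 0.223). The spread in this fit of 9 libraries also includes high CHIR. There, replicate 3 had 348 counts of the cell cycle gene *Ect2*, against 1297 and 1376 in the others. The fry result therefore does not show that the G2-M genes were unchanged. Of these genes, 0 had an adjusted p under 0.05, adjusted over the list alone or over all genes tested, and 13 an unadjusted p under 0.05. Of the S-phase genes, 42 were lower with no CHIR (median -0.65; fry, adjusted p = 0.04). Of these, 24 had an adjusted p under 0.05 adjusted over the list alone and 10 over all genes tested. The camera test, with a preset correlation of 0.01 between genes, gave an adjusted p of 1.48e-08 for the G2-M set and 3.7e-12 for the S-phase set. Of these calls, the S-phase one alone holds under fry. In high against low CHIR, 50 of 54 G2-M genes were lower (fry, adjusted p = 0.161) and 41 of 43 S-phase genes (adjusted p = 0.04). Both comparisons use the same low CHIR libraries, so they are not independent. In other libraries, the GFP sgRNA controls after 48 h, 33 of 43 S-phase genes were higher in high than in low CHIR (median 0.27). Of the G2-M genes there, 24 were higher and 30 lower. The fall of these sets in high CHIR was thus not seen in both experiments.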

GO term analysis of NPC profiles comparing low and no CHIR highlighted ‘cytoskeletal organization’ and ‘attenuated cell movement’ (elevated in no CHIR; Table S1.5) and ‘cell proliferation’ (elevated in low CHIR; Table S1.6), as reported previously (Guo et al., 2021). 

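*Osr1* had 4219 ± 574 (SD, n = 3) normalized counts with no CHIR, a log2 fold change of 2.29 (standard error 0.29, adjusted p = 0.00372) against low CHIR (limma, Benjamini-Hochberg). *Cited1* had 15473 ± 2065 (SD, n = 3), a log2 fold change of 2.61 (standard error 0.32, adjusted p = 0.00322). Both fold changes kept their sign with each library left out in turn, between 2.11 and 2.64 for *Osr1* and between 2.30 and 3.04 for *Cited1*. *Meox1* had 181 ± 99.4 counts with no CHIR and 54.4 ± 16.0 in low CHIR, a log2 fold change of 1.56 that was not past the threshold (adjusted p = 0.137). DESeq2 called it (adjusted p = 0.0106, from 0.0106 to 0.189 over the alternatives that kept every library). *Meox2* had 3799 ± 124 and 1612 ± 502, a log2 fold change of 1.28 (adjusted p = 0.4). It was called only with the 6 libraries of this comparison in the fit (adjusted p = 0.00314, from 0.00314 to 0.503 over the alternatives that kept every library). In the fit of all 9 libraries its spread includes high CHIR, where *Meox2* had 8.47 ± 11.0 counts. For each of the 4 genes, every library with no CHIR had more counts than every library in low CHIR. Chance keeps the groups apart, in one direction or the other, for 10% of genes.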

Interestingly, in the absence of CHIR, transcript levels were elevated for several transcriptional determinants associated with the NPC self-renewal state (e.g. *Osr1*, *Meox1*, *Meox2* and *Cited1*), consistent with earlier qPCR analysis (Fig. S1A; Table S1.2). Thus, low levels of Wnt/β-catenin signaling attenuate NPC-associated gene activity.

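Of the 7 self-renewal genes, 6 were higher with no CHIR than in low CHIR. *Eya1* was lower (log2 fold change -0.46, adjusted p = 0.0791 from limma). Its fall was called with DESeq2 (adjusted p = 0.012) and in the fit of only the 6 libraries compared (adjusted p = 0.0345). The set was past the threshold (fry, adjusted p = 0.0103). Adjusted over the list alone, 4 of these genes were higher and 1 lower at adjusted p under 0.05, and over all genes tested 2 were higher. The 5 differentiation genes were all lower with no CHIR (fry, adjusted p = 0.014). Of these, 4 were past the threshold adjusted over the list alone and 1 over all genes tested. *Wnt4* had 26.9 ± 11.6 counts with no CHIR and its log2 value fell by 2.21 (adjusted p = 0.114). It was called only in the fit of these 6 libraries (adjusted p = 0.0115, from 0.0115 to 0.159 over the alternatives that kept every library). *Lef1* had 103 ± 80.4 counts and fell by 2.02 (adjusted p = 0.0474). The call did not hold with edgeR (adjusted p = 0.0836), the replicate number as a block (adjusted p = 0.0603) or TMM rescaling (adjusted p = 0.0531). It also failed in 5 of the 6 fits that left out 1 library. With every library kept, the range was 0.00496 to 0.0836. From the higher transcript levels of self-renewal regulators without CHIR, the paper concludes that a low level of Wnt/β-catenin signaling attenuates the activity of NPC-associated genes.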

To determine whether the primary inductive response requires new protein synthesis, cycloheximide (CHX), an inhibitor of eukaryotic translation elongation (Burgers and Fürst, 2021; Schneider-Poetsch et al., 2010; Siegel and Sisler, 1963), was added in conjunction with a low to high CHIR switch of NPC cultures. Differentiation association genes were upregulated, albeit to lower levels than high CHIR alone, and the absence of Jag1 synthesis confirmed effective translational inhibition (Fig. S2B-D). Interestingly, CHX treatment inhibited the downregulation of *Six2*, *Cited1* and Eya1, key genes associated with the naïve NPCs (Fig. S2B-D), consistent with a transcriptional and/or translational requirement to exit the NPC program (Fig. S2B-D). Retention of the NPC program in CHX may factor into a weaker inductive response.

### β-Catenin promotes NPC proliferation but not the transcriptional program of self-renewing NPCs

To examine the role of Wnt-directed transcriptional mechanisms in NPCs, we developed and validated a novel platform for rapid, genetic modification of NPCs by mRNA lipofection (Fig. 2A). Lipofectamine (OPTI-mem) transfection of NPCs with polyadenylated mRNA encoding a GFP reporter showed a rapid onset of protein production: ∼30% of cells exhibited GFP fluorescence 3 h after transfection (Fig. S3A) and normal responses to varying levels of CHIR (Fig. S3B). When mRNAs encoding GFP and mCherry were co-transfected, up to 80% of reporter positive cells co-labeled within 24 h (Fig. S3C,D), highlighting efficient co-transfection of transfection competent NPCs. To characterize gene-knockdown efficiency, NPCs were harvested from mice constitutively expressing a Cas9-GFP allele and transfected with a gRNA targeting GFP and an mRNA encoding mCherry. Fluorescence activated cell sorting (FACS) analysis identified a 75% reduction in GFP signal localized to mCherry^+^ NPCs 24 h post-transfection (Fig. S3E), highlighting effective CAS9 gene editing of transfected cells.

**Fig. 2.**
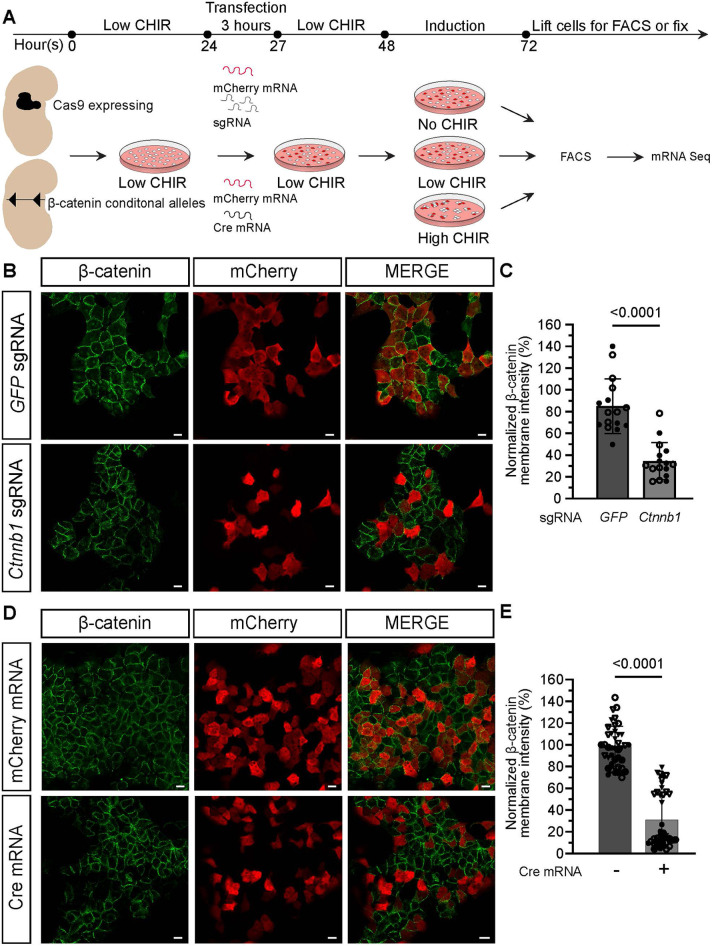
**mRNA transfection provides rapid Cre- or Cas9-mediated removal of β-catenin in primary mouse nephron progenitors.** (A) Schematic of Cre- and Cas9-mediated transfection KO of nephron progenitor cells (NPCs) from Cas9-GFP expressing and β-catenin conditional allele mice. NPCs were isolated, stabilized in low CHIR overnight (18-24 h), transfected with either sgRNAs or Cre mRNA, and mCherry mRNA, and incubated in OPTI-mem for 3 h. NPCs were then cultured in low CHIR for a 24 h KO period before changing to nephron progenitor expansion medium (NPEM) with differing CHIR levels. NPCs were assayed for bulk RNA-seq as well as immunostaining 24 h later. (B) Immunostaining of NPCs 24 h after Cas9-mediated KO before the media change into NPEM with differing levels of CHIR. β-Catenin is in green and mCherry (denoting transfected cells) is in red. Scale bars: 10 μm. (C) Quantification of the reduction in membrane β-catenin protein signal 24 h after Cas9 KO in transfected (mCherry^+^) NPCs (*n*=2 technical replicates, no biological replicates; eight fields of view/well; Mann–Whitney test). Data are mean±s.d. (D) Immunostaining of NPCs 24 h after Cre-mediated KO before media change into NPEM with differing levels of CHIR. β-Catenin is in green and mCherry (denoting transfected cells) is in red. Scale bars: 10 μm. (E) Quantification of the reduction in membrane β-catenin protein signal 24 h after the Cre KO period in transfected (mCherry^+^) NPCs (*n*=2 biological replicates; two or three technical replicates, 8-10 fields of view/well; Mann–Whitney test). Data are mean±s.d.

To gain a deeper understanding of the role Wnt/β-catenin signaling plays in the self-renewal and differentiation of NPCs, we used two different mRNA directed approaches to knock out the gene encoding β-catenin (*Ctnnb1*) (Fig. 2A): (1) knockout (KO) of *Ctnnb1* through targeted gRNA transfection into NPCs constitutively producing Cas9 and GFP (Platt et al., 2014); and (2) KO through Cre mRNA-mediated removal in NPCs homozygous for a conditional allele of *Ctnnb1* (Brault et al., 2001). Co-introduction of an mCherry reporter mRNA was used to distinguish transfected cells and a gRNA targeting GFP was used as a control in Cas9-directed KO studies.

Genetically appropriate NPCs were isolated from E16.5 kidneys, stabilized in low CHIR overnight and transfected for 3 h in OPTI-mem (Fig. 2A). To enable genetic removal and turnover of mRNA/proteins, NPCs were cultured in low CHIR for 24 h, then cultured for an additional 24 h in either low or high CHIR. Immunostaining showed β-catenin levels were reduced significantly in both gRNA (∼65%) and CRE (∼70%) KO conditions (Fig. 2B-E). Notably, on removal of β-catenin in either low or high CHIR, NPCs showed a marked reduction in EdU assayed proliferation, resembling NPCs cultured without CHIR, demonstrating that β-catenin activity promotes NPC proliferation (Fig. 3A-C; Fig. S1E; Guo et al., 2021). 

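The targeted gene was read first in every library. *Ctnnb1* (ENSMUSG00000006932) lies on chromosome 9 from 120929216 to 120960507. *Ctnnb1* had 1652 and 1039.6 normalized counts in the 2 libraries of Cas9 NPCs with the *Ctnnb1* sgRNA in low CHIR, against 2521 and 3397 with the GFP sgRNA. In high CHIR it had 1629.9 and 1270.1 against 2632 and 2701. On Cas9 removal it fell by 1.16 on the log2 scale in low CHIR (standard error 0.23, adjusted p = 0.252 from limma with Benjamini-Hochberg adjustment). In high CHIR it fell by 0.89 (adjusted p = 0.0429), which was not called with edgeR (adjusted p = 0.0561, from 0.00943 to 0.0561 over the alternatives). In the NPCs with the conditional allele, it had 3085 and 2451 counts with Cre mRNA and 3880.1 and 3097 without in low CHIR (log2 fold change -0.33, adjusted p = 0.657). In high CHIR these were 2254 and 2583 against 2423 and 2207 (0.06, adjusted p = 0.917). Reads were counted over the whole gene, so a total neither shows which exons were read nor checks the label of a Cre library. The comparison holds 16 libraries, 2 for each of 8 groups. They are Cre mRNA and no Cre, *Ctnnb1* sgRNA and GFP sgRNA, each in low and in high CHIR. Transfected cells carried an mCherry reporter mRNA and were sorted for it before RNA isolation. Depth, in reads on genes of the 2 libraries of each group, was 14537850 and 19053280 (Cre, low CHIR) and 20079044 and 21302905 (no Cre, low CHIR). In high CHIR it was 16465739 and 19808272 with Cre and 18927377 and 23148336 without. In the Cas9 NPCs it was 21192322 and 22109883 (*Ctnnb1* sgRNA, low CHIR) and 18092866 and 20103029 (GFP sgRNA, low CHIR). Their high CHIR libraries held 21487328 and 22657180 reads with the *Ctnnb1* sgRNA and 21221963 and 27838106 with the GFP sgRNA. The values are normalized counts that the authors made as for the wild-type NPCs. All 16 were fitted together, so that the groups of 2 share 1 estimate of the spread for each gene. The fit tested 16780 genes with a cut-off of 0.5 on the log2 fold change. With 1 library left out, a group would keep a single library, so only fold changes were recomputed then.

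**Figure D2:**
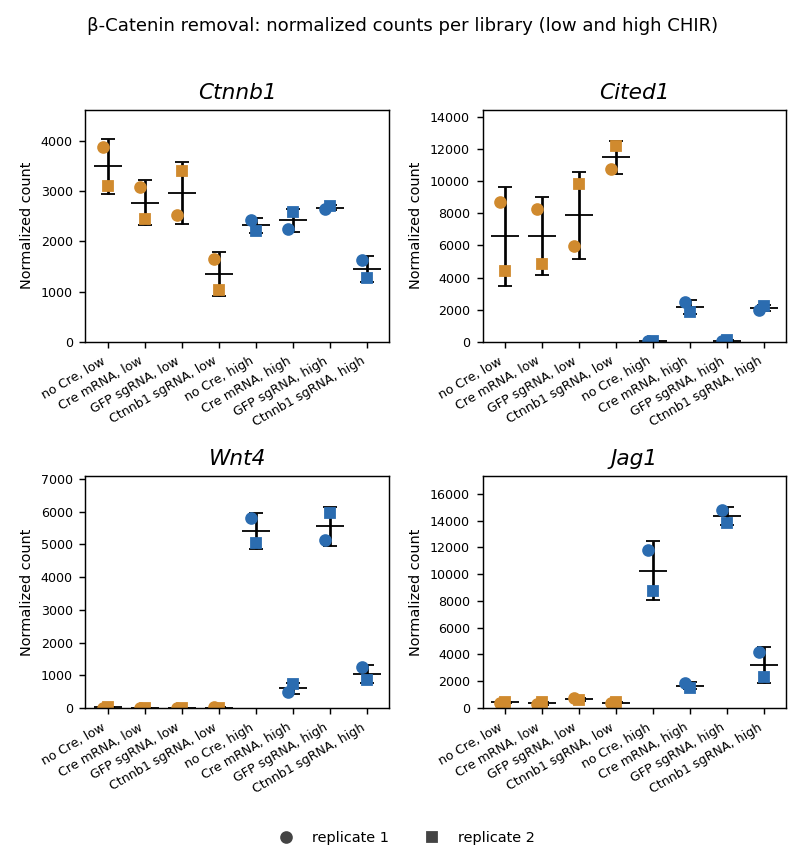
Normalized counts of *Ctnnb1*, *Cited1*, *Wnt4* and *Jag1* in the 8 groups of β-catenin removal and control NPCs. Each point is 1 library, shaped by replicate number, and bars give the mean ± SD of 2 libraries. *Cited1* has 2479 and 1855 counts with Cre mRNA in high CHIR against 34.1 and 64.3 without.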

To identify gene-sets enriched in each condition, bulk RNA-seq was performed on reporter positive KO and control cells (Tables S1.7 and S1.8) and the data intersected (Tables S1.9 and S1.10). A set of DEGs were shared between the two KO approaches (Tables S1.9 and S1.10). 

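In low CHIR, Cre removal left 30 genes higher and 25 lower at adjusted p under 0.05 (limma, Benjamini-Hochberg). Cas9 removal left 6 higher and 3 lower. At an unadjusted p under 0.05, with the same cut-off of 0.5, 775 genes were higher and 636 lower on Cre removal. On Cas9 removal these were 260 and 230. The genes higher in both were *Khdrbs2*, *Emcn*, *Sh3gl2*, *Tafa4* and *Angpt2* (5 against 0.0107 expected by chance; one-sided Fisher's exact test over the 16780 genes, p = 7.71e-14). Those lower in both were *Sema3c*, *Sel1l3* and *Pcp4* (3 against 0.00447; exact p = 2.92e-09). DESeq2 on the recovered reads called 146 genes higher and 114 lower on Cre removal. With only the 4 libraries of a comparison in its fit, limma called 9 and 2 on Cre removal and 0 in either direction on Cas9 removal. A pseudocount of 0.5 also gave 0 on Cas9 removal. A fit with the replicate number as a block, on 2 pairs of libraries per comparison, called many more genes on Cre removal and more on Cas9 removal. All 279 genes of the authors' deposited Cre comparison and all 29 of their Cas9 comparison changed in the same direction here. The libraries are the same, so this is not independent evidence. *Nxph1* (ENSMUSG00000046178) lies on chromosome 6 from 8948431 to 9249032 and *Opcml* (ENSMUSG00000062257) on chromosome 9 from 27790775 to 28925410. *Oasl2* (ENSMUSG00000029561) lies on chromosome 5 from 114896936 to 114912234. Outside the shared genes, the largest increases on Cre removal were those of *Nxph1* (log2 fold change 6.33, adjusted p = 0.000203), *Opcml* (4.94, adjusted p = 0.00399) and *Oasl2* (4.07, adjusted p = 0.0245). With edgeR the adjusted p of *Oasl2* was 0.0617, from 5.43e-07 to 0.146 over the alternatives. *Nxph1* was listed at 0 in both control libraries and had 81.3 ± 24.0 (SD, n = 2) counts with Cre mRNA. The 7 self-renewal genes were not past the threshold as a set on Cre removal (fry, adjusted p = 0.321) or on Cas9 removal (adjusted p = 0.145). With the replicate number as a block the set was past it on Cas9 removal. In each removal, 5 of the 7 were higher. Adjusted over the list alone, 1 of these genes was past the threshold on Cre removal and 0 on Cas9 removal (2 at an unadjusted p under 0.05). On Cre removal the S-phase and G2-M sets were lower (fry, adjusted p = 0.0104 and adjusted p = 0.000504), with every gene of both lists lower. On Cas9 removal 39 of 43 and 40 of 54 genes were lower. Neither set was past the threshold under fry (adjusted p = 0.158 and adjusted p = 0.398), and camera called both (adjusted p = 3.26e-06 and adjusted p = 0.00916). Whether the Cre and Cas9 effects on these sets differ was not tested.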

In low CHIR progenitor maintenance conditions, 13 genes were upregulated and were 12 downregulated on β-catenin removal; no significant alteration was observed in either the NPC transcriptional or proliferative transcriptional signatures (Fig. 3D,E; Tables S1.9 and S1.10). No kidney-relevant GO terms associated with the downregulated gene-set (Table S1.11). However, GO term analysis of genes increased upon Cre and Cas9 β-catenin removal in low CHIR identified a list of 12 terms with kidney development (*Mmp9*, *Bcl2l11* and *Angpt2*) among the enriched terms reflecting an elevation of specific progenitor gene expression, as observed on CHIR removal (Table S1.12).

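*Mmp9* (ENSMUSG00000017737) lies on chromosome 2 from 164940780 to 164955850 and *Bcl2l11* (ENSMUSG00000027381) on chromosome 2 from 128126038 to 128162547. *Angpt2* (ENSMUSG00000031465) lies on chromosome 8 from 18690263 to 18741562. *Mmp9* had 119 ± 68.5 (SD, n = 2) normalized counts on Cre removal and 21.2 ± 9.27 (SD, n = 2) in its control, a log2 fold change of 2.37 that was not past the threshold (adjusted p = 0.171 from limma). DESeq2 called it (adjusted p = 4.22e-05, from 4.22e-05 to 0.45 over the alternatives). With the *Ctnnb1* sgRNA and its control it had 82.0 ± 5.57 and 5.91 ± 6.95 counts, a log2 fold change of 4.09 (adjusted p = 0.0495, from 0.00823 to 0.674 over the alternatives). *Bcl2l11* rose by 1.33 on Cre removal (standard error 0.26, adjusted p = 0.053) and by 1.22 on Cas9 removal (adjusted p = 0.362). The Cre effect was called with DESeq2 (adjusted p = 1.11e-05), edgeR, a pseudocount of 5 or no filter, over a range from 1.11e-05 to 0.304. With the replicate number as a block, limma called *Bcl2l11* on Cre (adjusted p = 0.000773) and on Cas9 removal (adjusted p = 0.00911). *Angpt2* was past the threshold in both, with log2 fold changes of 2.46 on Cre removal (adjusted p = 0.00534) and 2.14 on Cas9 removal (adjusted p = 0.0495). Over the alternatives its adjusted p went from 1.28e-07 to 0.195 on Cre and from 0.0151 to 0.262 on Cas9 removal. With each library left out, the 3 genes stayed higher in both removals. The 13 genes that the paper lists as higher in both were all higher here in both. Each had an adjusted p under 0.05 adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Over all genes tested 8 were past it on Cre and 6 on Cas9 removal. With no CHIR in the wild-type NPCs, which are other libraries, 12 of the 13 were higher than in low CHIR. Of these, 12 were past adjusted p 0.05 over the list alone and 8 over all genes tested.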

**Fig. 3.**
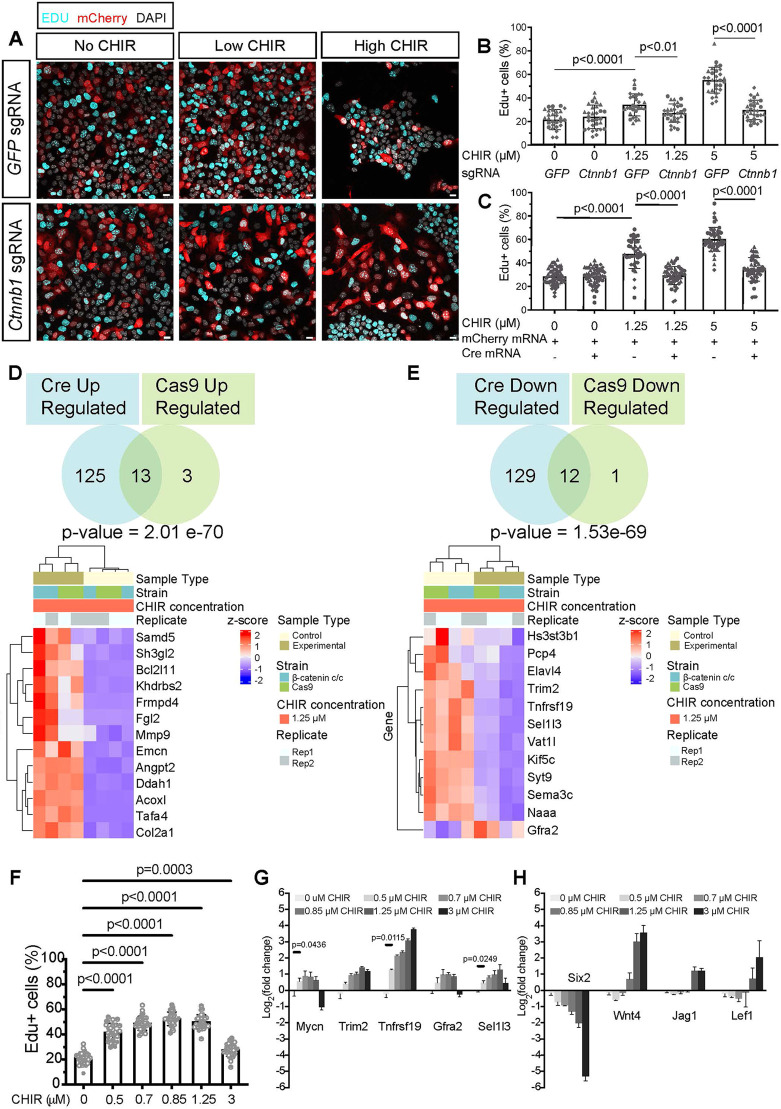
**β-Catenin promotes nephron progenitor cell proliferation but is not a transcriptional regulator of the self-renewal program.** (A) EdU chasing of nephron progenitor cells (NPCs) with Cas9-mediated β-catenin removal after 24 h of culture. Scale bars: 10 μm. (B) Quantification of EdU^+^ cells (proliferating cells) per total number of NPCs in Cas9 β-catenin KO samples (9 or 10 fields of view/coverslip, three biological replicates, unpaired *t*-test). Data are mean±s.d. (C) Quantification of EdU^+^ cells (proliferating cells) per total number of NPCs in Cre β-catenin KO samples for three biological replicates, 7-10 fields of view/coverslip, five technical replicates (except 1.25 control, *n*=4), from left to right: Mann–Whitney-test twice, unpaired *t*-test. Data are mean±s.d. (D) Intersection of DEGs upregulated (Cre up and Cas9 up) from NPCs with β-catenin removed in low CHIR. DEGs calculated with DESEQ2 using with *P*-adjusted cut-offs=0.05 and Log2FC cut-off=0.5. Heatmap of unbiased ranking based on significance of all upregulated genes compared with control low CHIR samples of the intersection of both Cre- and Cas9-mediated removal of β-catenin in low CHIR. (E) Intersection of DEGs downregulated (Cre down and Cas9 down) from NPCs with β-catenin removed in low CHIR. DEGs calculated with DESEQ2 using with *P*-adjusted cut-offs=0.05 and Log2FC cut-off=0.5. Heatmap of unbiased ranking based on significance of all downregulated genes compared with control low CHIR samples of the intersection of both Cre- and Cas9-mediated removal of β-catenin in low CHIR. (F) Dose-response analysis of NPCs with CHIR levels quantifying NPC proliferation by EdU incorporation. Three technical replicates, 10 fields of view/coverslip, D'Agostino-Pearson test. Ordinary one-way ANOVA (*P*<0.05 was considered significant). Data are mean±s.d. (G) Relative transcript levels of *Mycn*, *Trim2*, *Selil3* and *Tnfrsf19* using RT-qPCR analysis in NPCs. Three technical replicates, two-way ANOVA (*P*<0.05 was considered significant). Data are mean±s.d. (H) RT-qPCR of high CHIR-associated targets *Wnt4*, *Jag1* and *Lef1* with new CHIR titers (0.85-1.25 µM). Three technical replicates. Data are mean±s.d.

The 12 shared genes downregulated in both β-catenin KO approaches compared with low CHIR cultured NPCs were intersected with β-catenin/Tcf7/Lef1 ChIP-seq data from NPCs cultured in low and high CHIR (Tables S1.9 and S2; Guo et al., 2021). 

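*Pcp4* (ENSMUSG00000090223) lies on chromosome 16 from 96467606 to 96525793 and *Sel1l3* (ENSMUSG00000029189) on chromosome 5 from 53107083 to 53213927. *Sema3c* (ENSMUSG00000028780) lies on chromosome 5 from 17574281 to 17730268 and *Tnfrsf19* (ENSMUSG00000060548) on chromosome 14 from 60963875 to 61046490. *Trim2* (ENSMUSG00000027993) lies on chromosome 3 from 84160439 to 84306877. The 12 genes were *Hs3st3b1*, *Pcp4*, *Elavl4*, *Trim2*, *Tnfrsf19*, *Sel1l3*, *Vat1l*, *Kif5c*, *Syt9*, *Sema3c*, *Naaa* and *Gfra2*. All 12 were lower on Cre removal (median log2 fold change -1.73) and on Cas9 removal (-1.21) in low CHIR. Each had an adjusted p under 0.05 adjusted over the list alone in both removals, again on libraries from which the list was chosen. Over all genes tested (limma, Benjamini-Hochberg) 11 were past it on Cre and 3 on Cas9 removal. *Pcp4* fell by 2.81 on the log2 scale on Cre removal (standard error 0.24, adjusted p = 0.000203) and by 1.69 on Cas9 removal (standard error 0.24, adjusted p = 0.0495). *Sel1l3* fell by 2.66 (adjusted p = 0.000216) on Cre and by 1.68 (adjusted p = 0.0495) on Cas9 removal. *Sema3c* fell by 2.32 (adjusted p = 0.00161) on Cre and by 1.69 (adjusted p = 0.0495) on Cas9 removal. These Cas9 calls of 3 genes lay just under the threshold. With a pseudocount of 0.5 each had an adjusted p of 0.059, and over the alternatives the range was 0.00877 to 0.328 for *Pcp4*. *Tnfrsf19* fell by 2.82 on Cre removal (adjusted p = 0.00161, from 1.6e-12 to 0.134 over the alternatives) and by 1.58 on Cas9 removal (adjusted p = 0.32). *Trim2* fell by 1.42 on Cre removal (adjusted p = 0.0028, from 7.92e-08 to 0.195 over the alternatives). On Cas9 removal it fell by 1.09 (adjusted p = 0.0564). Its adjusted p was 0.0418 after TMM rescaling, from 0.0134 to 0.626 over the alternatives. All 12 were also lower with no CHIR than in low CHIR in the wild-type NPCs. Of these, 8 were past adjusted p 0.05 over the list alone and 6 over all genes tested.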

Although none of the 12 genes showed detectable β-catenin association in low CHIR, eight of these (*Kif5c*, *Trim2*, *Elavl4*, *Sel1l3*, *Vat1l*, *Tnfrsf19*, *Syt9* and *Hs3st3b1*) showed β-catenin association within 200 kb of the transcriptional start site in high CHIR (Table S1.9). Furthermore, for five out of the eight, one or more of the regions corresponded to Encode-predicted cis-regulatory enhancer elements (CREs). Of the four Lef/Tcf DNA-binding factors, Lef1 and Tcf7 most commonly activate transcription, Tcf7l1 represses transcription, and Tcf7l2 has both repressor and activator properties (Lien and Fuchs, 2014). Seven of the eight genes with high CHIR-associated β-catenin showed Tcf7l2 bound at putative CREs in low CHIR, five of these seven genes were also bound by Tcf7l1 in low CHIR. In high CHIR, five showed continuing Tcf7l2 binding, while none retained Tcf7l1 binding. Examining Tcf7 and Lef1 showed no association with DEGs in low CHIR, but six out of the eight β-catenin targeted genes were bound by Tcf7 and/or Lef1in high CHIR (Table S1.9). Together, these data support the engagement of canonical Wnt transcriptional complexes at likely CREs around genes dependent on β-catenin for elevated expression in low CHIR.

Given the stronger response observed on CRE-mediated removal of β-catenin activity versus Cas9-directed mutation (280 versus 29 genes showing significant downregulation; Tables S1.7 and S1.8), we identified the intersection of the CRE removal and low CHIR-dependent gene sets. 

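*St8sia6* (ENSMUSG00000003418) lies on chromosome 2 from 13651021 to 13794064. The difference between the Cre and the Cas9 effect in low CHIR was tested itself, as an interaction in the limma fit of all 16 libraries. With Benjamini-Hochberg adjustment 0 genes had an adjusted p under 0.05 and 546 an unadjusted p under 0.05, which is 3.25% of those tested. The 25 genes lower on Cre removal were all lower on Cas9 removal, with a median log2 fold change of -0.84, and the 30 higher on Cre removal were all higher on Cas9 removal. Of the 25, 10 were also lower with no CHIR than in low CHIR in the wild-type NPCs, past the cut-offs in each. They were *St8sia6*, *Kif5c*, *Hmgb3*, *Trim2*, *C1qtnf12*, *Sel1l3*, *Sinhcaf*, *Tnfrsf19*, *Gfra2* and *Mycn*. By chance 0.689 would be shared (one-sided Fisher's exact test over the 16294 genes tested in both tables, p = 5.16e-10). Without no CHIR replicate 3 there were 4, and the same number without low CHIR replicate 2. With DESeq2 in both tables there were 53, and with only the compared groups in each fit 1. *St8sia6*, which had 11.6 ± 1.79 (SD, n = 2) counts on Cre removal and 88.6 ± 18.5 (SD, n = 2) in its control, fell by 2.82 (adjusted p = 0.00162, from 8.93e-08 to 0.243 over the alternatives).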

Consistent with a strong cell cycle signature, ToppGene (Chen et al., 2009) annotated 40% of the gene set (33 of 81) to the cell cycle (Tables S1.13 and S1.14). The 48 shared genes not annotated to the cell cycle (Table S1.13) identified a strong co-expression signature with NPCs in the postnatal mouse kidney in ToppGene analysis (*P*-value 1.4E-20). At this time, the last wave of NPCs showed a low-level activation of the early nephrogenic program (Brunskill et al., 2011), suggesting NPCs in low CHIR culture were in a similar state.

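*Ska3*, *Ncaph*, *Sgo1*, *Cdc45*, *Brca1* and *Ect2* were all lower on Cre removal in low CHIR (log2 fold changes from -0.81 to -0.56, median -0.67). They were also lower with no CHIR than in low CHIR in the wild-type NPCs (from -1.26 to -0.74, median -1.02). In both comparisons all 6 had an adjusted p under 0.05 adjusted over the list alone (limma, Benjamini-Hochberg). The list was chosen on the same libraries, so this is not independent evidence. Over all genes tested 0 were past it and all 6 had an unadjusted p under 0.05. On Cas9 removal the 6 genes were also lower, from -0.52 to -0.08, with 0 past an adjusted p of 0.05 by either adjustment and 1 at an unadjusted p under 0.05.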

Comparing the cell cycle enriched set with cell cycle annotated genes from no and low CHIR comparison identified only six overlapping genes (*Ska3*, *Ncaph*, *Sgo1*, *Cdc45*, *Brca1* and *Ect2*; Table S1.15). Chromatin association studies in low CHIR showed no interaction at these gene loci of β-catenin or Lef/Tcf factors (Table S2; Guo et al., 2021). Thus, it is likely that none are direct targets of canonical transcriptional complexes. Inspection of the non-cell cycle annotated genes identified *Mycn* (Table S1.13). 

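*Mycn* (ENSMUSG00000037169) lies on chromosome 12 from 12936093 to 12941914. *Mycn* had 172 ± 37.6 (SD, n = 2) normalized counts on Cre removal in low CHIR and 721 ± 207 (SD, n = 2) in its control, a log2 fold change of -2.05 (standard error 0.30, adjusted p = 0.00741) from limma with Benjamini-Hochberg adjustment. Its call did not hold with only these 4 libraries in the fit (adjusted p = 0.128, from 1.48e-07 to 0.128 over the alternatives). The fold change stayed between -2.34 and -1.75 with each library left out. On Cas9 removal it had 427 ± 153 and 719 ± 176 counts, a log2 fold change of -0.78 (adjusted p = 1). The 2 effects differed by -1.27 on the log2 scale, which was not past the threshold over all genes (adjusted p = 0.999). In the wild-type NPCs it had 588 ± 59.4 (SD, n = 3) counts with no CHIR and 2068 ± 111 (SD, n = 3) in low CHIR, a log2 fold change of -1.82 (standard error 0.23, adjusted p = 0.00362).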

Mycn and Myc regulate the cell cycle. Further, *Myc* is a well-documented Wnt target (Das et al., 2023; Koelman et al., 2022). Interestingly, chromatin analysis of NPCs in low CHIR identified shared β-catenin and Lef/Tcf factor association at ENCODE predicted CREs flanking *Mycn* (Table S1.16). 

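Adjusted over the 54 G2-M genes alone, 34 were lower on Cre removal in low CHIR at adjusted p under 0.05, and 1 over all genes tested (limma, Benjamini-Hochberg). Their median log2 fold change was -0.52. Of the 43 S-phase genes, 5 were lower adjusted over the list alone and 0 over all genes tested (14 at an unadjusted p under 0.05), with a median of -0.38. On Cre removal in high CHIR, 48 of 54 G2-M genes were lower (fry, adjusted p = 0.00603), 11 past 0.05 adjusted over the list alone and 6 over all genes. Of the S-phase genes 33 of 43 were lower there (adjusted p = 0.0572). On Cas9 removal in high CHIR, 28 of 54 G2-M genes were lower (adjusted p = 0.987) and 37 of 43 S-phase genes (adjusted p = 0.0408). Both lists come from human cells and were matched by gene symbol.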

Annotation of cell cycle-related genes dependent on β-catenin showed a marked G2-M signature consistent with β-catenin removal arresting cycle progression at this stage (Whitfield et al., 2002; Table S1.14).

Next, we performed a dose-response analysis of NPCs to varying CHIR levels quantifying NPC proliferation by EdU incorporation (Fig. 3F) and the relative transcript levels of low (*Mycn*, *Trim2*, *Sel1l3* and *Tnfrsf19*; Fig. 3G) and high (*Wnt4*, *Jag1* and *Lef1*; Fig. 3H) CHIR responsive gene sets. Although variability associated with a new batch of CHIR led to a different dose response (see Materials and Methods), we observed a statistically significant increase in cell proliferation at the lowest CHIR dose (0.5 µM; Fig. 3F) coupled with a statistically significant upregulation of *Mycn*, *Tnfrsf19* and *Sel1l3* (Fig. 3G) but no upregulation of high CHIR-associated targets *Wnt4*, *Jag1* and *Lef1* until the addition of significantly higher CHIR levels (= or >0.85 µM: Fig. 3H). These data, together with β-catenin/Lef/Tcf CRE intersection data, are consistent with different levels of Wnt signaling input translating into distinct transcriptional outputs directed by canonical Wnt transcriptional complexes. These studies highlight a low threshold gene set linked to proliferating NPCs. Elevating CHIR levels resulted in a marked decrease in *Six2* mRNA, suggesting mechanisms to antagonize the NPC state.

### β-Catenin is not essential for NPC progenitor identity but is essential for NPCs to exit the NPC state

Elevating CHIR levels resulted in a marked decrease in *Six2* mRNA (Fig. 3H), suggesting increased canonical Wnt signaling activates mechanisms to antagonize the NPC state. Consistent with this view, β-catenin KO in high CHIR resulted in the persistence of Six2, and the repressive Lef/Tcf regulatory factor Tcf7l1, both of which are normally downregulated on induction of NPCs (Guo et al., 2021), as well as a failure to induce Jag1 and aggregate NPCs (Fig. 4A-E; Fig. S4A-F). In short, on β-catenin removal, NPCs cultured in high CHIR resembled NPCs cultured without CHIR (Das et al., 2023; Pan et al., 2017).

**Fig. 4.**
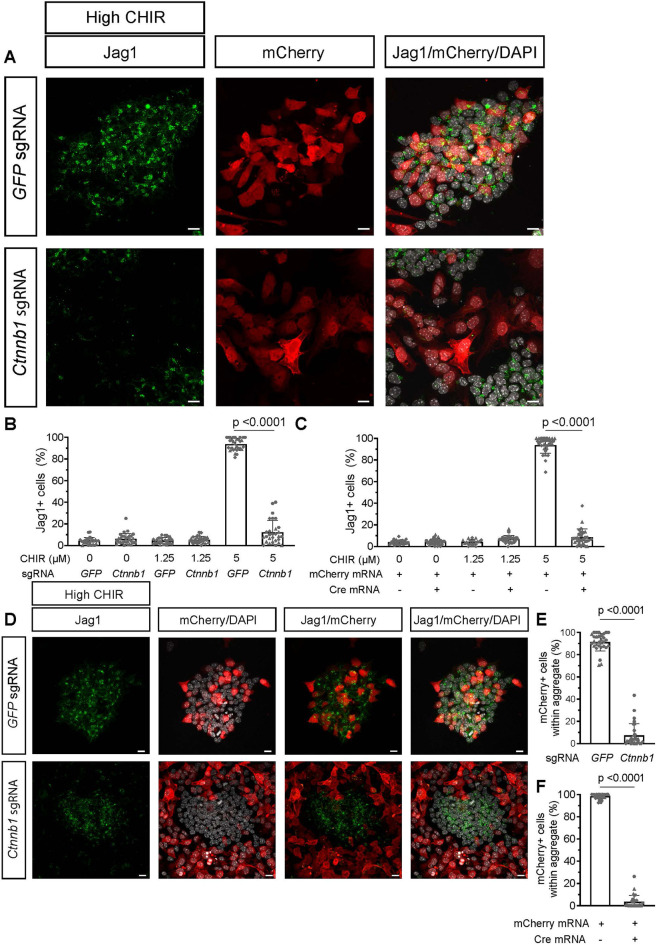
**Induction status and cell behavior changes resulting from β-catenin removal from nephron progenitors in high-CHIR conditions.** (A) Jag1 protein is lost after Cas9-mediated removal of β-catenin in nephron progenitor cells (NPCs) in mCherry^+^ transfected cells in high CHIR. DAPI (white) indicates nuclei. (B) Quantification of Jag1 protein in mCherry^+^ NPCs after Cas9-mediated removal of β-catenin. Seven to 10 fields of view/coverslip, three biological replicates, data are not normally distributed, Mann–Whitney test. Data are mean±s.d. (C) Quantification of Jag1 protein in mCherry^+^ NPCs after Cre-mediated removal of β-catenin. Nine or 10 fields of view/coverslip, two biological replicates, data are not normally distributed, Mann–Whitney test. Data are mean±s.d. (D) NPCs with β-catenin removed (transfected cells) do not form tight aggregates. mCherry marks transfected cells, Jag1 is an induction marker and DAPI (white) indicates nuclei. (E) Percentage of mCherry^+^ transfected NPCs in NPCs with β-catenin removed (Cas9) within aggregates. Ten fields of view/three biological replicates. Data are not normally distributed, Mann–Whitney test. Data are mean±s.d. (F) Percentage of mCherry^+^ transfected NPCs in NPCs with β-catenin removed (Cre) within aggregates. Nine or 10 fields of view/two biological replicates, data are not normally distributed, Mann–Whitney test. Data are mean±s.d. Scale bars: 10 µm.

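In high CHIR, Cre removal left 990 genes higher and 462 lower at adjusted p under 0.05 and a log2 fold change of at least 0.5 (limma, Benjamini-Hochberg). Cas9 removal left 578 higher and 276 lower. Both lists held 453 of the genes that were higher, against 34.1 expected by chance (one-sided Fisher's exact test, log10 of the p-value -480.2). They held 173 of those that were lower, against 7.60 (exact p = 2.69e-209). With only the compared libraries in the fit, 484 genes were higher and 230 lower on Cre removal, and 925 and 804 on Cas9 removal. DESeq2 gave 534 lower on Cas9 removal, and a cut-off of 1 gave 161. The difference between the Cre and Cas9 effects in high CHIR was past adjusted p 0.05 for 0 genes, with 560 at an unadjusted p under 0.05 (3.34% of those tested). With the replicate number as a block, on 2 pairs of libraries per comparison, more genes were called on both removals and some differed between them. In the wild-type NPCs, which are other libraries, 138 of 172 shared lower genes were higher in high than in low CHIR (median log2 fold change 0.99). Of the shared higher genes, 355 of 442 were lower (-0.98). *Ch25h* (ENSMUSG00000050370) lies on chromosome 19 from 34473778 to 34475164 and *Rgs4* (ENSMUSG00000038530) on chromosome 1 from 169741477 to 169747642. *Fgf1* (ENSMUSG00000036585) lies on chromosome 18 from 38838673 to 38929472 and *Slc26a7* (ENSMUSG00000040569) on chromosome 4 from 14502430 to 14621805. *Psd2* (ENSMUSG00000024347) lies on chromosome 18 from 35964830 to 36014715 and *Alx4* (ENSMUSG00000040310) on chromosome 2 from 93642384 to 93681339. *AC141471.4* (ENSMUSG00000118122) lies on chromosome 18 from 35923295 to 35929584 and *Rnase12* (ENSMUSG00000068407) on chromosome 14 from 51056698 to 51057661. By the rule on mean and overlap, *Ch25h* and *Rgs4* had the largest increases on Cre removal (log2 fold changes 9.09 and 7.96) together with *Tafa4*. *Ch25h* had 6204 ± 1167 (SD, n = 2) counts on Cre removal and 13.2 ± 12.2 (SD, n = 2) in its control. On Cas9 removal they were *Fgf1* and *Slc26a7* (9.06 and 7.87), again with *Tafa4*. The last gene had 677 ± 94.3 counts on Cre removal. It was listed at 0 in both GFP sgRNA libraries against 751 ± 76.8 counts with the *Ctnnb1* sgRNA. Among the decreases on Cre removal, *Chrna6* fell by 3.93, *Psd2* fell by 3.65 and *Alx4* fell by 3.49. On Cas9 removal *AC141471.4* fell by 3.50, *Psd2* fell by 3.32 and *Rnase12* fell by 3.20.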

Examining DEGs shared between both β-catenin removal conditions in high CHIR cultured NPCs identified a highly significant response (hypergeometric test: *P*-value for upregulated, 3.07E-1664; *P*-value downregulated, 3.675e-776) with 937 shared DEGs: 655 upregulated and 282 downregulated after β-catenin KO, many of which exhibited β-catenin/Tcf7/Lef1 ChIP seq binding associated with the gene locus (Fig. 5A,B; Tables S1.17-S1.20; Table S2). Ranked intersections of shared genes upregulated on KO in high CHIR identified *Cited1* as the most significant gene (*P*=3.57E-36; Log2FC=5.01) together with other well-known markers of an uninduced, self-renewing NPC state, including *Tmem100*, *Meox2* and *Osr1* in the top 30 ranked gene set (Fig. 5C; Table S1.19). 

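*Cited1* had 2167 ± 441 (SD, n = 2) normalized counts on Cre removal and 49.2 ± 21.4 (SD, n = 2) in its control, a log2 fold change of 5.49 (standard error 0.44, adjusted p = 5.28e-06) from limma. With Cas9 removal it had 2109 ± 216 against 66.1 ± 40.5, a log2 fold change of 5.12 (standard error 0.44, adjusted p = 1.84e-05). With each library left out, the fold change stayed between 5.04 and 5.94 on Cre and between 4.46 and 5.77 on Cas9 removal. *Tmem100* rose by 4.15 on Cre removal (adjusted p = 2.21e-06) and by 4.07 on Cas9 removal (adjusted p = 5.34e-06). *Meox2* had 4079.7 ± 352 counts on Cre removal against 117 ± 5.96 (log2 fold change 5.11, adjusted p = 1.3e-07). On Cas9 removal its log2 fold change was 4.44 (adjusted p = 8.3e-07). *Osr1* rose by 4.44 (adjusted p = 2.21e-06) and by 3.77 (adjusted p = 1.84e-05) on Cre and Cas9 removal. As a set, the 7 self-renewal genes were higher in both (fry, adjusted p = 6.64e-07 and adjusted p = 1.94e-06), all 7 in each. The paper names some of them from these same libraries, so the set tests are not independent evidence. Adjusted over the list alone 7 were past 0.05 on Cre and 5 on Cas9 removal. Over all genes tested these were 6 and 5.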

NPC self-renewal genes accounted for much of the highly ranked GO term ‘urogenital system development’ recovered from GO analysis of the entire gene set (Fig. 5E; Table S1.21). Other terms such as ‘ameboidal cell movement’, ‘epithelium migration’ and ‘tissue migration’ likely reflect altered cell behaviors observed on induction of NPCs after β-catenin removal (Fig. 5E; Table S1.21).

**Fig. 5.**
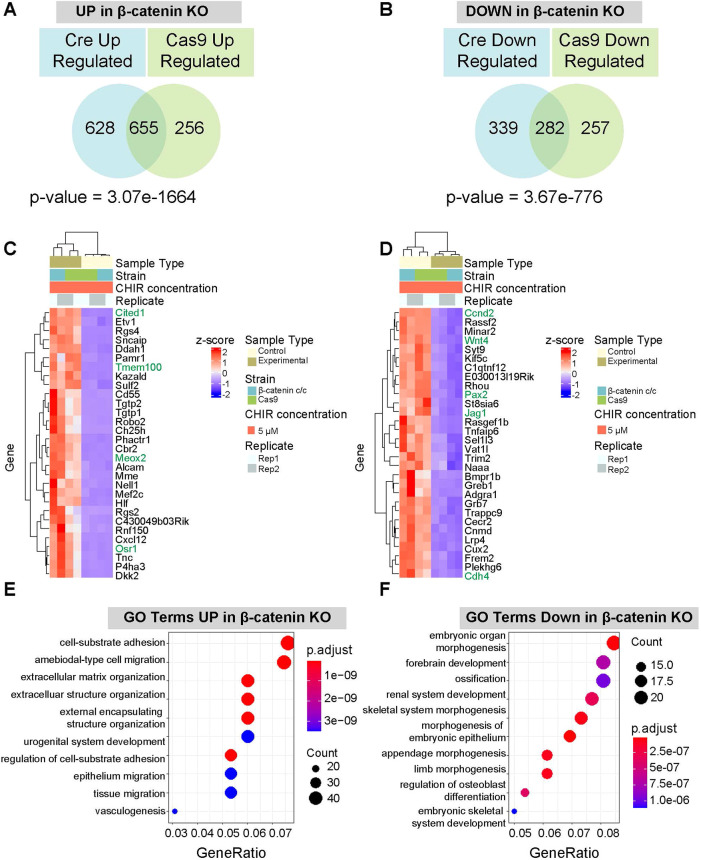
**Transcriptional changes resulting from β-catenin removal in nephron progenitors.** (A) Intersection of DEGs upregulated from Cre- and Cas9-mediated β-catenin removal. (B) Intersection of DEGs downregulated from Cre- and Cas9-mediated β-catenin removal. (C,D) Heatmap of unbiased ranking of top 30 significant upregulated (C) and downregulated (D) genes compared with control samples at the intersection of both Cre- and Cas9-mediated removal of β-catenin in high CHIR. Genes in green are known nephron progenitor cell (NPC) self-renewal markers (C) or known NPC differentiation markers or canonical Wnt/β-catenin targets (D). Genes in green are previously identified markers of either self-renewal (C) or differentiation/canonical Wnt target (D). (E) Top 10 most significant GO terms associated with genes upregulated by β-catenin removal in high CHIR with intersected Cre- and Cas9-meditated DEGs. (F) Top 10 most significant GO terms associated with genes downregulated by β-catenin removal in high CHIR with intersected Cre- and Cas9-meditated DEGs.

### β-Catenin transcriptional targets in the induction of nephron progenitors

Among the top 30 most significant downregulated genes on KO of β-catenin in high CHIR were well-characterized genes associated with the differentiation of NPCs, including *Wnt4* and *Jag1* (Fig. 5D), and the cell cycle regulator *Ccnd2* (Fig. 5D; Table S1.19). 

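*Ccnd2* (ENSMUSG00000000184) lies on chromosome 6 from 127125162 to 127152193. *Wnt4* had 599 ± 171 (SD, n = 2) normalized counts on Cre removal and 5414 ± 544 (SD, n = 2) in its control, a log2 fold change of -3.20 (standard error 0.44, adjusted p = 0.000417) from limma. On Cas9 removal it had 1044 ± 278 against 5554 ± 593, a log2 fold change of -2.43 (standard error 0.44, adjusted p = 0.00565). *Jag1* fell by 2.62 on the log2 scale on Cre removal (adjusted p = 5.97e-05) and by 2.22 on Cas9 removal (adjusted p = 0.000435). *Ccnd2* had 8747 ± 967 counts on Cre removal and 41265 ± 311 in its control, so it fell by 2.24 (adjusted p = 1.3e-05). On Cas9 removal it fell by 1.52 (adjusted p = 0.000602). With each library left out in turn, these 3 genes stayed lower in both removals. Of the 5 differentiation genes, 4 were tested in these libraries, and all 4 were lower on both removals (fry, adjusted p = 1.25e-05 on Cre and adjusted p = 5.91e-05 on Cas9 removal). Each was past adjusted p 0.05 adjusted over the list alone and over all genes tested.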

As expected, top GO terms in this group of genes were associated with: kidney developmental programs: ‘embryonic organ morphogenesis’, ‘renal system development’ and ‘morphogenesis of an embryonic epithelium’; and Wnt signaling, including ‘Wnt signaling pathway’ and ‘cell-cell signaling by Wnt’, consistent with a modified Wnt-signaling response (Fig. 5E,F; Table S1.22).

Fluorescent *in situ* hybridization and mouse single cell RNA sequencing (scRNA-seq) data analyses were used to characterize transcripts encoding each of the DNA-binding components of canonical Wnt transcriptional complexes. *Tcf7l1* expression was highest in self-renewing NPCs, *Lef1* expression was highest after NPC induction, while *Tcf7* and *Tcf7l2* expression did not change markedly when comparing uninduced and induced NPCs (Fig. S5A-C; Guo et al., 2021; Kim et al., 2024). 

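The 4 targeted genes were read first in every library of the quadruple knockout (QKO) and its GFP sgRNA controls. *Tcf7* (ENSMUSG00000000782) lies on chromosome 11 from 52252371 to 52283014 and *Tcf7l1* (ENSMUSG00000055799) on chromosome 6 from 72626378 to 72789254. *Tcf7l2* (ENSMUSG00000024985) lies on chromosome 19 from 55741820 to 55933654. In high CHIR, *Tcf7* had 109.5, 179.7 and 127 normalized counts in the 3 QKO libraries and 534, 535 and 268 in the controls. *Lef1* had 255, 441 and 513 against 1504, 2743 and 1144. *Tcf7l1* had 602, 539 and 736 against 612, 486 and 591, and *Tcf7l2* had 999, 1616 and 1481 against 1263, 2233 and 1750.0. In low CHIR, the 2 QKO libraries (replicates 1 and 3) had 66.2 and 97.7 counts of *Tcf7* against 220.1, 220.1 and 141 in the 3 controls. They had 827 and 1286 of *Tcf7l1* against 2225, 1774 and 1736, 1575 and 1695 of *Tcf7l2* against 1622, 1949 and 1873 and 87.1 and 21.5 of *Lef1* against 119.9, 25.7 and 19.9. Of these, *Tcf7* in high CHIR was past the threshold, where it fell by 1.64 on the log2 scale (standard error 0.31, adjusted p = 0.0175 from limma with Benjamini-Hochberg adjustment). Leaving out 1 library took it over the threshold in 4 of 6 fits. *Lef1* fell by 2.12 in high CHIR (adjusted p = 0.131) and was called with the replicate block (adjusted p = 0.0476, from 0.0107 to 0.137 over the alternatives). *Tcf7l1* in low CHIR fell by 0.88 (adjusted p = 0.82) and was called with DESeq2 (adjusted p = 0.0437, from 0.0437 to 0.977). Counts over a whole gene do not show which transcripts were edited, so they do not measure the loss of protein. The table holds 11 libraries of mCherry-sorted Cas9 NPCs after 48 h. They are 3 QKO and 3 controls in high CHIR, and 2 QKO and 3 controls in low CHIR. Reads on genes lay between 16416495 and 19117054 per library for QKO in high CHIR (median 18204247) and between 16092034 and 20152719 for its controls (median 17094615). In low CHIR they lay between 13089780 and 19717536 for the controls (median 16119987) and were 13869702 and 17608264 for QKO. The values are normalized counts of the authors, and all 11 libraries were fitted together over 15878 genes. Libraries with the same replicate number deviated together from their group means. The fit with the number as a replicate block is therefore given wherever it changes a call or moves a count by more than 1.5 times.

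**Figure D3:**
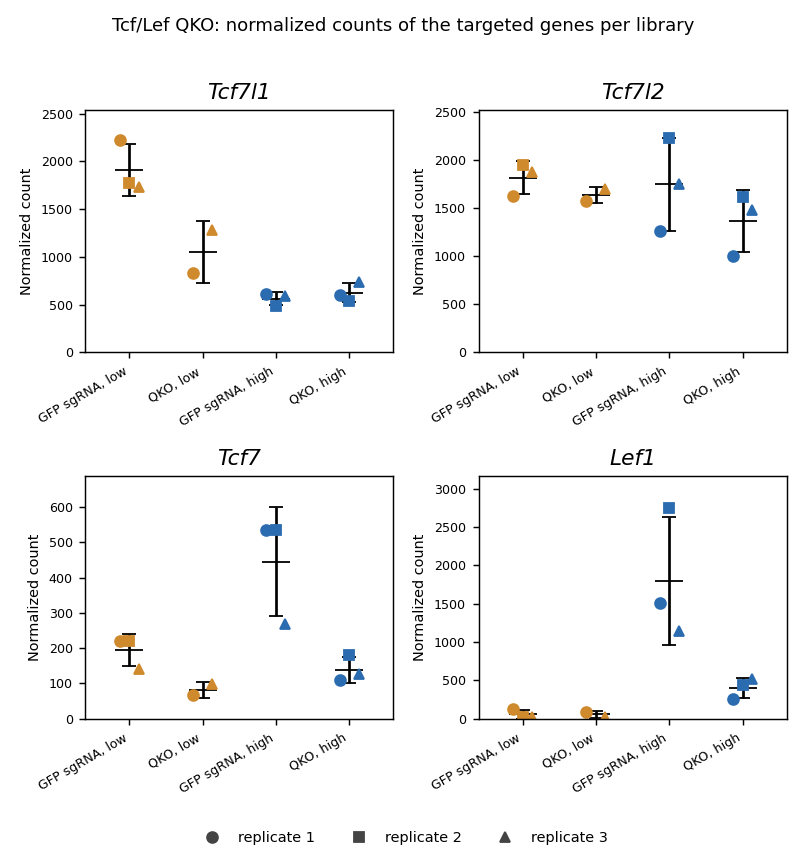
Normalized counts of *Tcf7l1*, *Tcf7l2*, *Tcf7* and *Lef1* in QKO and GFP sgRNA control NPCs in low and high CHIR. Each point is 1 library, shaped by replicate number, and bars give the mean ± SD of the 2 or 3 libraries. In high CHIR *Tcf7* has 109.5, 179.7 and 127 counts in QKO and 534, 535 and 268 in the controls.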

To assay the requirement for Tcf/Lef factors in NPC programs, we optimized individual gRNAs for the removal of each factor, extending the culture protocol for an additional 24 h after gRNA introduction (48 h total) to ensure a strong knockdown of Tcf/Lef factors (Fig. 6A). Importantly, 24 h of additional NPC culture did not alter gene expression trends for any of the key anchor genes employed throughout this study (Table S1.23). 

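In the GFP sgRNA controls after 48 h, all 11 marker genes read (the self-renewal genes but *Tmem100*, and the 5 differentiation genes) changed between low and high CHIR in the same direction as in the wild-type NPCs, each at adjusted p under 0.05 (limma, Benjamini-Hochberg). Without high CHIR control replicate 2 the number was 10, and it stayed at 11 without any other library. *Six2* had 218 ± 71.5 (SD, n = 3) normalized counts in high CHIR and 2285 ± 989 (SD, n = 3) in low CHIR, a log2 fold change of -3.34 (standard error 0.33, adjusted p = 4.34e-05). *Cited1* fell by 4.87 (adjusted p = 5.56e-07). *Osr1* had 78.0 ± 25.6 counts in high CHIR and fell by 4.06 (adjusted p = 6.75e-06) and *Eya1* fell by 2.38 (adjusted p = 0.000221). *Meox1* fell by 2.10 (adjusted p = 0.00319) and *Meox2* fell by 4.47 (adjusted p = 3.29e-06). *Wnt4* rose by 6.95 (adjusted p = 2.25e-07), and *Lef1* by 5.37 (adjusted p = 0.000198). *Jag1* rose by 6.03 (adjusted p = 2.8e-06), *Fgf8* by 4.06 (adjusted p = 0.00606) and *Lhx1* by 8.50 (adjusted p = 2.72e-06). In all, 1108 genes were higher and 1264 lower in high CHIR with a cut-off of 0.5. Without low CHIR control replicate 2 there were 758 and 789. The 48 h libraries differ from the wild-type ones in genotype and transfection as well as in time, so the size of the responses was not compared.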

Individual gRNAs led to a removal of greater than 80% of *Tcf7l1*, *Tc7l2* and *Lef1* and 50% of Tcf7 (Fig. S6A-H). Combining gRNAs to target these four *Lef*/*Tcf* genes together in high CHIR NPC culture resulted in ∼50% reduction of Jag1^+^ cells, using Golgi-localized Jag1 as a cell-autonomous maker of induction (Fig. 6B,C). Thus, KO of *Lef*/*Tcf* genes attenuated the CHIR-directed differentiation response, consistent with β-catenin acting, at least in part, through a canonical Tcf/Lef transcriptional pathway.

**Fig. 6.**
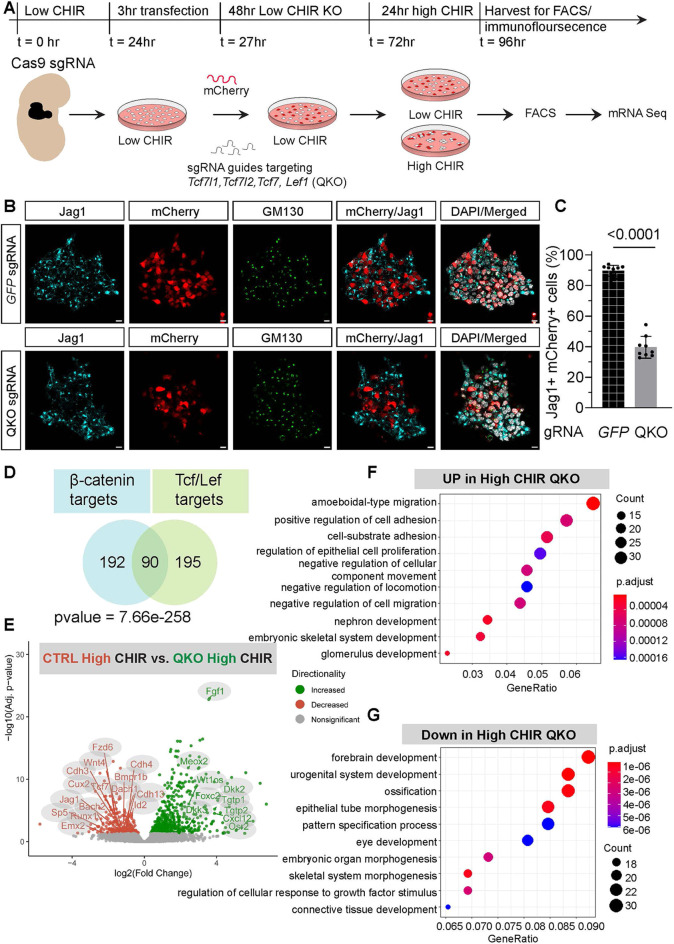
**Tcf/Lef transcription factor removal in nephron progenitors enables β-catenin target validation.** (A) Schematic of Cas9 mediated removal of Tcf7l1, Tcf7l2, Tcf7 and Lef1 in nephron progenitor cells (NPCs) from Cas9-GFP-expressing mice. NPCs were isolated, stabilized in low CHIR overnight (18-24 h), transfected with gRNAs (Tcf7l1, Tcf7l2, Tcf7 and Lef1 in experimental conditions or GFP gRNA in CTRL) along with mCherry mRNA and incubated in OPTI-mem for 3 h. NPCs were then cultured in low CHIR for a 48 h KO before changing for nephron progenitor expansion medium (NPEM) with differing CHIR levels. NPCs were assayed for mRNA-seq and immunostaining 24 h later. (B) Immunofluorescence staining of NPCs for Tcf7l1, Tcf7l2, Tcf7 and Lef1 (QKO) and control (GFP sgRNA). Induction marker Jag1 is in cyan; mCherry is in red; Golgi are marked using GM130 antibody (green); DAPI is in gray. Scale bars: 10 μm. (C) Quantification of the induction marker Jag1 in QKO NPCs cultured in high CHIR. Unpaired *t*-test. One biological replicate, eight fields of view. Data are mean±s.d. (D) Intersection of QKO target genes (genes lost in QKO with Log2FC cut-off>0.5 and *P*-adj cut-off<0.05) with Ctnnb1 KO target genes (genes lost in Ctnnb1 Cre and Cas9 KO with Log2FC cut-off>0.5 and *P*-adj cut-offcut-off<0.05). (E) Volcano plot of DEGs comparing QKO samples with control in high CHIR conditions. (F) Top 10 most significant GO terms of DEGs upregulated in QKO samples in high CHIR conditions. (G) Top 10 most significant GO terms of DEGs downregulated in QKO samples in high CHIR conditions.

Principal component analysis (PCA) of bulk mRNA-sequencing on genetically modified NPCs from the quadruple Lef/Tcf KO population (QKO) in high CHIR demonstrated QKO cells clustered closer to NPCs maintained in low CHIR conditions (Fig. S5D). 

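Principal components were computed on log2(normalized count + 1) of the 500 most variable genes over the 11 libraries. PC1 held 61.5% and PC2 20.6% of the variance. Between the means of the groups on PC1, QKO in high CHIR lay 52.8 from the controls in low CHIR and 26.7 from the controls in high CHIR. It lay 66.4% of the way from low to high CHIR controls. Over PC1 and PC2 together the distances were 56.2 and 29.5, a ratio of 1.91. QKO and control in low CHIR lay 11.6 apart. No test was made on these distances. The ratio was 1.85 with a pseudocount of 5 and 1.79 over all genes with a mean of at least 10 counts. With each library left out it lay between 1.47 (without QKO high CHIR replicate 3) and 2.79 (without QKO high CHIR replicate 1). Its SD over the 3 QKO libraries in high CHIR was 0.912.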

As expected from β-catenin experiments, DEG analysis identified few differences between wild-type and QKO (*n*=24) samples in low CHIR conditions (Table S1.24). In contrast, a large number of DEGs (*n*=857) distinguished control and QKO NPCs in high CHIR (Fig. 6E). Of these, 572 were upregulated and 285 were downregulated on *Lef/Tcf* removal (Table S1.25). 

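*Cnmd* (ENSMUSG00000022025) lies on chromosome 14 from 79637690 to 79662170. In low CHIR, 1 gene was past the thresholds between QKO and control (limma, Benjamini-Hochberg). It was *Cnmd*, with 1027 ± 143 (SD, n = 2) normalized counts in QKO and 199 ± 26.3 (SD, n = 3) in the controls, a log2 fold change of 2.37 (standard error 0.20, adjusted p = 0.00116), from 2.91e-22 to 0.0664 over the alternatives. At an unadjusted p under 0.05 with the cut-off of 0.5, 349 genes were higher and 221 lower. DESeq2 on the recovered reads called 23 genes higher and 2 lower, and the limma fit with the replicate block 15 higher and 1 lower. Without control replicate 3, 4 genes were higher and 0 lower. All 24 genes of the authors' deposited comparison, made from the same libraries, changed in the same direction here, which is not independent evidence. The self-renewal and differentiation sets were not past the threshold (fry, adjusted p = 0.774 and adjusted p = 0.65), nor were the S-phase and G2-M sets (adjusted p = 0.854 and adjusted p = 0.758). Of the 12 genes lower in both removals of β-catenin in low CHIR (*Pcp4*, *Sema3c* and the others of that list), 8 were higher in QKO. Of these, 4 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested.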

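In high CHIR, 326 genes were higher and 78 lower in QKO than in control at adjusted p under 0.05 and a log2 fold change of at least 0.5 (limma, Benjamini-Hochberg). With the replicate block in the fit the counts were 841 and 340, and they included all 326 and all 78 of these genes. The counts also moved with single libraries. Without QKO replicate 2, 126 genes were higher and 26 lower. They were 164 and 22 without QKO replicate 1, and 346 and 130 without control replicate 3. The authors' deposited comparison holds 99.8% of the genes called here, and all 836 of its genes that were tested here changed in the same direction. Since the libraries are the same, this is not independent evidence. *Pamr1* (ENSMUSG00000027188) lies on chromosome 2 from 102550012 to 102643041 and *Matn1* (ENSMUSG00000040533) on chromosome 4 from 130944385 to 130955475. *Ntsr1* (ENSMUSG00000027568) lies on chromosome 2 from 180499976 to 180544980 and *Bmf* (ENSMUSG00000040093) on chromosome 2 from 118528757 to 118549687. *Vegfc* (ENSMUSG00000031520) lies on chromosome 8 from 54077606 to 54187096. By the rule on mean and overlap, the largest increase was that of *Pamr1*, with 106 ± 57.8 (SD, n = 3) counts in QKO and 1.99 ± 2.61 (SD, n = 3) in the controls, a log2 fold change of 5.42 (standard error 0.62, adjusted p = 0.00119). *Matn1* rose by 5.18 (adjusted p = 0.00224) and *Ntsr1* by 4.70 (adjusted p = 0.00392). *Psd2* fell by 2.53 (adjusted p = 0.0315), *Bmf* fell by 2.48 (adjusted p = 0.00224) and *Vegfc* fell by 2.27 (adjusted p = 0.0491). The calls of *Psd2* and *Vegfc* each failed in 5 of the 6 fits that left out 1 library.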

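Over the 15088 genes tested in both sets of libraries, 34 of the 77 genes lower in QKO in high CHIR (44.2%) were also lower on both Cre and Cas9 removal of β-catenin. By chance 0.883 would be (one-sided Fisher's exact test, p = 1.86e-46). Of the 311 genes higher in QKO, 114 (36.7%) were higher on both removals, against 8.78 expected (exact p = 9.07e-99). With the replicate block in the fits, 126 genes were shared among those lower and 329 among those higher. Without control replicate 2 in high CHIR, 10 and 74 were shared, and without QKO replicate 2, 12 and 63. Regardless of threshold, 155 of 173 genes lower on both removals were lower in QKO (median log2 fold change -0.75). In turn 376 of 426 higher on both were higher in QKO (0.77). The QKO and β-catenin comparisons use different control libraries. In the wild-type NPCs, 65 of 77 genes lower in QKO were higher in high than in low CHIR, and 265 of 311 genes higher in QKO were lower.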

Approximately 30% were shared with the β-catenin removal set in high CHIR conditions (Fig. 6D; Table S1.26) and, as expected, GO terms overlapped with this gene set (Fig. 6E,F; Tables S1.27 and S1.28). Analysis of β-catenin binding from high CHIR ChIP-seq datasets showed a significant overlap with this gene set: 77% (69/90) of genes showed localized β-catenin association (Fisher's exact *t*-test, *P*<2.2e-13; Table S1.26). These data support the conclusion that β-catenin acts through Lef/Tcf factors in regulating the transcriptional inductive response initiating differentiation of NPCs.

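As a set, the 7 self-renewal genes were higher in QKO than in control in high CHIR (fry, adjusted p = 8.41e-05), all 7 of them. All were past adjusted p 0.05 adjusted over the list alone and 6 over all genes tested. *Cited1* had 626 ± 207 (SD, n = 3) normalized counts in QKO and 182 ± 28.1 (SD, n = 3) in the controls, a log2 fold change of 1.73 (standard error 0.26, adjusted p = 0.0039) from limma. *Osr1* rose by 2.18 (adjusted p = 0.00289) and *Six2* by 1.64 (adjusted p = 0.0226). The call of *Six2* failed in 4 of the 6 fits that left out 1 library, with adjusted p of at most 0.103. The 5 differentiation genes were all lower (fry, adjusted p = 0.00533). Of these, 3 were past 0.05 adjusted over the list alone and 0 over all genes tested, where 4 had an unadjusted p under 0.05. *Wnt4* had 1459 ± 178 against 3633 ± 1975 counts and fell by 1.19 (adjusted p = 0.0792), and *Jag1* fell by 1.22 (adjusted p = 0.164). With the replicate block both were called, *Wnt4* at adjusted p = 0.0154 (from 0.0154 to 0.0806 over the alternatives that kept every library) and *Jag1* at adjusted p = 0.00691 (from 0.00691 to 0.169). From the genes shared with β-catenin removal and from β-catenin binding, the paper draws support for β-catenin acting through Lef/Tcf factors in the inductive response. The binding was not analysed here.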

To examine β-catenin actions directly, we introduced mRNAs encoding FLAG-epitope variants of β-catenin (βCat^wild-type^) into NPCs: an activated form of β-catenin (βCat^activated^) containing four point mutations that abolish GSK3-directed proteasomal degradation of β-catenin (Wu et al., 2009) or an activated form with additional mutations (βCat^activated/no-Tcf^) designed to abolish β-catenin binding to Lef/Tcf factors (Koelman et al., 2022; Fig. 7A). In the absence of CHIR, FLAG immunostaining indicated effective turnover of wild-type β-catenin, whereas the two activated forms of wild-type β-catenin were readily detected in transduced cells (Fig. S7). No induction of Lef1 was observed in NPCs on transduction with βCat^wild-type^ mRNA (Fig. 7B-D). In contrast, transduction with βCat^activated^ resulted in a strong cell-autonomous induction of Lef1 (Fig. 7B,C) and Jag1 (Fig. 7E,F), and the downregulation of Six2 (Fig. 7B,D). All βCat^activated^ mRNA associated responses were markedly reduced when Lef/Tcf interactions were abolished in βCat^activated/no-Tcf^ transduced NPCs (Fig. 7B-F). Collectively, these data support the conclusion that CHIR-mediated inductive responses reflect the actions of β-catenin acting through Lef/Tcf DNA binding partners.

**Fig. 7.**
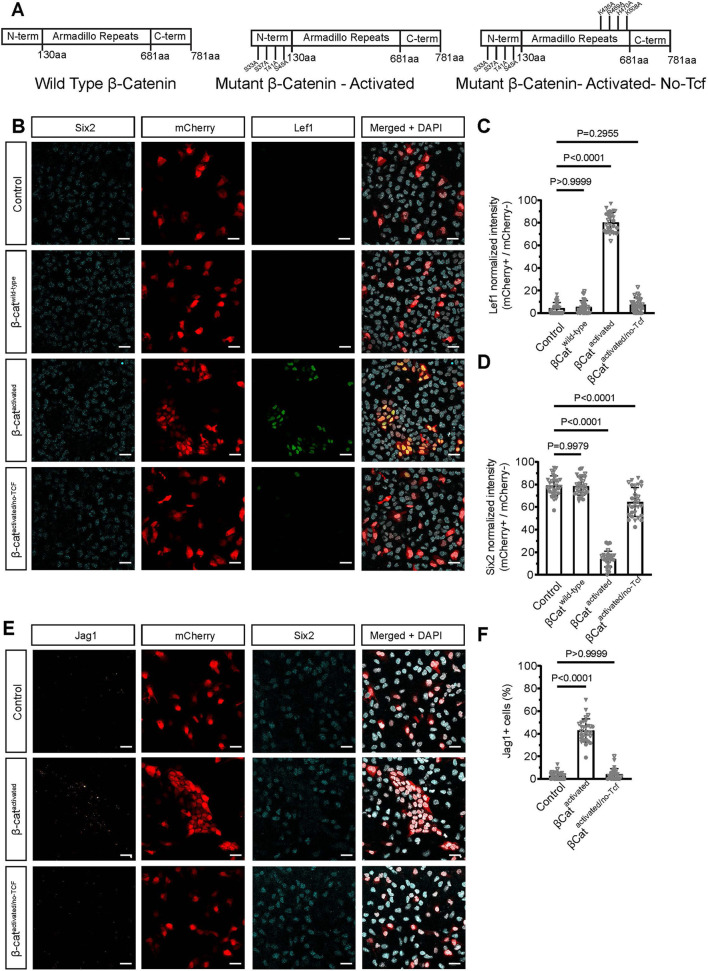
**Overexpression of mutant forms of β-catenin suggest that CHIR-mediated inductive responses of β-catenin act through Lef/Tcf DNA-binding partners.** (A) Schematic of wild-type and mutant forms of mRNA for β-catenin. (B) Immunostaining of NPCs cultured in 0.7 µM CHIR. Post-transfection NPCs were cultured in 0 µM CHIR. Six2 is in cyan; mCherry is in red, Lef1 is in green. Scale bars: 25 µm. (C,D,F) Transduction with βCat^activated^ resulted in a strong cell-autonomous induction of Lef1 (C), the downregulation of Six2 (D) and the induction of Jag1 (F). (C) Two biological replicates and one technical replicate, 10 fields of view/coverslip, D'Agostino-Pearson test. Ordinary one-way ANOVA (*P*<0.05 was considered significant). Data are mean±s.d. (D) Two biological replicates and one technical replicate, 10 fields of view/coverslip, D'Agostino-Pearson test. Ordinary one-way ANOVA (*P*<0.05 was considered significant). Data are mean±s.d. (E) Immunostaining of NPCs cultured in 0.7 µM CHIR. Post-transfection NPCs were cultured in 0 µM CHIR. Jag1 is in orange, mCherry is in red, Six2 is in cyan. Scale bars: 25 µm. (F) Two biological replicates and one technical replicate, 10 fields of view/coverslip, D'Agostino-Pearson test. Ordinary one-way ANOVA (*P*<0.05 was considered significant). Data are mean±s.d.

To predict Wnt/β-catenin targets within the NPC inductive response, we intersected the 282 β-catenin-dependent genes from the dual genetic KO gene list with published ChIP-seq analysis of the chromatin association of β-catenin, Tcf7 or Lef1 in high CHIR conditions (*n*=5011 associations; Table S2; Guo et al., 2021). A significant overlap (*P*=2.94e-40) was observed with 161 genes using HOMER (Duttke et al., 2019) to assign genes to peaks within 100 kb of the transcriptional start site (Table S1.29). Intersecting these putative target genes with annotated scRNA-seq datasets of the developing (p0) mouse kidney undergoing early patterning from NPCs identified 137 of the 162 genes within developing mouse nephron *in vivo* (Kim et al., 2024) (Table S1.30). Examining this set in parallel data for the developing human kidney (Lindström et al., 2021) showed the majority (117) were expressed within similar populations in the developing human kidney (Fig. 8A; Table S1.31). These analyses provide strong evidence that *in vitro* inductive responses in CHIR-treated NPCs reflect *in vivo* activity of β-catenin driven, and Lef/Tcf directed, transcriptional programs in committed NPC cell types.

**Fig. 8.**
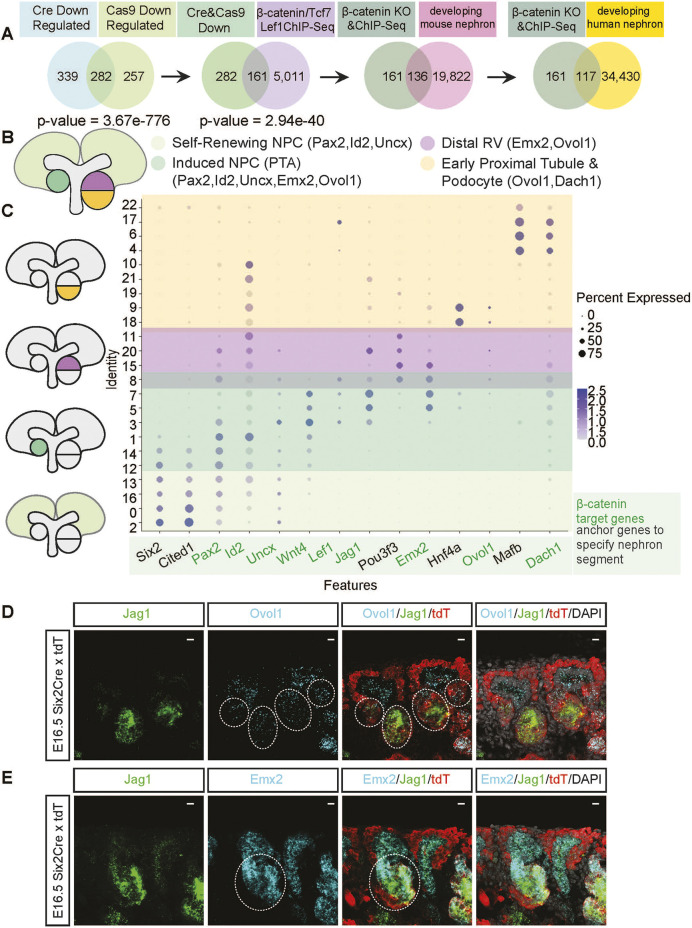
**Integration of ChIP-seq data and scRNA-seq data with β-catenin target genes reveals genes responsible for the induction of NPCs and patterning of the developing nephron.** (A) Intersection of β-catenin target genes with β-catenin/Tcf7/Lef1 ChIP-seq binding and integration with scRNA-seq data narrows down a significant list of 137 genes expressed in the developing nephron. (B) Schematic of the nephrogenic niche. PTA, pre-tubular aggregate; RV, renal vesicle. (C) Dot plot denoting co-expression of β-catenin target genes *Pax2*, *Id2*, *Uncx*, *Emx2*, *Ovol1* and *Dach1* with known markers of self-renewing NPCs (*Six2* and *Cited1*), an early induction gene (*Wnt4*), a distal marker (*Pou3f3*), a proximal tubule marker (*Hnf4a*) and a podocyte gene (*Mafb*) in mouse p0 scRNA-seq. (D) RNA-scope of *Ovol1* on E16.5 Six2TGCxTdt kidneys. Scale bars: 10 μm. Dotted lines outline Ovol1 transcripts in differentiating NPCs. (E) RNA-scope of *Emx2* on E16.5 Six2TGCxTdt kidneys. Scale bars: 10 μm. Dotted lines outline *Emx2* transcripts in differentiating NPCs.

β-Catenin target genes (β-catenin and Tcf/Lef factor binding in high CHIR conditions) included *Ovol1* and *Emx2* (Fig. S8D,E), two transcriptional regulators with potential roles in nephron patterning and linked to kidney cysts and urogenital defects, respectively, in mutants (Miyamoto et al., 1997; Teng et al., 2007). Fluorescent *in situ* hybridization demonstrated that *Ovol1* and *Emx2* were expressed early in differentiating NPCs, overlapping previously established NPC differentiation markers genes (Fig. 8B-E). Subsequently, *Ovol1* was expressed broadly within the developing renal vesicle, whereas *Emx2* was enriched in distal nephron regions (Fig. 8B-E). To examine *Ovol1* function, we generated mice carrying homozygous null mutations, but could not replicate previously reported cystic kidney phenotypes.

## DISCUSSION

Our analysis of β-catenin action in the self-renewal programs that lead to NPC expansion and the inductive program that initiates the process of nephrogenesis leads to several broad conclusions.

(1) Wnt/β-catenin activity does not maintain NPC identity. Indeed, the NPC signature of key transcriptional components, including *Six2*, are enhanced on removal of either CHIR or β-catenin. 

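With no CHIR, *Six2* had 3255 ± 313 (SD, n = 3) normalized counts in the wild-type NPCs, against low CHIR a log2 fold change of 0.15 (standard error 0.15, adjusted p = 0.599 from limma with Benjamini-Hochberg adjustment). On removal of β-catenin in low CHIR it had 1964 ± 164 (SD, n = 2) counts with Cre mRNA against 2697 ± 1069 (SD, n = 2) without (-0.40, adjusted p = 0.734). It had 1893 ± 7.30 with the *Ctnnb1* sgRNA against 2052 ± 454 (-0.10, adjusted p = 1). Over the alternatives that kept every library the adjusted p of *Six2* ranged from 0.482 to 0.669, 0.429 to 0.891 and 0.99 to 1 in these 3 comparisons. *Osr1* had a log2 fold change of 0.30 on Cre removal (adjusted p = 0.798) and 0.38 on Cas9 removal (adjusted p = 1) in low CHIR. For *Cited1* these were 0.03 (adjusted p = 0.991) and 0.58 (adjusted p = 1). Leaving out 1 library changed the sign of the *Six2* fold change on both removals, which lay between -0.82 and 0.01 on Cre and between -0.33 and 0.13 on Cas9 removal.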

Analysis of the high CHIR inductive response indicates a cycloheximide-dependent process attenuating *Six2* mRNA levels. The undefined mechanism is an interesting target for future studies.
(2) Both low CHIR and β-catenin promote expansion of NPCs in NPEM *in vitro*, in line with ectopic Wnt activation within NPCs (Ramalingam et al., 2018). Interestingly, removal of β-catenin results in pronounced cell-cycle transcriptional signature that is consistent with cell cycle arrest at the G2-M transition, although direct analysis of cell cycle parameters are required to give a conclusive insight. Chromatin analyses do not support a direct interaction of canonical Wnt transcriptional complexes with core cell cycle genes. However, mRNA-seq analysis identified *Mycn* as a target of low CHIR, β-catenin-dependent regulation (CRE knockdown dataset), and chromatin analysis indicated a direct association between β-catenin and canonical Wnt transcription factors at ENCODE predicted CREs at the *Mycn* locus in low CHIR cultured NPCs. Although there is no strong evidence in the literature identifying *Mycn* as a target of the canonical Wnt pathway, Myc is a well-documented mediator of Wnt-directed growth responses in a number of normal and oncogenic contexts (Das et al., 2023; Koelman et al., 2022). Interestingly, *Myc* and *Mycn* removal from mouse NPCs *in vivo* shows an overlapping role for each in the expansion of NPCs, consistent with Mycn being a direct mediator of β-catenin-dependent NPC expansion *in vitro* (Pan et al., 2017). The observation that quiescence correlates with elevated levels of Six2 suggests NPC replication reduces steady-state levels of this and potentially other key NPC determinants.
(3) Collectively, experiments removing β-catenin in the presence of low or high CHIR, or adding stabilized mutated forms of β-catenin in the absence of CHIR, point to CHIR-directed dose-dependent canonical Wnt transcriptional responses. Chromatin association with low and high CHIR target genes supports their direct regulation by canonical Wnt transcriptional complexes. Consistent with this view, removing Lef/Tcf factors from NPCs in high CHIR, and attenuating interactions between stabilized β-catenin and Lef/Tcf factors in the absence of CHIR, support a crucial role for canonical Wnt complexes in activating the nephrogenic program. Although these data suggest β-catenin-dependent canonical Wnt transcriptional processes predominate downstream of CHIR stimulation of NPCs, β-catenin has been shown to interact in several other pathways (Li et al., 2023). With a better understanding at the molecular level of β-catenin interactions in non-canonical transcriptional pathways, the NPC model system evaluated here is well suited to rigorously assess potential interactions in NPC programs.
(4) High CHIR invokes a β-catenin-dependent aggregation of NPCs. Furthermore, aggregation is invoked by stabilized forms of β-catenin in the absence of CHIR, but only if these are competent to bind with Lef/Tcf factors. These observations support a dual role for β-catenin in driving transcriptional programs activating nephrogenesis and the cellular programs initiating the mesenchymal-to-epithelial transition of NPCs in the formation of the nephron anlagen, the renal vesicle. The cellular aggregation responses are explored within a companion paper (Der et al., 2024).

### The role of β-catenin in self-renewing nephron progenitors

mRNA-seq analysis of genes showing low CHIR dependent upregulation in NPCs that was dependent on β-catenin, as evidenced by both Cas9 and Cre removal, identified a small set of putative low-threshold canonical Wnt targets. None of these showed a low CHIR β-catenin association. However, assessing the binding of β-catenin to DNA through indirect association with Lef/Tcf factors presents a challenge, likely most acute close to the signaling threshold. Importantly, most of these putative targets associated with β-catenin in high CHIR at ENCODE predicted CREs that were bound by Lef/Tcf factors in both low and high CHIR conditions. These data support direct regulation of low threshold gene targets by canonical Wnt complexes.

Among the canonical Wnt associated β-catenin targets, *Tnfrsf19* is activated by Wnt signaling in colon stem cells, negatively regulating their Wnt responsiveness: a negative-feedback component in canonical Wnt signaling (Fafilek et al., 2013). For non-β-catenin-associated genes, *Gfra2* encodes a receptor for the ligand Gdnf and Ntn (Yoong and Too, 2007). Gdnf secreted by the capping mesenchyme (NPCs and adjacent interstitial progenitor cells) signals through Gfra1/Ret receptor complexes present on underlying ureteric epithelial progenitors of the collecting system, stimulating branching growth of the network (McMahon, 2016). Given an absence of Ret in NPCs, Gfra2 is unlikely to play a direct role in signaling in NPCs but an ability to bind Gdnf could facilitate concentration and/or presentation of this crucial ligand. Finally, *Sema3c* has recently been shown to upregulate Wnt-pathway activity independently of ligand by promoting nuclear accumulation of β-catenin: a positive feed-forward component in canonical Wnt signaling (Hao et al., 2023).

Previous studies directly analyzing mouse kidney explants identified Wnt9b-dependent expression of genes in self-renewing NPCs (Karner et al., 2011), linking Wnt9b to the maintenance of NPC programs and properties (Carroll et al., 2005). Seven of the 16 reported Wnt9b-regulated genes in these studies showed elevated expression of at least one isoform in low CHIR versus no CHIR analyzed in previous reports (Guo et al., 2021). In the data here, identifying minimal levels of CHIR that support expansion of NPCs, while not significantly activating established Wnt targets of the inductive response (*Wnt4* and *Lef1*), found that none of the genes overlapped the low CHIR, Cas9 and Cre removal intersected gene set.

However, *Amph* and *Btbd11* (also known as *Abtb3*), which are classified as progenitor target genes (Karner et al., 2011), and *C1qtnf12* (also known as *C1qdc2*) and *Cdh4*, which are classified as components of the nephrogenic inductive response (Karner et al., 2011), were identified in our data as low CHIR β-catenin-dependent targets in the more-extensive Cre-dependent gene set. 

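*C1qtnf12* (ENSMUSG00000023571) lies on chromosome 4 from 155962318 to 155966629 and *Cdh4* (ENSMUSG00000000305) on chromosome 2 from 179442431 to 179899373. *Amph* (ENSMUSG00000021314) lies on chromosome 13 from 18948205 to 19150921 and *Btbd11* (ENSMUSG00000020042) on chromosome 10 from 85386814 to 85660292. On Cre removal in low CHIR, *C1qtnf12* had 1303 ± 18.7 (SD, n = 2) normalized counts against 2734 ± 90.0 (SD, n = 2) in its control, a log2 fold change of -1.07 (standard error 0.15, adjusted p = 0.00515) from limma. Its adjusted p went from 1.92e-06 to 0.219 over the alternatives, where the fit of these 4 libraries alone did not call it. *Cdh4* fell by 0.98 on the log2 scale (adjusted p = 0.113), *Amph* fell by 1.58 (adjusted p = 0.144) and *Btbd11* fell by 1.64 (adjusted p = 0.241). DESeq2 called these 3 genes, with an adjusted p of 0.0317 for *Cdh4* (from 0.0179 to 0.568 over the alternatives), 0.00418 for *Amph* (0.00117 to 0.456) and 0.0189 for *Btbd11* (0.0137 to 0.619). The 4 genes also had lower means on Cas9 removal, each with an adjusted p of 1. With no CHIR in the wild-type NPCs, *C1qtnf12* fell by 0.97 against low CHIR (adjusted p = 0.035) and *Cdh4* fell by 1.17 (adjusted p = 0.0337), calls that failed in most fits that left out 1 library. *Amph* fell by 0.99 (adjusted p = 0.0722) and *Btbd11* fell by 1.31 (adjusted p = 0.167). DESeq2 called both, at adjusted p = 0.0121 (from 0.00409 to 0.0854 with every library kept) and adjusted p = 0.0452 (from 0.0178 to 0.183).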

Interestingly, upregulation of *Cdh4* is linked to the high CHIR-dependent cell aggregation response in the companion paper, suggesting a low-threshold response to activating *Cdh4* expression (Der et al., 2024). The *Cdh4*-containing gene set includes a number of other genes, such as *Pax2*, *Hey1* and *Sall1*, that are further elevated under high-CHIR conditions, highlighting a differential sensitivity of genes linked to the nephron forming program.

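*Pax2* (ENSMUSG00000004231) lies on chromosome 19 from 44756045 to 44837871 and *Hey1* (ENSMUSG00000040289) on chromosome 3 from 8663359 to 8667256. *Sall1* (ENSMUSG00000031665) lies on chromosome 8 from 89027235 to 89044162. *Pax2* had 1275 ± 604 (SD, n = 3) normalized counts in high CHIR and 603 ± 138 (SD, n = 3) in low CHIR, a log2 fold change of 0.97 that was not past the threshold (adjusted p = 0.105 from limma). DESeq2 called it (adjusted p = 0.0174, from 0.0174 to 0.176 over the alternatives that kept every library), as did the fit without high CHIR replicate 3 (adjusted p = 0.0014). *Hey1* had 448 ± 36.5 against 847 ± 263 counts (-0.87, adjusted p = 0.201) and *Sall1* 5390.4 ± 1933 against 4959.9 ± 511 (0.05, adjusted p = 0.931). *Cdh4* rose by 1.57 (adjusted p = 0.00349). On Cre removal in low CHIR, *Pax2* fell by 1.43 (adjusted p = 0.0516, from 3.47e-05 to 0.49), *Hey1* fell by 1.09 (adjusted p = 0.18, from 0.0108 to 0.752) and *Sall1* fell by 0.94 (adjusted p = 0.129, from 0.00422 to 0.444). DESeq2 called all 3. With no CHIR the log2 fold changes against low CHIR were -1.12, -1.45 and -0.89 (adjusted p = 0.0904, adjusted p = 0.062 and adjusted p = 0.0698). DESeq2 and the fit of the 6 libraries called all 3, with adjusted p from 0.0075 to 0.0964 for *Pax2* when every library was kept. Together with the 4 genes *Amph*, *Btbd11*, *C1qtnf12* and *Cdh4*, all 7 were lower on Cre removal (fry, adjusted p = 0.000124) and on Cas9 removal (adjusted p = 0.0236) in low CHIR. Adjusted over the list alone 7 were past 0.05 on Cre removal, and over all genes 1. Neither the fry result on Cre removal nor the first of these counts is independent evidence, since the paper names these genes from the same libraries. By either adjustment 0 were past it on Cas9 removal (3 at an unadjusted p under 0.05).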

Expansion of both mouse and human nephron progenitors is dependent on low concentrations of CHIR (Brown et al., 2013; Huang et al., 2024; Taguchi et al., 2014). 

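*Myc* (ENSMUSG00000022346) lies on chromosome 15 from 61985391 to 61990374. In low CHIR, *Myc* had 1589.6 ± 199 (SD, n = 2) normalized counts on Cre removal and 1565 ± 85.0 (SD, n = 2) in its control, a log2 fold change of 0.02 (standard error 0.30, adjusted p = 0.993 from limma). It had 1579 ± 84.7 against 1289 ± 222 on Cas9 removal (0.30, adjusted p = 1). With no CHIR it had 2158 ± 384 counts in the wild-type NPCs against 1033 ± 77.7 in low CHIR, a log2 fold change of 1.05 (adjusted p = 0.0191). This call failed in 4 of the 6 fits that left out 1 library, with adjusted p of at most 0.1. On removal of β-catenin in high CHIR it rose by 1.43 with Cre (adjusted p = 0.00768, from 0.00214 to 0.0685 over the alternatives) and by 1.28 with Cas9 (adjusted p = 0.0254). *Mycn* fell by 2.05 on Cre removal in high CHIR (adjusted p = 0.000636) and by 1.15 on Cas9 removal (adjusted p = 0.0417). It was lower in high than in low CHIR in the wild-type NPCs, where it fell by 2.05 (adjusted p = 0.000378), and *Myc* had a log2 fold change of 0.46 (adjusted p = 0.183).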

CREs associated with *Myc* and *Mycn* are engaged by β-catenin and Lef/Tcf factors, but only Mycn shows a significant dependence on β-catenin at the cut-off conditions in our analysis, suggesting a predominant role for Mycn in Wnt-directed proliferation of NPCs. *In vivo*, both Mycn and Myc are required for normal expansion of NPCs (Pan et al., 2017). Future studies will benefit from the efficient RNA-directed genetic modification developed here to directly address the significance of Mycn-associated CREs in mediating Wnt-directed stimulation of NPC proliferation. *In vivo* and *in vitro* evidence shows Fgf signaling is also a crucial mediator of NPC proliferation for mouse and human NPCs (Brown et al., 2011, 2013, 2015; Barak et al., 2012; Taguchi et al., 2014; Huh et al., 2020; Huang et al., 2024). How Wnt and Fgf signals coordinate to control NPC proliferation remains to be determined.

### β-Catenin/Tcf/Lef transcriptional targets of the inductive response

Examining the inductive response *in vitro* provides new insight into Wnt/β-catenin targets in the early activation of the nephrogenic program. Many of these intersect with independent studies predicting transcriptional targets through chromatin association studies examining β-catenin and Lef/Tcf factors in NPCs *in vivo* (Park et al., 2012) and *in vitro* in NPEM culture (Guo et al., 2021). Lef/Tcf removal studies, in conjunction with β-catenin KO and gain-of-function β-catenin variants, with or without Lef/Tcf interaction capacity, indicate that β-catenin acting in partnership with Lef/Tcf factors underpins β-catenin-mediated induction of NPCs. Whereas these data substantiate a major role for canonical Wnt transcriptional mechanisms, we cannot rule additional mechanisms of β-catenin-dependent gene regulation.

Upregulation of *Jag1*, *Wnt4* and *Lef1* confirmed expected outcomes for inductive signaling in high CHIR conditions, and RNA-seq identifies an extensive set of putative targets of canonical Wnt activity for future studies. 

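*Cux2* (ENSMUSG00000042589) lies on chromosome 5 from 121856366 to 122050102 and *Ovol1* (ENSMUSG00000024922) on chromosome 19 from 5549136 to 5560646. *Sox11* (ENSMUSG00000063632) lies on chromosome 12 from 27334264 to 27342574 and *Bach2* (ENSMUSG00000040270) on chromosome 4 from 32238804 to 32586108. *Id2* (ENSMUSG00000020644) lies on chromosome 12 from 25093799 to 25097140 and *Emx2* (ENSMUSG00000043969) on chromosome 19 from 59458372 to 59465357. In high CHIR, *Cux2* (-2.13), *Ovol1* (-3.46), *Sox11* (-1.89), *Bach2* (-1.43), *Id2* (-1.32), *Lef1* (-3.34), *Tcf7* (-1.55) and *Emx2* (-3.06) had these log2 fold changes on Cre removal of β-catenin, all lower than in the control. All but *Emx2* were past the threshold (limma, Benjamini-Hochberg), and *Emx2* had an adjusted p of 0.0559, from 0.00137 to 0.099 over the alternatives. *Sox11* had 26849 ± 3112 (SD, n = 2) normalized counts on Cre removal and 100669 ± 21655 (SD, n = 2) in its control, and *Bach2* was not called in the fit of those 4 libraries alone (adjusted p = 0.103, from 0.0013 to 0.103). On Cas9 removal all 8 were lower too, by a median log2 fold change of -1.79, and 5 were past the threshold. *Ovol1* (adjusted p = 0.0616, from 0.000696 to 0.0793), *Emx2* (adjusted p = 0.104, from 0.00016 to 0.163) and *Bach2* (adjusted p = 0.0547, from 0.00496 to 0.0753) were not past it, and DESeq2 called all 3. In QKO all 8 were lower, with a median of -1.21, and 2 were past the threshold over all genes, *Tcf7* and *Id2*. *Sox11* (adjusted p = 0.0591), *Emx2* (adjusted p = 0.06) and *Bach2* (adjusted p = 0.124) were not. They were called with the replicate block (adjusted p = 0.000708, adjusted p = 0.0123 and adjusted p = 0.0258). *Lef1* (adjusted p = 0.131) was called with it too (adjusted p = 0.0476). *Cux2* (adjusted p = 0.106, from 0.0539 to 0.135) and *Ovol1* (adjusted p = 0.489, from 0.109 to 0.56) were called under none of the alternatives. Adjusted over the list alone 8, 8 and 7 of the genes were past 0.05 on Cre removal, Cas9 removal and QKO, although the list was chosen partly on these libraries and is not independent evidence. As a set they were lower in all 3 (fry, adjusted p = 3.21e-06, adjusted p = 9.62e-06 and adjusted p = 0.00128). These set tests have the same limit. In the wild-type NPCs 7 of 8 were higher in high than in low CHIR. Of these, 6 were past 0.05 adjusted over the list alone and 4 over all genes.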

*Cux2*, *Ovol1*, *Sox11*, *Bach2*, *Id2*, *Lef1*, *Tcf7* and *Emx2* are predicted direct transcriptional targets of canonical Wnt complexes in line with data from a variety of other systems (Hasenpusch-Theil et al., 2018; Kormish et al., 2010; Mahmoudi et al., 2009; Piloto and Schilling, 2010; Rockman et al., 2001; Schmidt-Ott et al., 2007). Each of these genes encodes a transcriptional regulator indicative of a complex transcriptional output initiated by a simple switch: elevated levels of nuclear β-catenin. Interestingly, *Emx2* and *Ovol1* are both expressed in the distal epithelial regions of the developing nephron, in both the developing mouse and human nephron anlagen, closest to a continuing source of Wnt9b signal, in Lef1^+^ epithelium. Thus, Wnt responses may encompass both primary inductive outcomes and later polarity-regulating mechanisms in the nephron anlagen.

At the signaling level, we observed a β-catenin-dependent upregulation of genes encoding ligands in Fgf (*Fgfr2*), Notch (*Jag1*), Tgfa (*Tgfa*), Vegf (*Vegfc*), Wnt (*Wnt4*) and Bmp (*Bmp7*, *Bmp2* and *Bmpr1b*) signaling in high CHIR. 

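*Fgfr2* (ENSMUSG00000030849) lies on chromosome 7 from 130162451 to 133123350 and *Tgfa* (ENSMUSG00000029999) on chromosome 6 from 86195223 to 86275719. *Bmp7* (ENSMUSG00000008999) lies on chromosome 2 from 172868012 to 172940321 and *Bmp2* (ENSMUSG00000027358) on chromosome 2 from 133552159 to 133562885. *Bmpr1b* (ENSMUSG00000052430) lies on chromosome 3 from 141837136 to 142169425. On Cre removal in high CHIR, *Fgfr2* (-1.27), *Jag1* (-2.62), *Tgfa* (-2.01), *Vegfc* (-2.74), *Wnt4* (-3.20), *Bmp7* (-2.95), *Bmp2* (-1.47) and *Bmpr1b* (-2.46) had these log2 fold changes, and all 8 were past the threshold (limma, Benjamini-Hochberg). *Bmpr1b* had 126 ± 7.77 (SD, n = 2) normalized counts on Cre removal and 702 ± 132 (SD, n = 2) in its control (adjusted p = 0.000205). *Fgfr2* was not called in the fit of those 4 libraries alone (adjusted p = 0.0673, from 0.00532 to 0.0673 over the alternatives). All 8 were lower on Cas9 removal, by a median of -1.82, and 6 were past the threshold. *Fgfr2* (adjusted p = 0.0592, from 0.0118 to 0.0782) and *Bmp2* (adjusted p = 0.065, from 0.0036 to 0.0839) were not past it, and DESeq2 called both. All 8 were past 0.05 adjusted over the list alone in both removals, on libraries from which the list was chosen. As a set they were lower on both (fry, adjusted p = 1.07e-06 and adjusted p = 4.64e-06). For the same reason these set tests are not independent evidence. In the wild-type NPCs 7 of 8 were higher in high than in low CHIR (range -0.28 to 5.50). Of these, 6 were past the threshold over all genes and 6 adjusted over the list alone. In QKO 7 of 8 were lower (fry, adjusted p = 0.0614), a set called with the replicate block (adjusted p = 0.0251). Of these, 4 were past 0.05 adjusted over the list alone and 2 over all genes.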

BMPs have been shown to play an important role in NPC self-renewal and differentiation (Brown et al., 2013; O'Brien, 2019; Oxburgh et al., 2011, 2014). Inductive Wnt/β-catenin signaling is proposed to act upstream of Bmp signaling. *Bmp7* is expressed in RVs overlapping *Jag1* and *Wnt4* (Park et al., 2012). Bmp7 has been proposed to signal through Bmpr1b from analysis of scRNA-seq data from the developing mouse kidney (Combes et al., 2019). *Bmp7* enhancers are bound by β-catenin at predicted Lef/Tcf-binding motifs. Furthermore, *Bmp7* enhancer activity is lost on mutation of Lef/Tcf-binding sites within *cis*-regulatory modules regulating Bmp7 activity in developing nephrons (Park et al., 2012). *Wnt4* is itself an inductive signal, maintaining the initial Wnt9b-triggered response as an autoregulatory signal (Stark et al., 1994) that is transcriptionally regulated by canonical Wnt-regulatory complexes (Park et al., 2012).

In addition to *de novo* induction of genes in high CHIR, β-catenin activity was required to silence expression of genes associated with the NPC self-renewal state, including *Six2* and *Cited1*. 

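*Six2* had 1557 ± 1.38 (SD, n = 2) normalized counts on Cre removal in high CHIR and 692 ± 403 (SD, n = 2) in its control, a log2 fold change of 1.30 (standard error 0.34, adjusted p = 0.0294) from limma. Its call did not hold with only those 4 libraries in the fit (adjusted p = 0.138, from 0.00225 to 0.138 over the alternatives). The fold change lay between 0.67 and 1.93 with each library left out. With Cas9 removal it had 1653 ± 254 and 1217 ± 169 counts, a log2 fold change of 0.44 that was not past the threshold (adjusted p = 0.523, from 0.13 to 0.61). *Cited1* was past it in both, and over the alternatives its adjusted p ranged from 9e-08 to 0.00107 on Cre and from 1.34e-31 to 0.00164 on Cas9 removal.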

Interestingly, cyclohexamide studies suggest that although the early inductive program was activated in high CHIR, there was no reduction in the expression of key genes associated with the NPC state. Thus, new protein synthesis is not essential for inducing key Wnt targets but is essential for silencing the NPC-associated regulatory program. Examining the list of putative β-catenin targets identifies the known transcriptional repressor *Id2*. 

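In the wild-type NPCs, *Id2* had 17199 ± 309.8 (SD, n = 3) normalized counts in high CHIR and 32156 ± 7245 (SD, n = 3) in low CHIR, a log2 fold change of -0.88 (standard error 0.18, adjusted p = 0.0123) from limma, with every high CHIR library below every low CHIR library. In the 48 h controls its log2 fold change between high and low CHIR was 0.11 (adjusted p = 0.613), the lowest of the 8 predicted targets. On Cre removal of β-catenin in high CHIR it had 19112 ± 89.0 (SD, n = 2) counts against 47723 ± 3575 (SD, n = 2) (adjusted p = 0.00183). The *Ctnnb1* sgRNA libraries had 19099 ± 1683 against 40109 ± 1829.8, where it fell by 1.07 (adjusted p = 0.0132). In QKO it had 14879 ± 1399.6 (SD, n = 3) counts and its controls 23944 ± 2056 (SD, n = 3), so it fell by 0.69 (adjusted p = 0.0133). Without QKO replicate 1 or 2 its adjusted p was 0.0585 or 0.0867 (from 0.00105 to 0.0205 with every library kept). In the β-catenin table, all 4 control libraries in high CHIR had more *Id2* counts (lowest 38815) than all 4 in low CHIR (highest 26341), a difference that was not tested.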

*Id2* induction in high CHIR is perturbed on loss of β-catenin or QKO of Lef/Tcf factors. Id2 is a mediator of the BMP pathway, suggesting a potential link between Wnt and Bmp signaling (Blank et al., 2009; Brown et al., 2013; Lindström et al., 2015a,b), and is reported to act alongside *Six2* in gut development (Mori et al., 2018). Mechanistically, Wnt/β-catenin targeted activation of an NPC inhibitory factor(s) could provide a rapid feed-forward activity that destabilizes the progenitor state.

### Canonical Wnt regulation in other stem/progenitor systems

Several well characterized developmental processes, and the regenerative capacities of adult stem cell systems, rely on canonical Wnt regulation of stem cell populations (Briscoe and Small, 2015). Hair follicle stem cells (HFSCs) in the skin and intestinal stem cells (ISCs) in the gut (Clevers et al., 2014; Gehart and Clevers, 2019; Lien et al., 2014) are some of the best-studied examples. In HFSCs, Tcf7l1 and Tcf7l2 are present in the quiescent Wnt (inactive or low) state. Canonical Wnt signaling input, ‘activating’ Tcf7 and Lef1 factors, invokes the transition of HFSCs to a highly proliferative state along with the activation of canonical Wnt targets (Guo et al., 2021; Lien and Fuchs, 2014; Merrill et al., 2001). Targeted removal of β-catenin from the HFSC population blocks Wnt-mediated induction of HFSCs (Choi et al., 2013; Lien et al., 2014), much as β-catenin removal from NPCs blocks CHIR-mediated induction of the nephrogenic program *in vitro* and Wnt-directed differentiation in the *in vivo* kidney (Park et al., 2007). Conversely, overexpression of β-catenin enhances ectopic NPC differentiation in the kidney and hair follicle induction in the skin (Gat et al., 1998; Lowry et al., 2005; Närhi et al., 2008; Park et al., 2007). In the mammalian gut, the Wnt pathway has been linked to the maintenance and differentiation of epithelial stem cells (Barker et al., 2007; Gehart and Clevers, 2019; Sato et al., 2011; Yan et al., 2017). Loss of *Ctnnb1* and *Tcf7* functions in the gut leads to a dramatic loss of ISCs (Fevr et al., 2007; Korinek et al., 1998).

The current study highlights a tractable model system replicating key features of renal development that can facilitate an understanding of crucial biological processes at play in development of the mammalian kidney and help to provide a complementary insight into the broader role of Wnt signaling mechanism in stem cell and progenitor cell programs (Gehart and Clevers, 2019; McMahon, 2016; van Es et al., 2012).

## MATERIALS AND METHODS

### Mouse husbandry

All animal use was approved by the University of Southern California IACUC and followed institutional and federal guidelines. Pregnant Swiss Webster or C57Bl/6 mice carrying Cas9, β-catenin c/c and/or Six2-TGC alleles were euthanized to isolate NPCs from E16.5 kidneys. The sex of embryonic kidney donors was not distinguished.

### NPC isolation and culture

NPEM formulation and NPC isolation followed the previously published protocol (Brown et al., 2015; see Table S3). Kidneys were harvested from E16.5 mouse embryos and placed into PBS on ice. Each kidney was expected to yield approximately 150,000 NPCs (100,000 NPCs for B6 background). After dissection, kidneys were washed with 2 ml HBSS (Thermo Fisher Scientific, 14175-095) twice to remove blood and shaken on a Nutator platform for 2 min at 495 rpm, then incubated in 2 ml HBSS solution containing 2.5 mg/ml collagenase A (Roche, 11 088 793 001) and 10 mg/ml pancreatin (Sigma, P1625) for 15 min at 37°C while rocking on a Nutator platform at 495 rpm. The enzymatic reaction was then terminated by the addition of 125 μl of fetal bovine serum (FBS). The resulting supernatant was pelleted then passed through a 40 μm filter, and then washed with AutoMACS running buffer (Miltenyi, 130-091-221) before spinning down at 500 ***g*** for 3 min. The cell pellet, predominantly cells of the cortical nephrogenic zone, was resuspended in 76 μl of AutoMACS running buffer from 10 pairs of kidneys. NPC enrichment resulted from the removal of other cell types in the cell suspension using a combination of the following PE-conjugated antibodies (see Table S3): 9 μl anti-CD105-PE; 9 μl anti-CD140-PE; 8 μl anti-Ter119-PE (Miltenyi, 130-102-893); and 1.6 μl anti-CD326-PE (Miltenyi, 130-118-075).

The cells and antibodies were incubated at 4°C for 30 min without agitation on ice, then washed three times with 1 ml AutoMACS running buffer. To remove the unwanted non-NPCs, 20 μl of anti-PE beads were added to the cell suspension for 30 min on ice. Cells were then washed three times in 1 ml of running buffer, and finally cells resuspended in 1 ml of AutoMACS running buffer and sent through the AutoMACS program, as described in a previously published protocol (Brown et al., 2015) to remove non-NPC cell types enriching for NPCs.

NPCs were seeded at 300,000 cells/well on a 24-well plate. For β-catenin mRNA overexpression experiments, NPCs were seeded at 150,000 cells/well on a 24-well plate. The 24-well NPC culture plates were treated with Matrigel (Corning, 354277) (Matrigel: APEL, 1:25) in APEL medium and incubated at room temperature in cell culture hood for at least 1 h. APEL was then aspirated off leaving behind remaining Matrigel. For all culture experiments NPCs were seeded in low-CHIR NPEM. Upon seeding, plates were shaken three times every 10 min to evenly distribute cells throughout the well. Importantly, after receiving a new batch of CHIR, we observed a markedly higher dose-dependent response. This may be due to some variability at the level of the manufacturer. Therefore, we conducted a titration experiment to identify a novel basal concentration that matched most of the features observed in the bulk of the study, including the absence of upregulation of high-CHIR-associated targets *Wnt4*, *Jag1* and *Lef1*, and a statistically significant elevation of proliferation*.* This concentration 0.7 μM CHIR was used as a basal ‘low CHIR’ concentration in all experiments that included β-catenin mRNA overexpression. Upon transfection, NPCs were cultured in 0 μM CHIR NPEM for 24 h.

### Cycloheximide experiments

Cycloheximide (CHX) (14126, Cayman Chemical) was resuspended in DMSO and stored as 25 mg/ml stock solution at −20°C. To achieve the final 10 μM working concentration, 20 μl stock solution was mixed with 80 µl APEL-2. From this solution 5.6 μl was pipetted to 10 ml high-CHIR NPEM. Cycloheximide was used 10 μM as it has shown efficiency previously in different *in vitro* systems (Burgers and Fürst, 2021; Schneider-Poetsch et al., 2010; Siegel and Sisler, 1963). For vehicle control, a matching DMSO solvent control was used. NPCs were seeded at 300,000 cells/well and CHX treatment was applied for 12 h simultaneously with the high CHIR induction. Cell viability was evaluated using the LIVE/DEAD Viability/Cytotoxicity Kit, for mammalian cells (Thermo Fisher Scientific). Media was then aspirated off and cells were trypsinized. Enzymatic reaction was stopped with autoMACS running buffer+10% FBS. After centrifuging for 3 min at 500 ***g***, we followed the LIVE/DEAD Viability/Cytotoxicity Kit, for mammalian cells (Thermo Fisher Scientific) protocol. Images of cell suspension were acquired by Leica Thunder system with 10×0.45 NA objective with green and red filter cubes on 24-well cell culture plates. The percentage of dead/live cells was quantified and calculated by Imaris using spot module.

### *In vitro* mRNA synthesis

Cre mRNA was created using pCAG-Cre plasmid (Addgene, 13775), mCherry mRNA was created using (Addgene pX330-U6-Chimeric_BB-CBh-hSpCas9, 42230) and GFPmRNA was made using pCAG-GFP (Addgene, 11150). β-Catenin mRNA was created using pcDNA6-N-3XFLAG-Ctnnb1 plasmid (Addgene, 123586). Short DNA fragments including four point mutations that abolish β-catenin phosphorylation by GSK-3β S33A, S37A, T41A, S45A were ordered from IDT and cloned into pcDNA6-N-3XFLAG-Ctnnb1 plasmid using restriction enzyme digestion. Short DNA fragments, including four point mutations that abolish the association of β-catenin with Lef/Tcf factors K435A, R469A, H470A and K508A were ordered from IDT and cloned into pcDNA6-N-3XFLAG-Ctnnb1 plasmid using restriction enzyme digestion.

A DNA template for RNA synthesis was created using the forward and reverse primers listed in Table S3 with GXL prime star PrimeSTAR GXL DNA Polymerase (Takara, R050A). A DNA template for β-catenin mRNA synthesis was created using linearization of plasmid DNA downstream of the stop codon with restriction endonuclease XhoI (New England Biolab, R0146L). mMESSAGE mMACHINE T7 ULTRA Transcription Kit (Thermo Fisher Scientific Cat# AM1345) was used for *in vitro* mRNA synthesis from the DNA template to create 5′CAP 3′Polyadenylated tailed transcripts. Synthesized mRNA was precipitated by lithium chloride and run on a 1.5% agarose formaldehyde denaturing gel to validate proper size as well as tailing.

### Cell transfection

mRNAs as well as gRNAs were transfected into NPCs using Lipofectamine MessengerMAX Transfection Reagent (Thermo Fisher Scientific, LMRNA015). Per 24 wells, 500 ng of total mRNA (per transcript type) were added along with sgRNAs at 1 μM. Per 24 wells, 1.5 µg of β-catenin mRNA were added along with 500 ng of mCherry mRNA. NPCs were transfected according to manual instructions in OPTI-MEM. NPCs were incubated with OPTI-MEM for 3 h (see Fig. 2A).

### CRISPR mediated gene removal

gRNA targeting GFP were purchased from Thermo Fisher Scientific true guide gRNA sequence targeting exon 1 of GFP and designed using Invitrogen True Guide Tool. gRNAs targeting Ctnnb1 were designed using indephi to maximize frameshift potential (Shen et al., 2018) and cross referenced with Hodgkins et al. (2015) to minimize off target effects. We custom ordered Alt-R CRIPSR-Cas9 sgRNA, 2 nmol sgRNAs from IDT. We designed four guides, one targeting exon 2, two targeting exon 3 and one targeting exon 6 of β-catenin. See Table S3 for sgRNA sequences.

Lef/Tcf factor targeting using gRNAs used a 48 h KO period. gRNAs were ordered from Synthego and designed using CRISPR Design Tool based on the following criteria: (1) targeting an early coding exon, (2) targeting a common exon between all the transcripts, (3) high activity gene cutting and (4) minimal off target effects. The highest ranked top four guides were tested using immunofluorescence staining to measure protein loss as a metric of KO efficiency. Lyophilized guides were reconstituted at 100 pmol/µl in TE buffer and stored at −20°C. gRNAs were used at 7.5 pmol/well for a 24-well plate. We used 1.875 pmol/guide/well in case of quadruple KO (QKO) for Tcf7l1, Tcf7l2, Tcf7 and Lef1. sgRNAs were co-transfected into cells with mCherry (500 ng/well mRNA) using Lipofectamine MessengerMAX Transfection Reagent (Thermo Fisher Scientific, LMRNA015).

### RNA isolation and RT-qPCR

RNA was isolated with RNeasy micro kit (Qiagen, 74004). RNA was also isolated using this kit to send for bulk RNA-seq. For RT-qPCR, RNA was reverse transcribed in cDNA with SuperScript IV VILO Master Mix with ezDNase Enzyme (11766050). qPCR was performed using Luna Universal qPCR Master Mix Protocol (New England Biolab, M3003) on a ViiA 7 Real-Time PCR 96 System. See Table S3 for primer sequences.

### FACS sorting mRNA isolation

Before FACS sorting, NPCs were rinsed once with PBS, then incubated with trypsin for 5 min in the incubator at 37°C. The reaction was quenched with 10% FBS in AutoMACS buffer. NPCs were pelleted and washed once with AutoMACS buffer before resuspending AutoMACS with in DAPI [dead cell dye 4′,6-diamidino-2-phenylindole, dilactate (DAPI), 422801, BioLegend] and DRAQ5 (DRAQ5 Live cell dye, NBP2-81125-50 µl, Novus). 60,000 to 150,000 mCherry^+^ NPCs were sorted on a BD SORP FACS Aria Iiu into RLT buffer with 1:100 β-mercaptoethanol before RNA isolation.

### RNA-seq

Total RNA integrity was determined using Agilent Bioanalyzer or 4200 Tapestation. Library preparation was performed with 10 ng of total RNA with a Bioanalyzer RIN score greater than 8.0. ds-cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara-Clontech) according to the manufacturer's protocol. cDNA was fragmented with a Covaris E220 sonicator using peak incident power 18, duty factor 20%, cycles per burst 50 for 120 s. cDNA was blunt ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12-15 cycles using primers incorporating unique dual index tags. Fragments were sequenced on an Illumina NovaSeq-6000 using paired end reads extending 150 bases.

Basecalls and demultiplexing were performed with Illumina's bcl2fastq2 software. RNA-seq reads were then aligned to the combined mouse GRCm38 and human GRCh38 Ensembl release 76 primary assemblies with STAR version 2.5.1a1. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.6-p52. Isoform expression of known Ensembl transcripts were estimated with Salmon version 0.8.23. Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads and features detected. The ribosomal fraction, known junction saturation and read distribution over known gene models were quantified with RseQC version 2.6.24.

Normalized counts tables were run through DeSEQ2 (Love et al., 2014) to create differential gene expression tables with Log2FC cut-offs no less than 1 (no less than 0.5 Table S1.2) and *P*-adjusted values no greater than 0.05 can be found in Table S1. Significance of Cre and Cas9 intersected gene lists was calculated with hypergeometric function in R. Differential expression tables were passed through GO package clusterProfiler (Yu et al., 2012). Data were visualized using ggplot and complex heatmap functions in R (Gu, 2022). The Benjamini-Hochberg correction (False Discovery Rate) was applied as well as the significance associated with intersections compared with all genes expressed with gene normalized counts greater than or equal to 10 using hypergeometric test.

### Immunofluorescence staining

To perform immunostaining on NPCs in tissue culture, NPCs were cultured on coverslips (Thermanox plastic coverslip, Thermo Fisher Scientific, 174969), and cell cultures were fixed with 4% PFA in PBS for 10 min, then washed with PBS twice before blocking in 1.5% SEA block (Thermo Fisher Scientific, 107452659) in TBST (0.1% Tween-20 in TBS). After blocking at room temperature for 1 h, coverslips were switched to primary antibody (diluted in blocking reagent) incubation at 4°C overnight. After washing three times with TBST, we switched to secondary antibody (diluted in blocking reagent) incubation for 1 h at room temperature, shielded from light. This was followed by three washes with TBST and a final rinse in PBS. Cover slips were then flipped onto coverglass (VWR Micro Cover Glasses, Rectangular no 1.5 22×60, VWR 48393-221) onto 15 µl of mounting media [Fluoromount-G Mounting Medium (25 ml) Thermo Fisher Scientific, 00-4958-02]. After drying overnight, cover slips were taped with double-sided tape onto superfrost micro slides 25×75×1 mm (VWR, 48311-703). Slides were kept away from light at 4°C before confocal imaging. Primary and secondary antibodies used are listed in Table S3.

### EdU chasing

NPCs were chased with 10 μM EdU diluted in DMSO for 1 h before fixation with 4% PFA. To visualize EdU incorporation, we used Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 647 dye (Thermo Fisher Scientific, C10340). NPCs were stained before the Click-it reaction.

### RNA-scope

To perform *in situ* fluorescent RNA analysis we used the RNA scope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics). We followed the commercially available RNA-scope protocol: the tissue on slides was treated with hydrogen peroxide and protease, then hybridized with probes for 2 h at 40°C using a HybEZ oven (Advanced Cell Diagnostics). Probes were then amplified and detected with tyramide signal amplification fluorescence. The slides were incubated with 1 mg/ml Hoechst 33342 (Molecular Probes). The tissue was imaged with a 63× oil immersion lens using the Leica SP8 confocal microscope. The catalog numbers of probes from Advanced Cell Diagnostics can be found in Table S3.

### Image acquisition

Image acquisition was performed using Leica SP8-X confocal fluorescence imaging system (Leica Microsystems, Germany) in 1024×1024 pixels with a 63× or 40× Leica oil immersion objective (NA 1.6).

### Image quantifications

We quantified the confocal images of NPC experiments using Imaris microscopy image analysis software (version 9.9, Oxford Instruments).

#### β-Catenin KO quantification

We also quantified the membrane levels of β-catenin protein in the KO experiments using Imaris. Background noise was reduced applying the ‘Background Subtraction’ feature on the channel of examined protein. We manually created five membrane masks by the ‘surfaces’ module per image, measuring the fluorescent intensity of the shared membrane area between two adjacent transfected (KO) cells of the protein of interest, and calculated an average of these values. We chose to quantify membrane intensity only between two transfected cells to avoid the potential overestimation of protein levels: the signal of a non-transfected cell could overlap with the membrane of a KO cell. We also applied the same quantification method to adjacent non-transfected cells (the average of five membrane intensities between non-transfected cells). We calculated a ratio between the average fluorescent membrane intensity between two transfected cells and the average membrane intensity of non-transfected cells. This ratio has been multiplied by 100 and reported as the percentage KO of the protein. The latter normalization step was required to correct the differences in immunostaining and image acquisition across samples.

#### Jag1 loss from β-catenin KO quantification

Cells were manually classified as Jag1^+^ if the nuclear masks had granular Jag1 signal in their proximity and/or the signal was observed in membrane distribution.

#### EdU quantification

Cells were classified as mCherry^+^ or EdU^+^ with the use of spots module based on cut-offs of their respective fluorescent intensity histograms.

#### Six2 protein/Tcf7l1 protein level quantification in β-catenin KO

Six2 and Tcf7l1 intensity was determined based on the nuclear intensity values of cell module.

#### Tcf/Lef KO and loss of Jag1 protein with quadruple knockout quantification

The number of cells were automatically counted by the software using the DAPI nuclear marker after setting the appropriate nuclear radius. The cells were then classified as mCherry^+^ based on manual cut-offs of their respective fluorescent intensity histogram. These mCherry^+^ cells were further classified as Lef1^+^ based on manual cut-offs of their respective fluorescent intensity histogram. We calculated the decrease in protein levels of Lef1 by finding the ratio between the Lef1^+^ mCherry^+^ cells and total mCherry^+^ cells. This ratio has been multiplied by 100 and reported as the percentage KO of the protein. This quantification process was also applied to determine the decrease of protein levels of Tcf7, Tcf7l1, Tcf7l2 and Jag1.

Fluorescent intensity threshold was used for the ‘spots’ module for Lef1 and Six2 channels to classify Lef1^+^/Lef1^−^ and Six2^+^/Six2^−^ cells in β-catenin overexpression studies.

### Statistical analysis

Initially, the normal distribution of datasets was determined using a D'Agostino-Pearson test. In the case of normal distribution, the *P*-values were calculated using a Student's unpaired *t*-test. A Mann–Whitney test was applied for datasets with a non-normal distribution (*P*<0.05 was considered significant). In Figs 3 and 7, we used a D'Agostino-Pearson test as mentioned in figure legends and an ordinary one-way ANOVA (*P*<0.05 was considered significant). We quantified the individual and quadruple knockout (QKO) experiments using Imaris microscopy image analysis software (version 9.9, Oxford Instruments). Putative target genes of β-catenin and Tcf factors were predicted using GREAT (McLean et al., 2010) with the default setting, i.e. genes within 1 Mbp of the binding sites unless the nearest TSS was encountered (or more details, see http://great.stanford.edu/public/html/). The prediction produced Table S2. To test whether there is significant association between β-catenin/Tcf dependency and β-catenin binding, Fisher's exact test was carried out to evaluate the significance of enrichment of β-catenin association with 69 genes of the 90 genes dependent on Lef/Tcf interactions identified in QKO in high CHIR. GREAT was used for the total gene count (21,395) in mm10.

### Integration of scRNA-seq (mouse and human) and ChIP seq data with bulk RNA seq data

Previously published β-catenin and Tcf/Lef transcription factor ChIP-seq data (Guo et al., 2021) was downloaded from GEO (accession number GSE131117). Raw sequencing reads of input, Ctnnb1, Lef1, Tcf7 ChiP-seq from low/high-concentration (1.25 µM and 5 µM) CHIR-treated NPCs were aligned by Bowtie2 (47) on mm39 reference genome. Alignment files were sorted by samtools (Li et al., 2009) and filtered to remove duplicate reads using the picard ‘markduplicates’ tool (http://broadinstitute.github.io/picard/). Peak calling was performed by MACS2 with a q-value cut-off threshold of 10-8, to ensure strong transcription factor bindings in high-concentration CHIR treatment compared with low concentration counterparts. Peak annotation was performed by annotatePeaks.pl from the HOMER suite (Heinz et al., 2010) with default parameter. To incorporate any β-catenin/TCF/LEF downstream genes in the high-CHIR condition, the union set of annotated genes was used in the following intersection analysis. Downregulated DEGs in both Cas9- and Cre-mediated knockout bulk RNA-seq data were intersected with ChIP-seq peak associated genes. Finally, 161 genes in the intersection list were visualized with the Seurat (Stuart et al., 2019) FeaturePlot function in mouse post-neonatal day0 (P0) nephrogenic-lineage cells from kidney single-cell data (Kim et al., 2024). Total number of expressed genes in nephrogenic cells was calculated based on the threshold of more than 0.25% cells with normalized expression value of a gene.

### Human scRNA-seq analysis

To investigate conservation between mouse and human gene expression, the 161 genes in the intersection mouse ChIP list were visualized and homologs were intersected with Seurat FeaturePlot function in human fetal kidney (Lindström et al., 2021).

## Supplementary Material

10.1242/develop.202279_sup1 Supplementary information

Table S1. Data table including bulk mRNA Seq, sc-RNA-seq, ChIP analyses and intersections

Table S2. ChIP binding of indicated transcription (co)factors binding sites in E16.5 mouse nephron progenitor cells in the specified CHIR conditions

Table S3. Methods Table including primer sequences, antibodies and sgRNA sequences and RNA scope probes

# Supplementary material for: Dose-dependent responses to canonical Wnt transcriptional complexes in the regulation of mammalian nephron progenitors
**Source:** Development. 2024 Sep 30;151(18):dev202279. doi: 10.1242/dev.202279
**Supplement:** Supplementary information

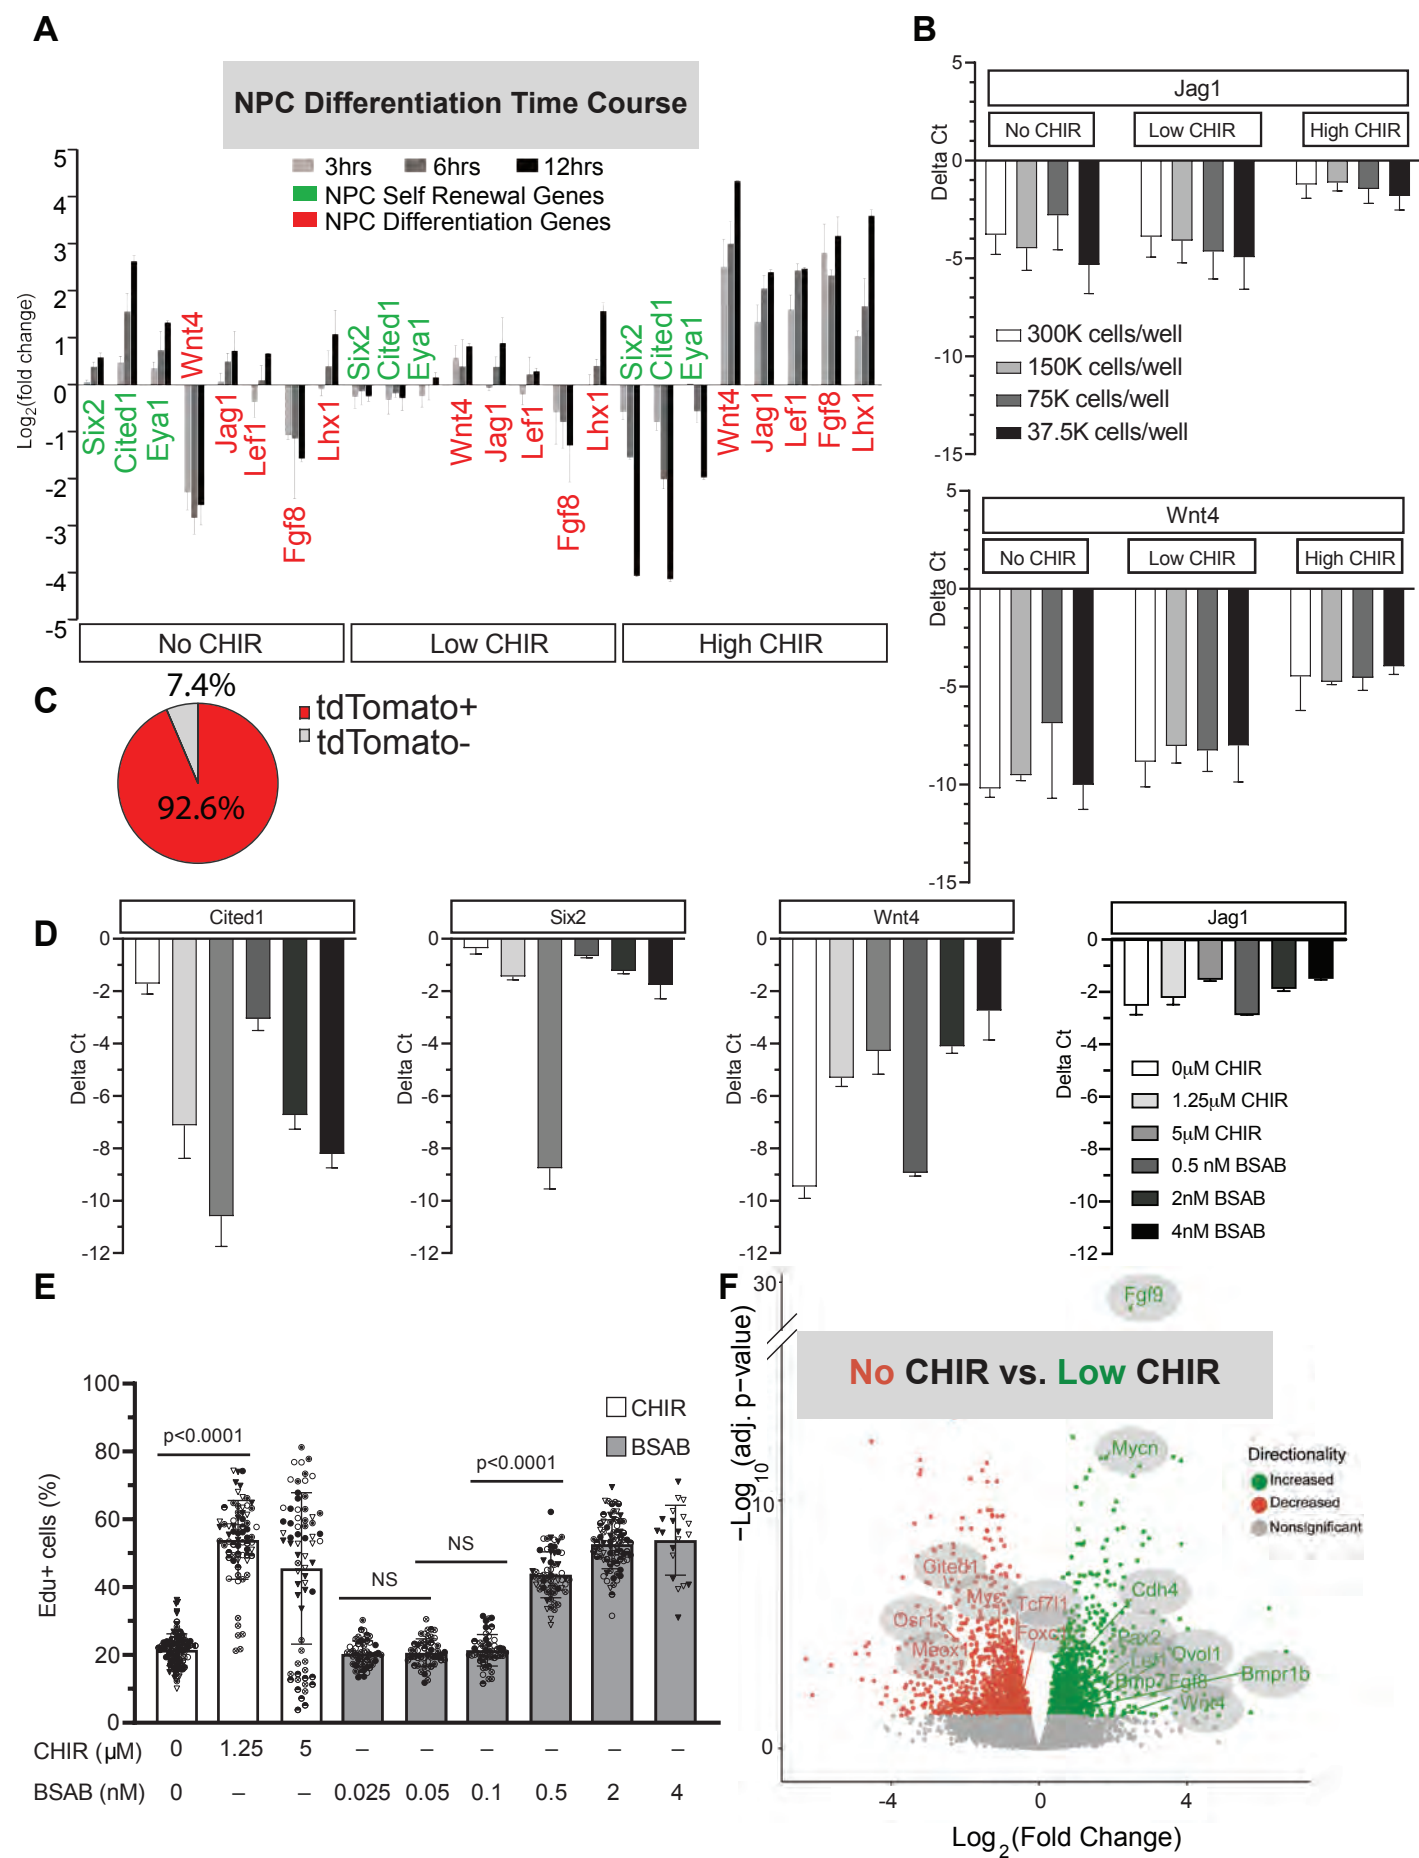

**Fig. S1. Broad Characterization of NPC purity, gene induction timing, and proliferation with CHIR and surrogate Wnts.**

- A) RT-qPCR of NPC cultured across a 3, 6, 12h time course. Values are normalized to *Gapdh* and a ratio is calculated by dividing low CHIR condition values. Values are Log2 transformed. Green genes are self-renewing NPC markers and red genes are NPC differentiation markers. Grey panel denotes no CHIR, light gray denotes low CHIR and dark gray denotes high CHIR after a 24 h low CHIR seeding stabilization period (Biological replicates n= 3).
- B) RT-qPCR results for *Six2*, *Cited1*, *Wnt4*, *Lef1*, *Lhx1*, *Jag1* (*Gapdh*-Ct value) of NPC cultured at 300k, 150k, 75k and 37.5k at no, low and high CHIR. Values placed further from x-axis denote less expression.  $\Delta Ct = (Gapdh - Ct \text{ gene value})$  (Biological replicates n= 3).
- C) Percent purity of NPCs derived from *Six2*TGC-tdTomato mice. Purity measured as cell numbers of cells that are tdTomato + from *Six2*-Cre activity (Range from 86%-100% from 32 field of view from 8 wells).
- D) RT-qPCR of self-renewal genes (*Cited1*, *Six2*) and induction genes (*Wnt4*, *Jag1*) of NPCs cultured with Wnt surrogate BSAB to validate the activation of Wnt pathway using CHIR. n= 2 biological replicates.  $\Delta Ct = (Gapdh - Ct \text{ gene value})$ .
- E) Quantification of EdU chasing (1h) of NPCs post 24-hour exposure to NPEM with different types and various levels of Wnt input (CHIR and BSAB, n=2-3 biological replicates), Mann-Whitney test, unpaired t-test.
- F) Bulk RNA-seq data of DEGs using  $\text{Log2FC} = \text{absolute value cut off} = 0.5$  and p-adjusted value cut off =0.05 comparing no CHIR and low CHIR post 24 hours of culture represented as a volcano plot.

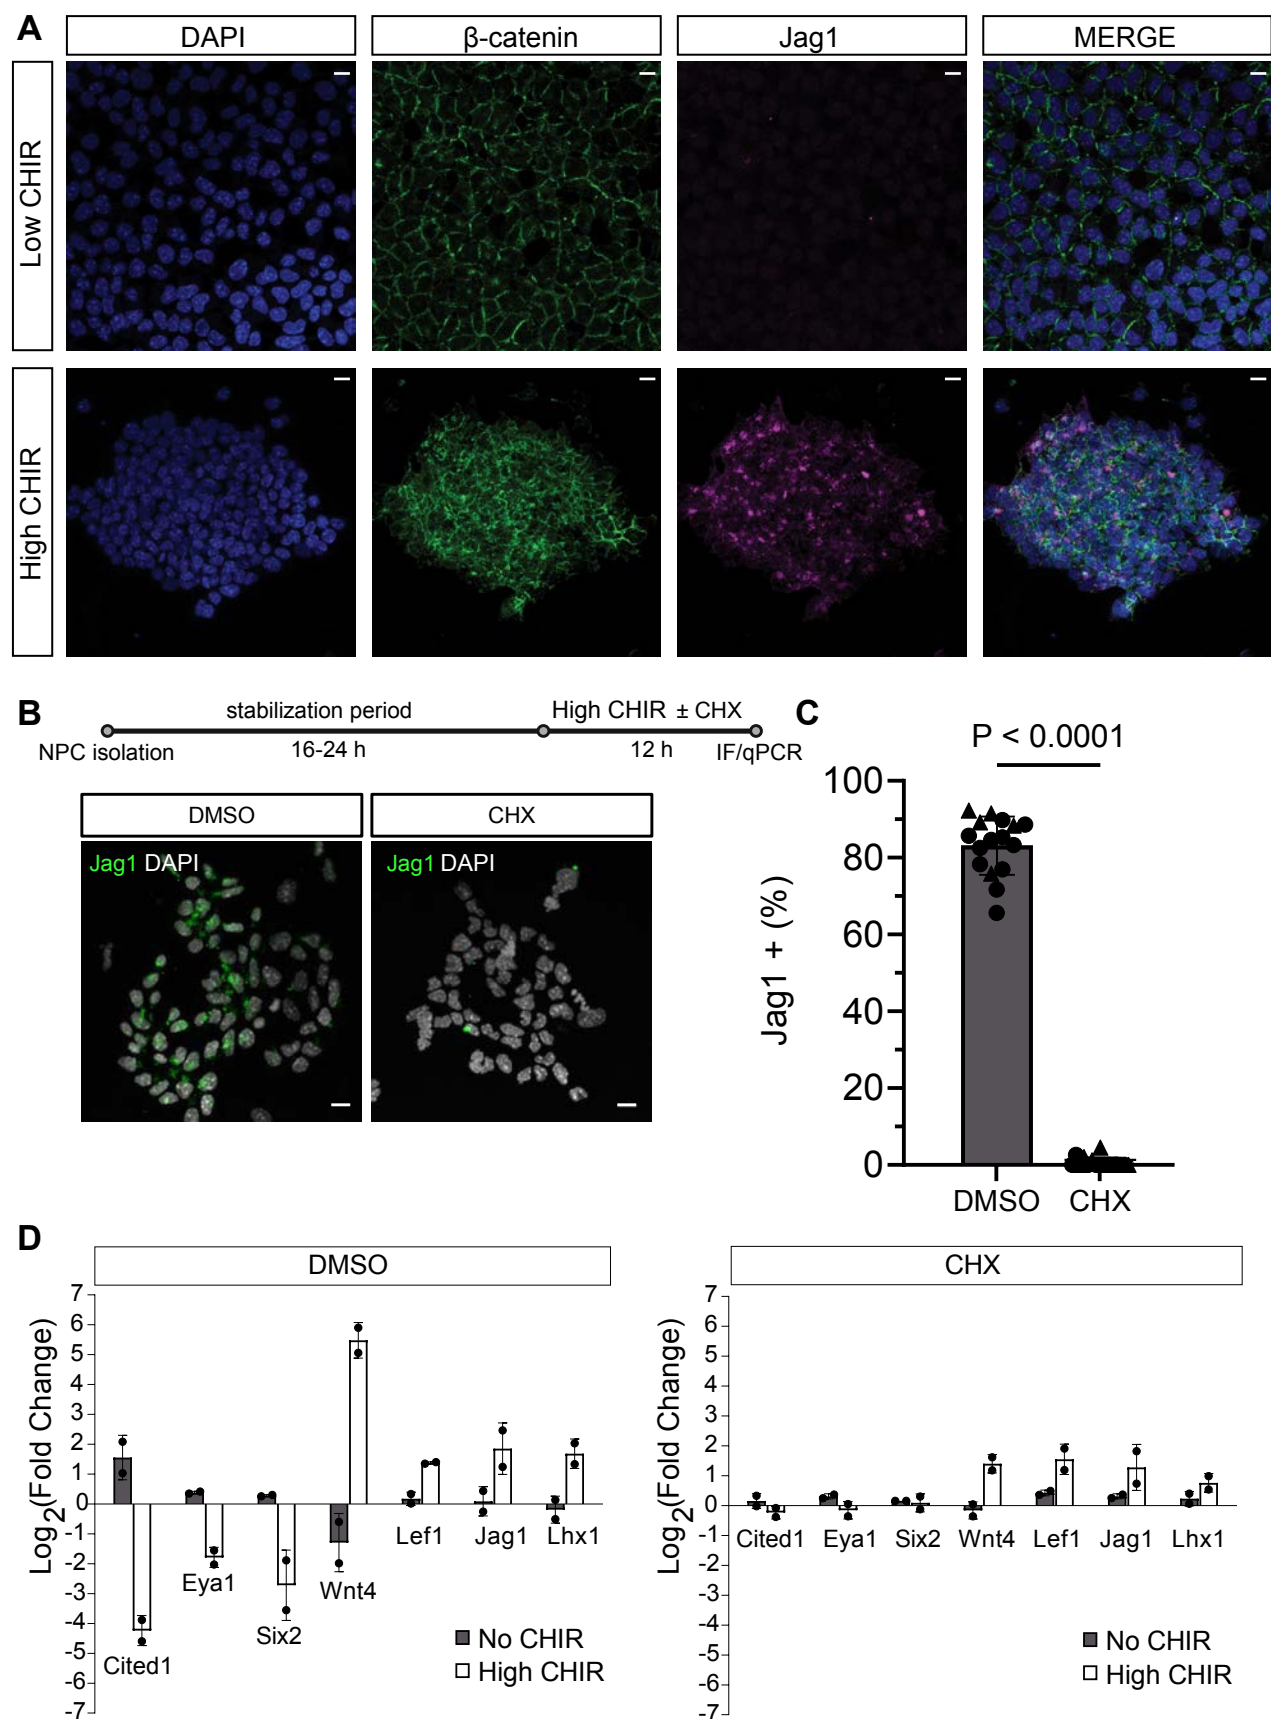

**Fig. S2. Characterization of NPC protein expression and *de novo* protein synthesis**

A) Immunofluorescent staining of  $\beta$ -catenin (green), Jag1 (purple), DAPI (blue) on wildtype NPC cultured in low and high CHIR (scale bar = 10  $\mu$ m).

B) Immunofluorescent staining of NPCs treated with CHX for 12 h (scale bar = 10  $\mu$ m).

F) Quantification of Jag1 expression in CHX treated NPCs vs. vehicle (DMSO) control. n=2 biological replicates denoted as different symbols, 16 field of views/group. Wilcoxon-test.

E) RT-qCPR of NPCs treated with CHX for 12h. Log2FC graphed compared to low CHIR conditions. Values normalized to *Gapdh* expression.

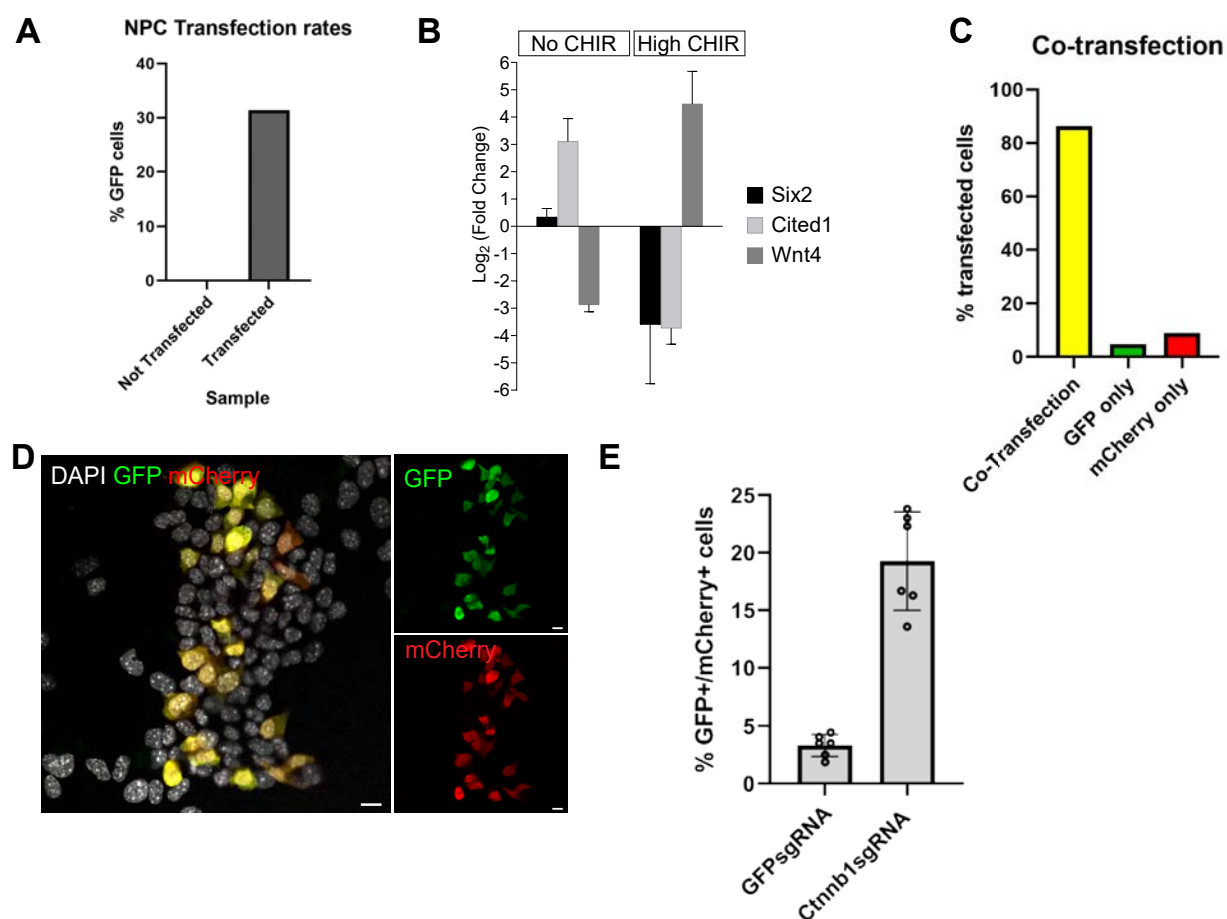

**Fig. S3. Characterization of NPC mRNA transfection and gene editing methodology.**

- A) Transfection rates of GFP-mRNA in NPCs measured by FACS sorting (n=2 biological replicates)
- B) RT-qPCR of NPCs transfected with GFP and harvested 24h after changing media with altering CHIR conditions. Ct-differences normalized to *Gapdh* and samples compared to low CHIR condition. Log2 transformed values are plotted. (n=2 biological replicates).
- C) FACS sorting measuring co-transfection (mCherry mRNA and GFP mRNA) rates of mCherry and GFP mRNA into NPCs transfected together (co-transfection) or independently (n=2 biological replicates).
- D) Immunostaining of GFP and mCherry in NPCs demonstrating co-localization of GFP (green) and mCherry (red) appearing yellow (green + red) (scale bar = 10  $\mu$ m).
- E) GFP positive NPCs in GFP sgRNA/mCherry co-transfected samples and Ctnnb1 sgRNA/mCherry co-transfected samples. GFP signal reduction from GFP sgRNA controls.

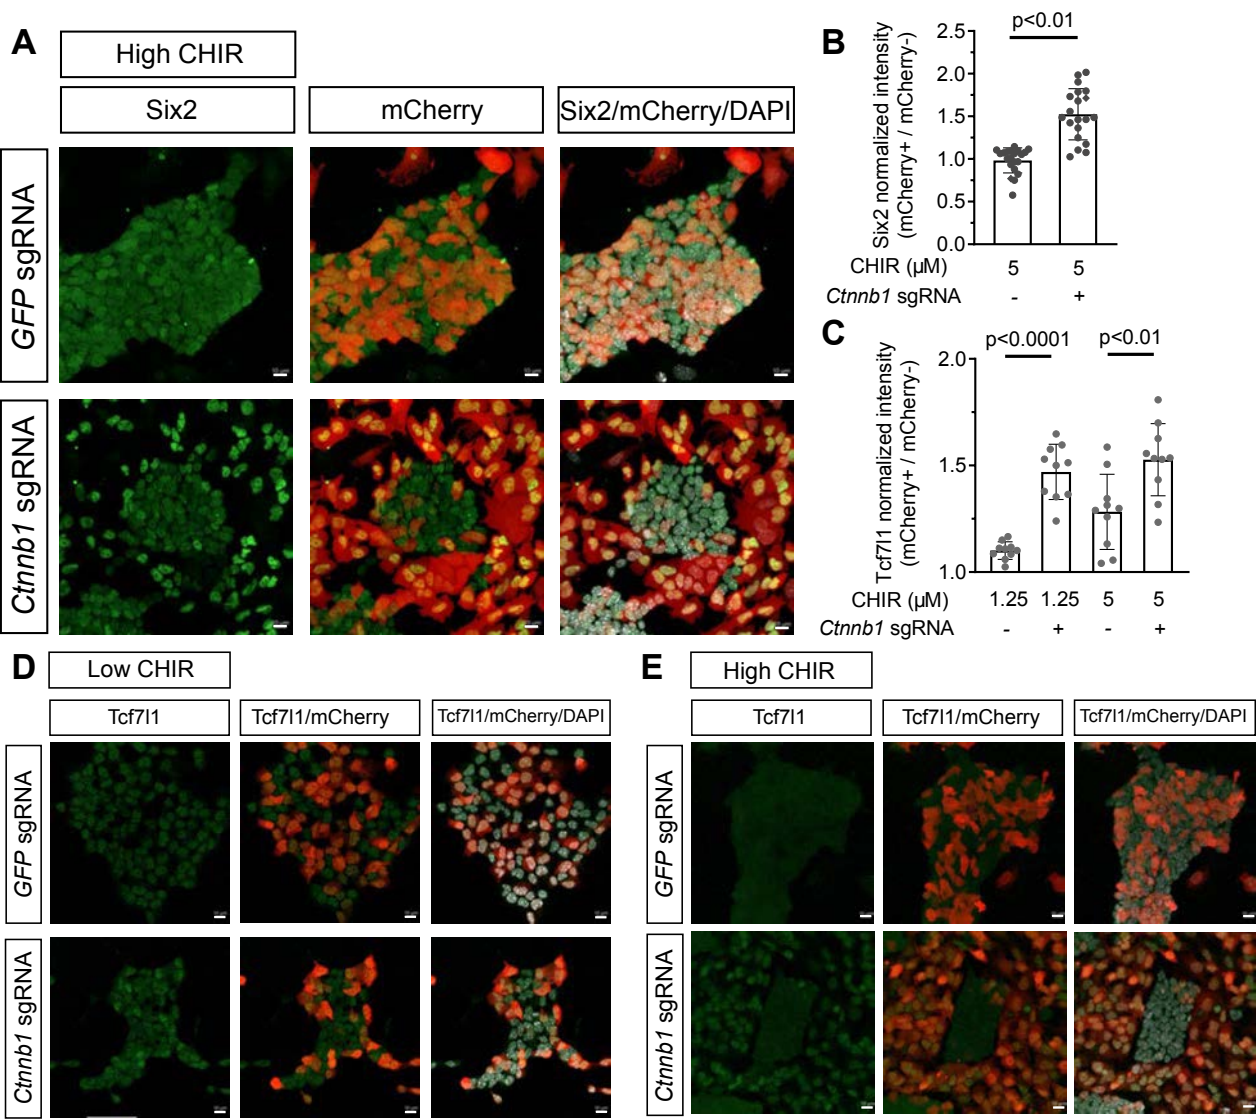

**Fig. S4. Characterization of NPC Cas9 and Cre mediated protein removal in High CHIR**

- A) Immunostaining of NPCs with Cas9 mediated  $\beta$ -catenin KO in high CHIR.
- B) Quantification of the increase in Six2 immunofluorescent intensity in Cas9 mediated  $\beta$ -catenin removal of NPCs cultured in high CHIR. Unpaired t test. 4-8 fields of view, 3 biol repl, normality test pass, Student t-test.
- C) Quantification of increase in Tcf7l1 staining in Cre mediated  $\beta$ -catenin removal of NPCs. Unpaired t test. 10 fields of view, 1 technical replicate, normality test pass, Student t-test.
- D) Immunostaining of NPCs cultured in 1.25 uM CHIR. Tcf7l1 = green, mCherry = Red.
- E) Immunostaining of NPCs cultured in 5uM CHIR. Tcf7l1 = green, mCherry = Red

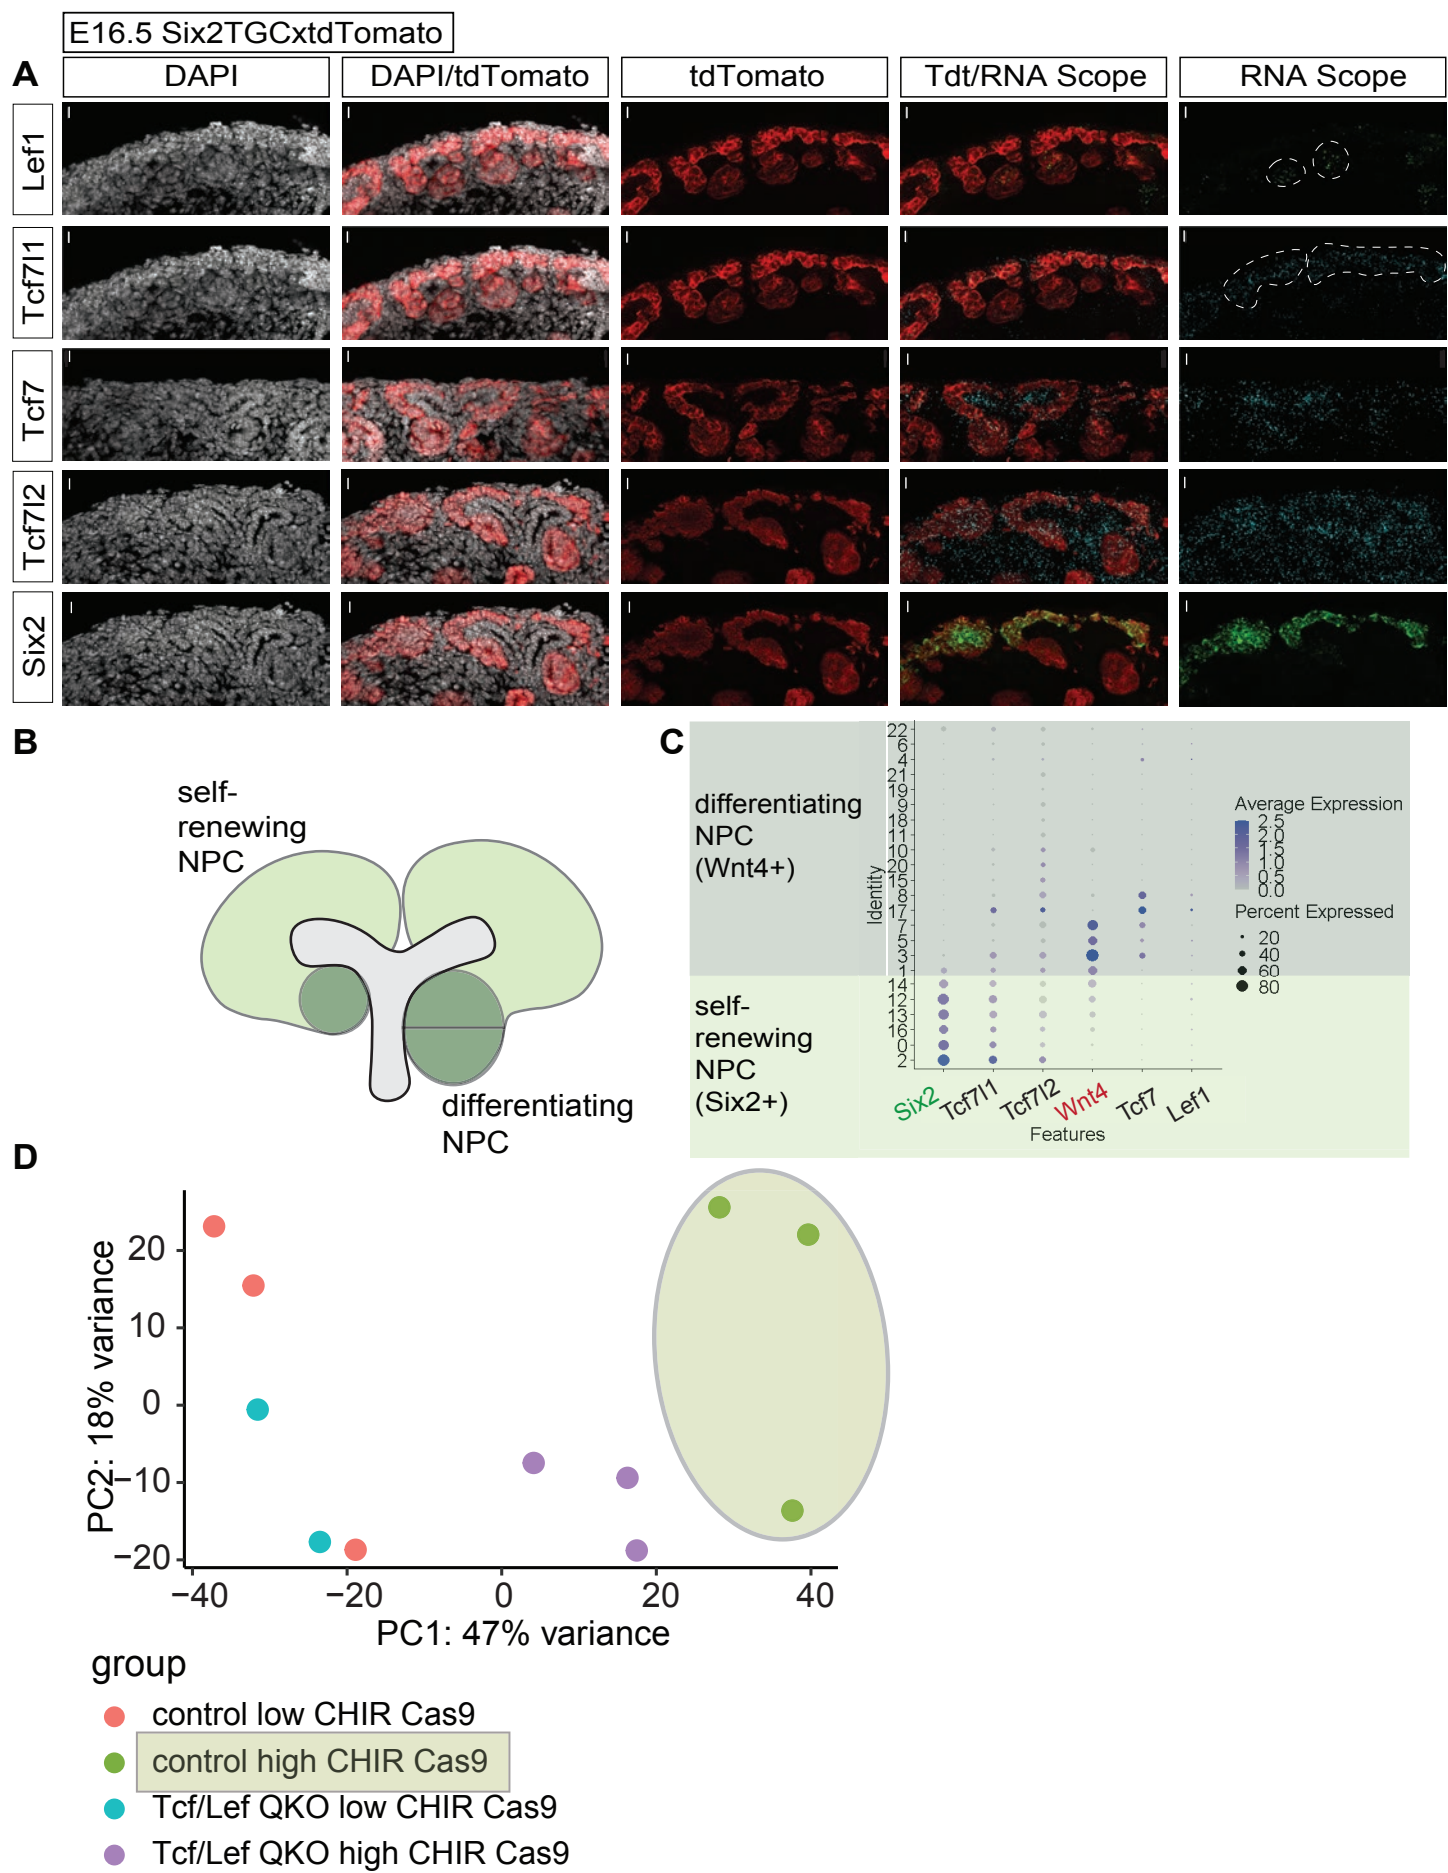

**Fig. S5. *In Vivo* characterization of *Tcf/Lef* factor gene expression in self-renewing and differentiating niches in Kidney Development**

- A) RNA scope of E16.5 Six2TGC x Tdt kidneys. Cyan = Tcf7l1, Lef1 = Green, tdT antibody = red, DAPI = white.
- B) RNA scope of E16.5 Six2TGC x Tdt kidneys. Cyan = Tcf7l2, DAPI = white, tdT antibody = red
- C) RNA scope of E16.5 Six2TGC x Tdt kidneys. Cyan = Tcf7, Lef1 antibody = Green, tdT antibody = red, DAPI = white.
- D) scRNA-seq E16.5 kidneys – (16) dotplot showing Tcf7l1 and Lef1 expression in self-renewing and induced NPCs respectively. Anchor genes Six (green) denotes self-renewing NPCs and Wnt4 (red) denotes induced NPCs.
- E) PCA plot of control (GFP sgRNA) and QKO (Tcf7l1, Tcf7l2, Tcf7, Lef1 sgRNA) in low and high CHIR

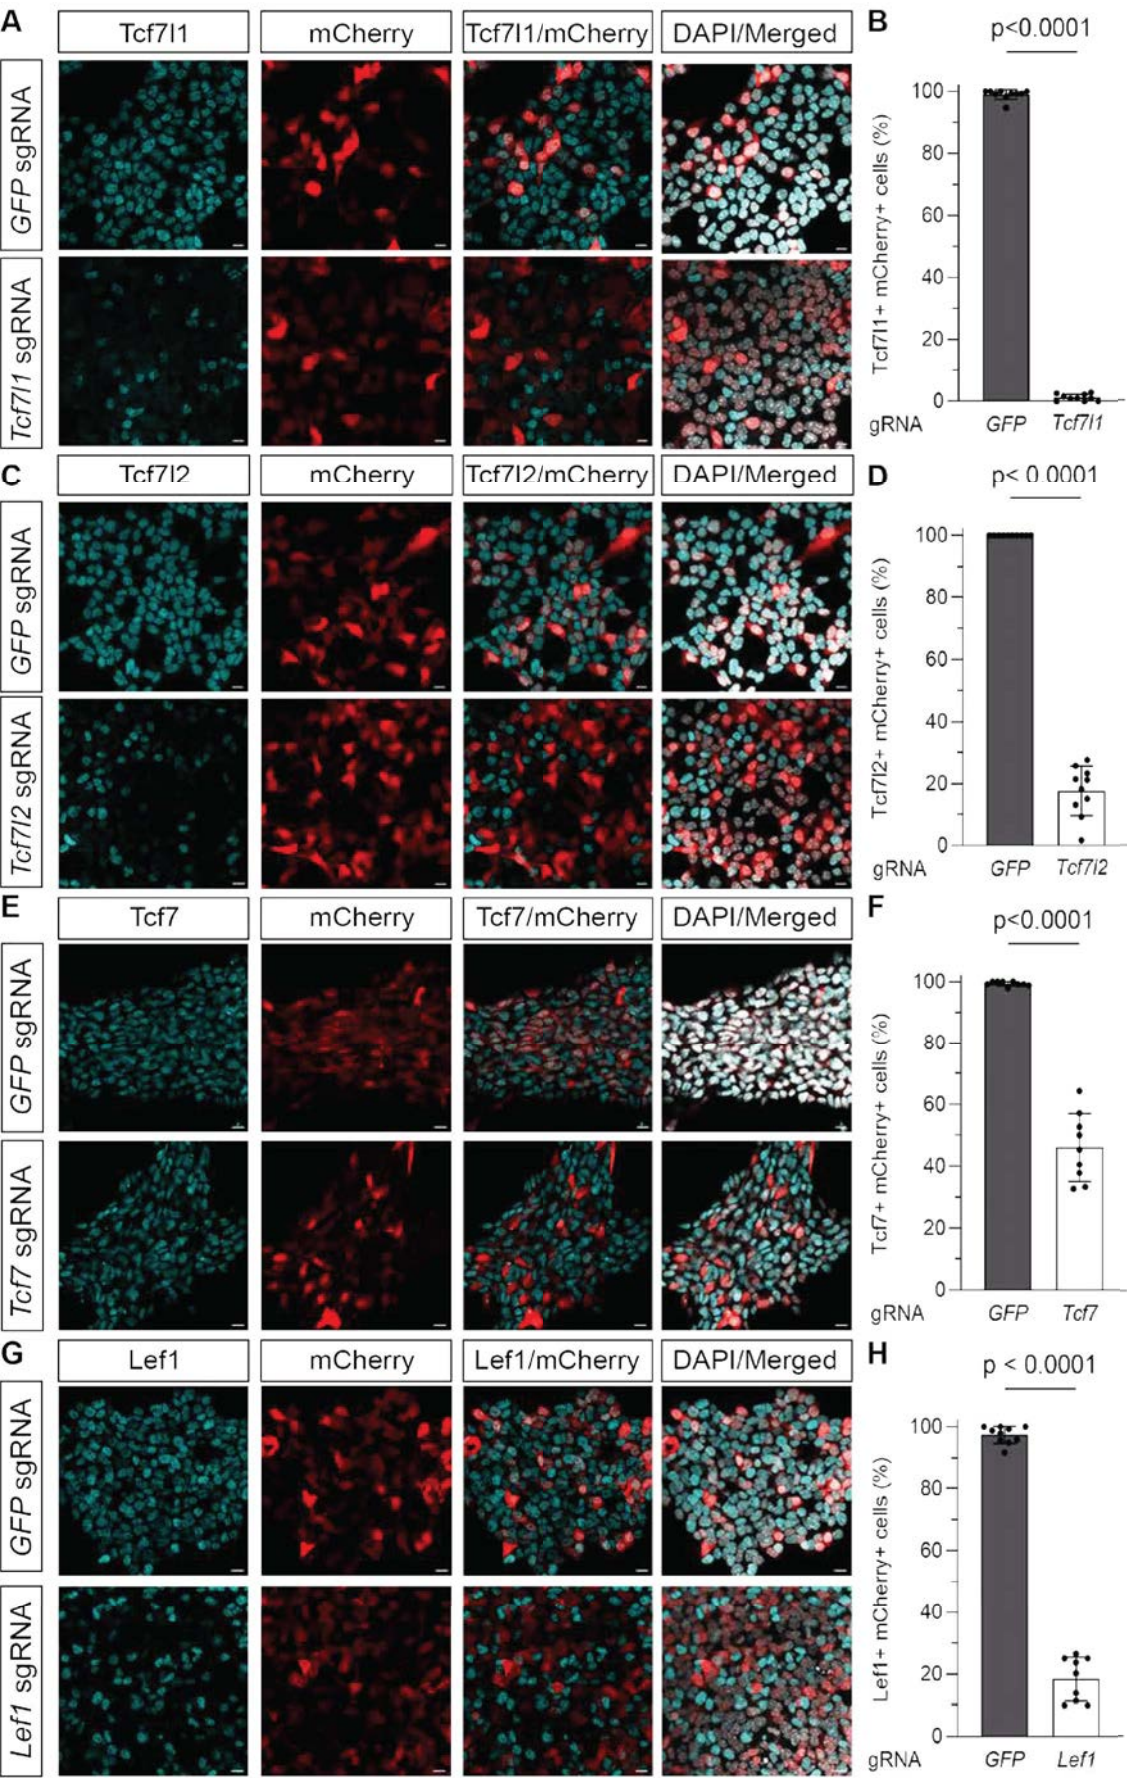

**Fig. S6. Characterization of Cas9 mediated Tcf/Lef factor removal in NPCs**

- A) Immunofluorescence staining denoting Tcf7l1 protein removal (10µm scale bar).
- B) Quantification of Tcf7l1 protein removal. Mann-Whitney test, 10 field of views/well.
- C) Immunofluorescence staining denoting Tcf7l2 protein removal (10µm scale bar).
- D) Quantification of Tcf7l2 protein removal. 10 field of views/well. Unpaired t test.
- E) Immunofluorescence staining denoting Tcf7 protein removal (10µm scale bar).
- F) Quantification of Tcf7 protein removal., 9 field of views/well. Unpaired t test.
- G) Immunofluorescence staining denoting Lef1 protein removal (10µm scale bar).
- H) Quantification of Lef1 protein removal. 9-10 field of views/well. Unpaired t test.

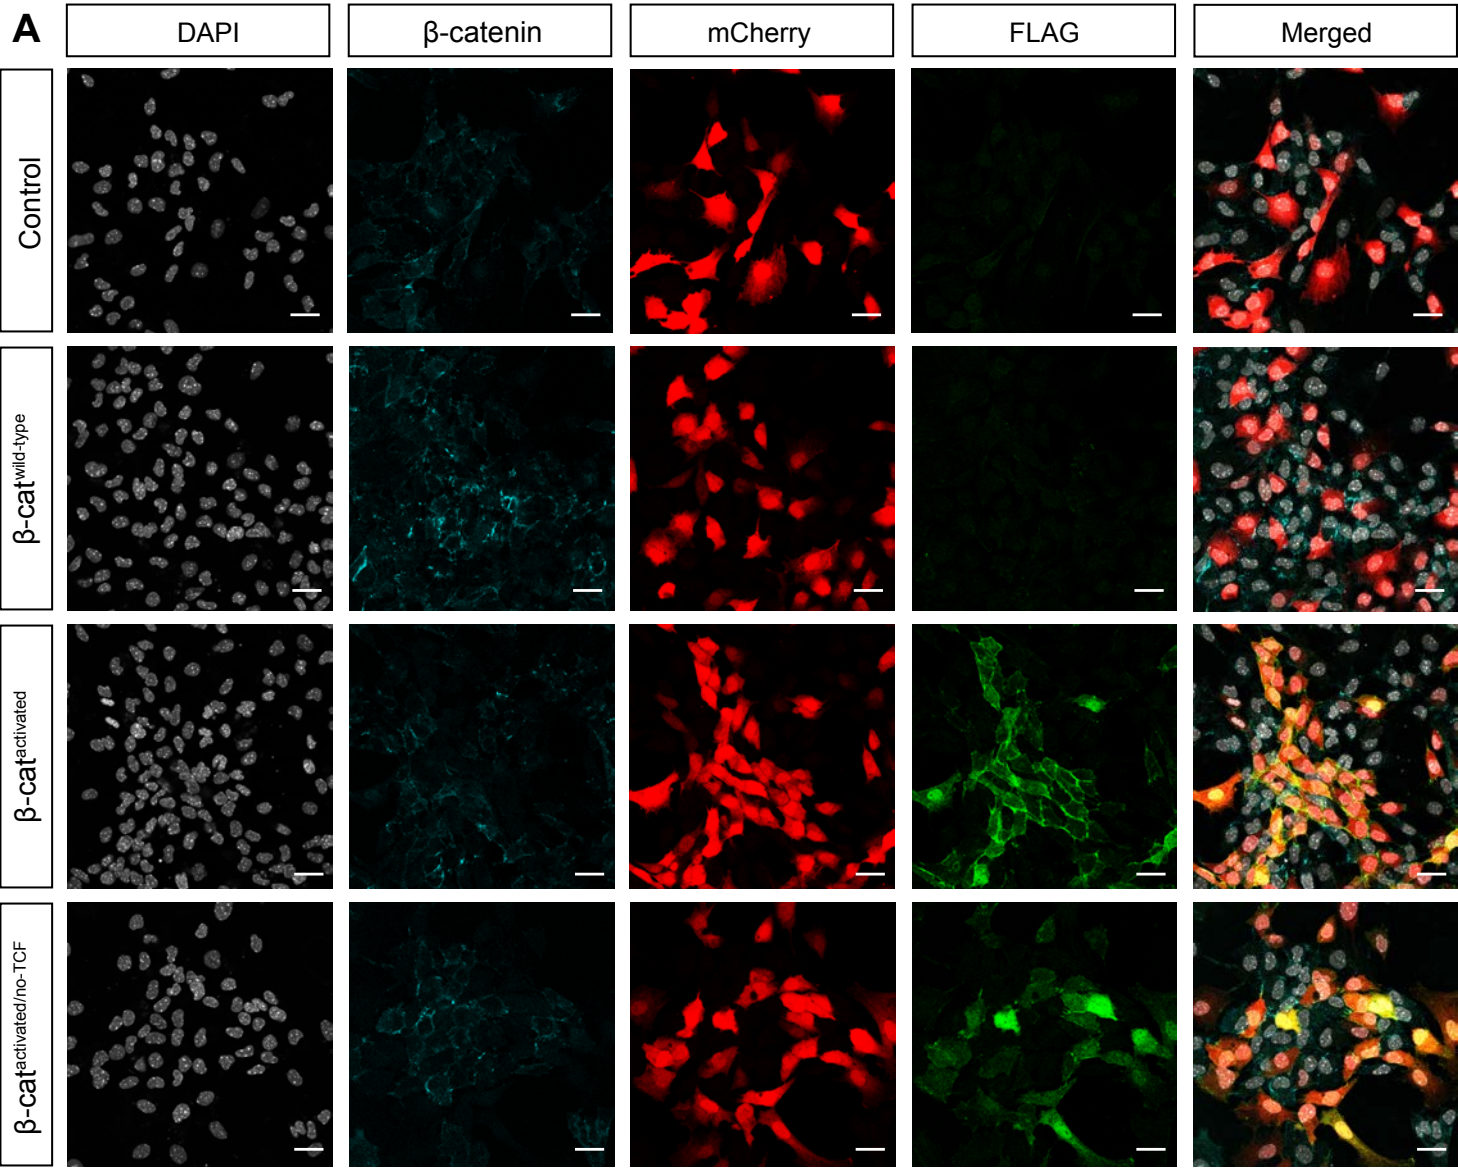

**Fig. S7. FLAG-immunostaining of wild-type  $\beta$ -catenin and two activated forms ( $\beta$ Cat<sup>activated</sup> &  $\beta$ Cat<sup>activated/no-Tcf</sup>) of  $\beta$ -catenin in transfected cells**

A) Immunostaining of NPCs cultured in low CHIR. DAPI= White,  $\beta$ -catenin = Cyan, mCherry = Red, FLAG = Green. 25uM Scale Bar.

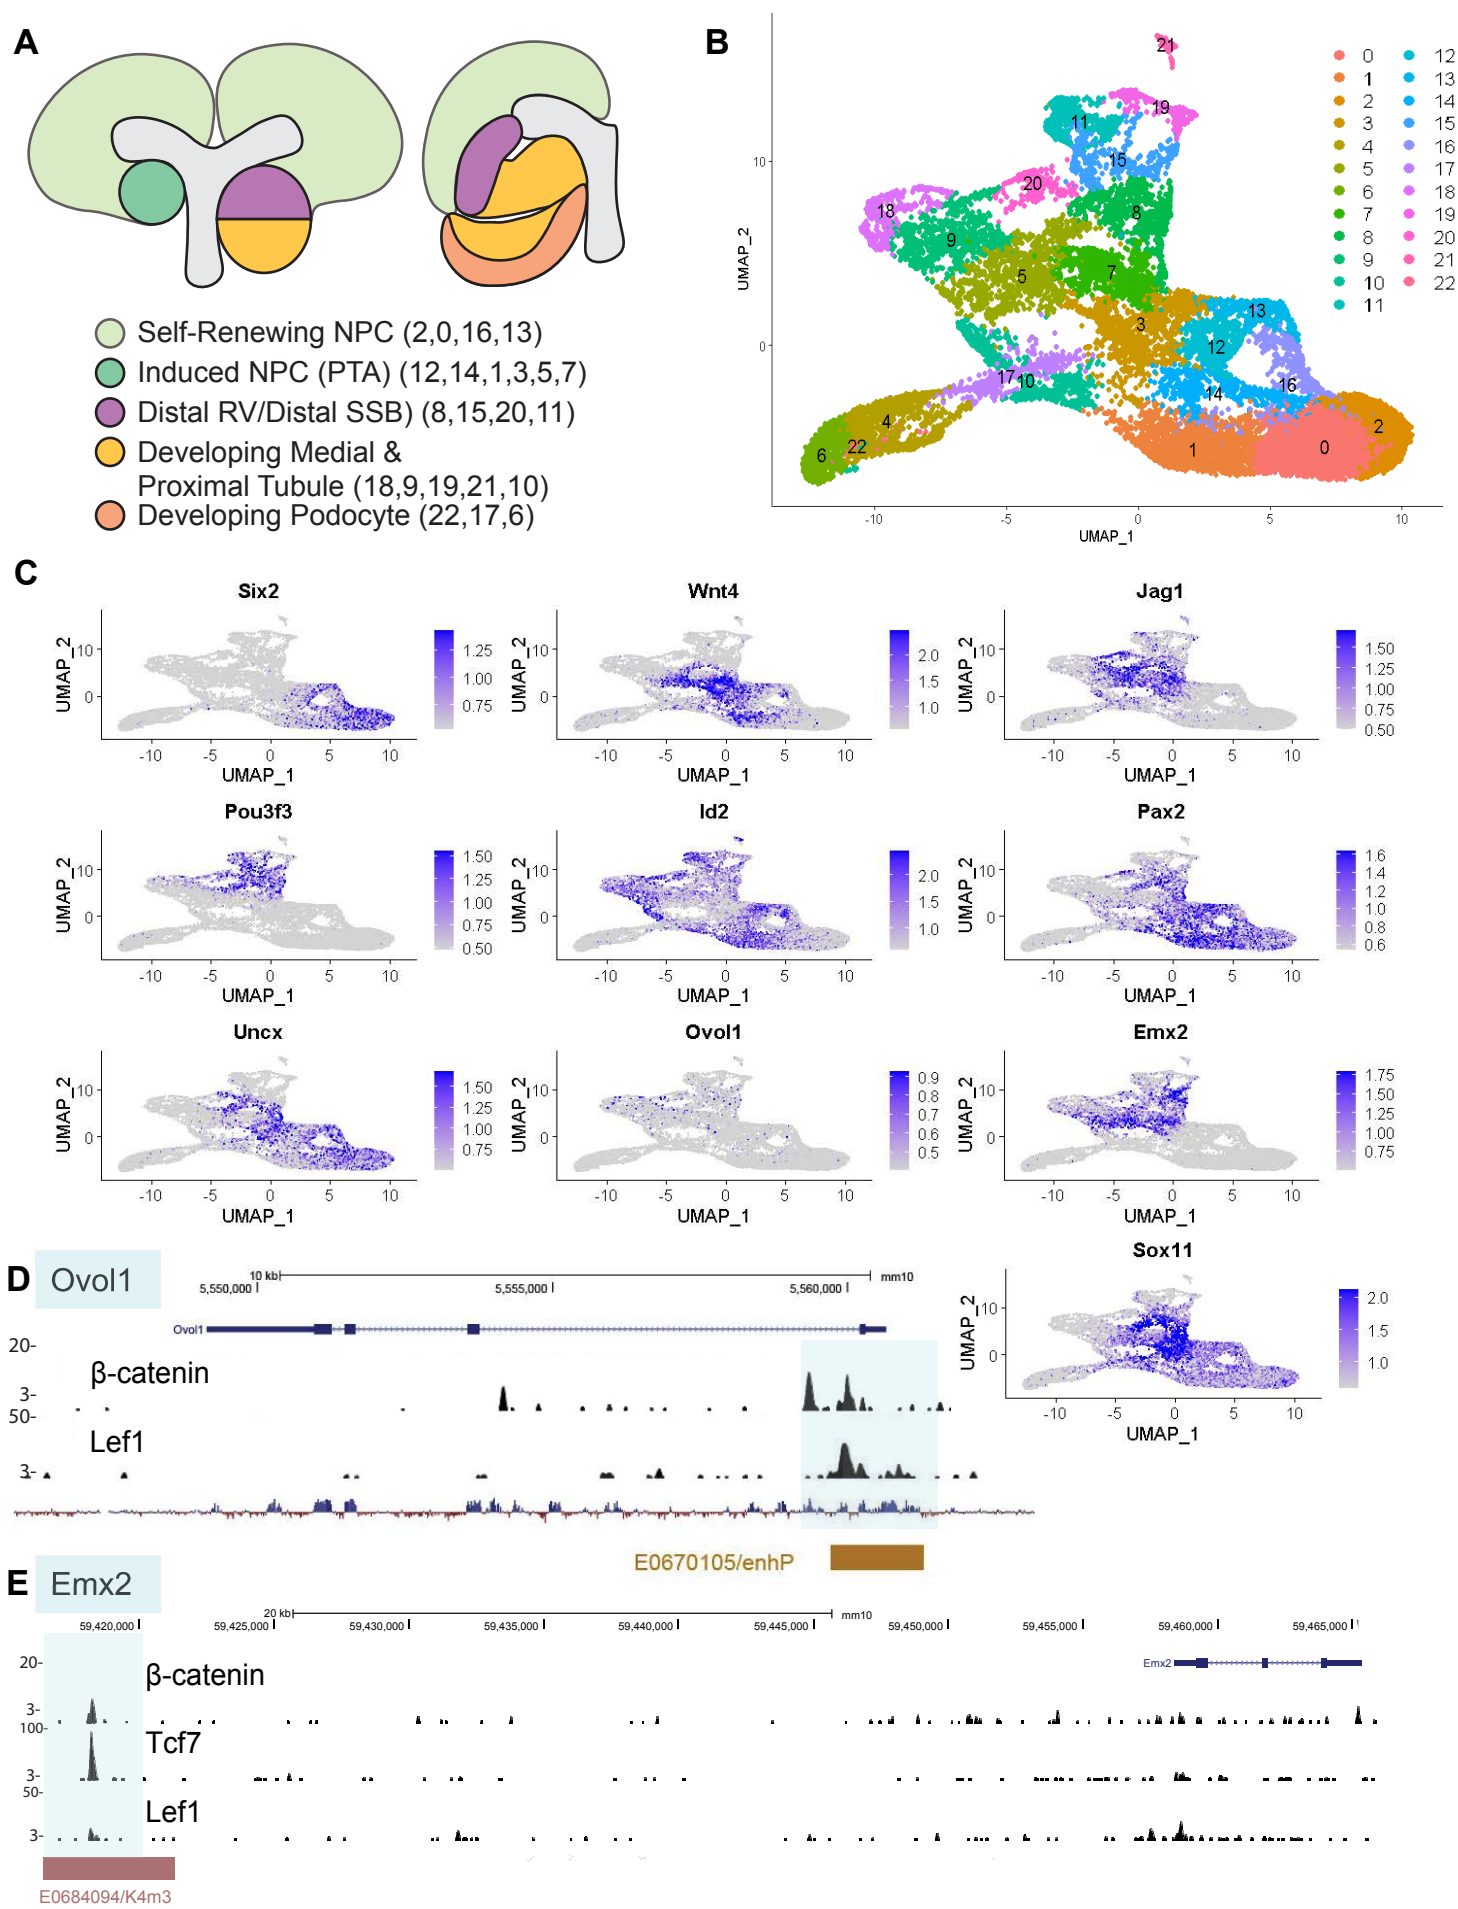

**Fig. S8. Characterization of key differentiation markers *in vivo* and ChIP seq binding of Tcf/Lef/ $\beta$ -catenin at key target genes**

- A) Schematic representation of mouse nephrogenic niche and a developing s-shape body
- B) MAP of all clusters of nephrogenic lineages of cells from p0 scRNA-seq data (Kim et al., 2024)
- C) Feature plots of  $\beta$ -catenin target genes *Pax2*, *Id2*, *Uncx*, *Emx2*, *Ovol1*, *Dach1*, *Sox11* with known markers of self-renewing NPCs (*Six2*, *Cited1*), early induction gene (*Wnt4*), Distal marker (*Pou3f3*), proximal tubule marker (*Hnf4a*), podocyte gene (*Mafb*) in mouse p0 scRNA-seq
- D) Gene tracks of ChIP-seq data at *Ovol1* locus showing  $\beta$ -catenin/ Lef1 binding at annotated cis-regulatory module of *Ovol1* gene
- E) Gene tracks of ChIP-seq data at *Emx2* locus showing  $\beta$ -catenin/ Lef1/Tcf7 binding at annotated cis-regulatory module of *Emx2* gene

**Table S1.** Data table including bulk mRNA Seq, sc-RNA-seq, ChIP analyses and intersections

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202279#supplementary-data>

**Table S2.** ChIP binding of indicated transcription (co)factors binding sites in E16.5 mouse nephron progenitor cells in the specified CHIR conditions

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202279#supplementary-data>

**Table S3.** Methods Table including primer sequences, antibodies and sgRNA sequences and RNA scope probes

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202279#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

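The deposited tables hold 36 RNA-seq libraries of mouse nephron progenitor cells in 3 tables, and 8 comparison tables. The authors sequenced SMARTer cDNA with paired-end reads of 150 bases and aligned them with STAR to the mouse (GRCm38) and human (GRCh38) genomes combined. They counted the reads on each Ensembl gene with featureCounts. The signal in each of the 3 tables is a normalized count that the authors made with DESeq2's median-of-ratios method, in which the reads of a gene are divided by 1 size factor per library. The authors' comparison tables hold log2 fold changes from a DESeq2 Wald test, which they deposited with a threshold of 0.5 on the log2 scale. Each p-value in them was likewise computed by the authors and adjusted for the genes tested. The comparison tables were used only for overlaps with the results computed here and for differences from the paper. In all, 50 columns of the files were not used here.

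The whole reads behind the normalized counts were recovered from the smallest step between values of a library. All values were whole multiples of that step (100%). In 3 libraries 1 read was worth close to 1 normalized count, and these libraries were left out of count-based tests by choice. Depth is given as the recovered reads on genes. The tables hold 25760, 26863 and 26472 genes, none with fewer than 10 reads in total, so genes below that are not analysed here. Gene identifiers are those of the tables, and places come from the GENCODE vM21 annotation of GRCm38.

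The fits used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a trend in the variance, over all libraries of a table and genes with a mean of at least 10 normalized counts. P-values were adjusted by the Benjamini-Hochberg method. Thresholds were an adjusted p under 0.05 and a log2 fold change of at least 1 for high against low CHIR in wild-type NPCs, and of at least 0.5 elsewhere. As a second kind of test, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald) ran on the recovered reads, for high and no against low CHIR in wild-type NPCs, Cre removal in low CHIR, Cas9 removal in high CHIR and QKO in low CHIR. Called a gene means past both thresholds of a test, and for a single named gene past the adjusted p. The counts of genes these tests call are given beside the limma counts. The steps were tested on simulated data with known differences. Comparisons that share control libraries were not correlated or overlapped with each other.

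Gene sets were tested with fry, and with camera at a preset correlation of 0.01 between genes. The calls that fry also makes are given beside those of camera. The sets were S-phase and G2-M genes (the lists of Seurat 5.3.0, human symbols written as mouse symbols), self-renewal and differentiation genes, and lists that the paper names from these data. Marker lists of stroma, ureteric epithelium, endothelium and blood were written from general knowledge. A list of interferon-response genes, of p53 targets and of Wnt feedback targets were added later, each before its genes were looked at as a list. *Oasl2* had been seen before the interferon list was written, and genes of 1 wild-type library before the Wnt list. A list of 9 abundant transcripts of white blood cells was added after the blood markers had been seen. Adjusted p-values of sets are over the 36 tests of the cell cycle, self-renewal and differentiation sets, and over the 104 tests of the other lists.

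The design, the alternatives, the lists up to the marker lists and the rule for naming genes were set before the data were examined. The rule names each gene of 93 that the paper names, and per comparison the 3 genes raised and the 3 lowered most among those past the thresholds with a mean of at least 50 counts and groups that do not overlap. Of these, the genes printed were chosen after their values were seen, by whether a claim is about them. Whether replicate numbers pair libraries was checked by the correlation across genes of the deviations from the group means. In the QKO table it was 0.369, 0.249, 0.365 for QKO and control in high CHIR and 0.531, 0.341, 0.63 for the controls in low and high CHIR, so a fit with the replicate number as a block is given beside the main values there. In the β-catenin table it lay between 0.297 and 0.491, on 2 pairs per comparison. The main values there leave the pairs out, and the block is given as an alternative. In the wild-type table it was 0.147, 0.0393, 0.0946, and the replicates were treated as unpaired.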

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

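The tests of the effects in high against low CHIR, all tests of the interferon list, and the test of the p53 list on β-catenin removal were chosen only after the result was seen. The p53 test in QKO was written before its values were seen. With groups of 2 or 3 libraries, no library was tested as lying far from the rest of its group.

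The effect of removing β-catenin differed between high and low CHIR, by a test of the difference itself in the fit of all 16 libraries. It was past an adjusted p of 0.05 for 167 genes on Cre removal (125 with the larger log2 fold change in high CHIR, 42 with the smaller) and for 87 genes on Cas9 removal (79 and 8). In QKO it was past it for 20 genes (17 and 3). With the replicate block these were 526, 235 and 136 genes. Deeper libraries in high CHIR would let more genes pass without changing the effects themselves. In place of total reads, which were compared first, the effects were therefore compared. The slope of the Cas9 effect on the wild-type effect of high against low CHIR was 0.00616 in low CHIR (from -0.01 to 0.0223 with each library left out) and -0.373 in high CHIR (from -0.393 to -0.353), over 1181 genes. For QKO it was 0.0352 in low CHIR (from 0.00592 to 0.0644) and -0.332 in high CHIR (from -0.355 to -0.288), over 1185 genes, which argues against depth as the whole cause. A larger loss of *Ctnnb1* mRNA in high CHIR cannot be told apart from an equal one. The log2 fold change of *Ctnnb1* on Cas9 removal in high minus that in low CHIR was 0.2688, a smaller fall in high CHIR but by less than the standard error of 0.328, and on Cre removal it was 0.3952. With 2 libraries per group these are too uncertain to decide. The dose of CHIR, which the design names, stays open as a biological explanation and is a hypothesis. GC content and gene length were not tested.

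Interferon-response genes, which the paper does not discuss, were raised in the libraries with Cre mRNA over their controls. Of 30 genes in the list 28 were tested. On Cre removal their median log2 fold change was 2.179 in low CHIR (27 of 28 higher; fry, adjusted p = 0.00818) and 2.119 in high CHIR (28 of 28; adjusted p = 0.00422). With each library left out the medians lay between 1.931 and 2.789 and between 1.698 and 2.604. In low and high CHIR 22 and 20 genes were past 0.05 adjusted over the list alone, and over all genes tested 3 and 17. Without *Oasl2*, which had prompted the list, the medians were 2.139 and 2.027. On Cas9 removal the medians were 0.37 (from 0.119 to 0.9068; adjusted p = 0.609) and 0.30 (from -0.4377 to 0.7667; adjusted p = 0.745). The lowest of these came without GFP sgRNA replicate 2 in each CHIR level. The difference between the Cre and the Cas9 effect in high CHIR had a median of 2.068 (28 of 28 genes higher; fry p of 0.0151) and by this test the effects differed. In low CHIR the median difference was 1.563 (27 of 28; fry p of 0.0519, and 0.00112 with the replicate block). The mean log2 value of the list over genes was 4.84 to 5.50 in the libraries without Cre, 5.75 to 6.96 with the GFP sgRNA, 6.01 to 7.04 with the *Ctnnb1* sgRNA and 7.14 to 7.93 with Cre mRNA.

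Loss of β-catenin itself would raise the list alike on Cre and Cas9 removal. The tests of the difference argue against it as the whole cause in high CHIR (fry p of 0.0151), and in low CHIR (fry p of 0.0519) they leave it open. High and low CHIR were set apart only after these p-values had been seen. A response to transfected mRNA is a candidate explanation, since the Cre libraries received Cre mRNA beside the reporter mRNA. The median of 2.179 in low CHIR is the rise to be explained, so it does not test this explanation. The genotype, the editing method and the amount of mRNA differ together between the arms, so these cannot be told apart. Blood cells in the culture would bring their abundant transcripts along. Of red blood cells 3 are listed in the table, and their largest rise on Cre removal was 7.96 normalized counts in low CHIR (at most 21.0 with each library left out) and 5.89 in high CHIR (at most 10.7). The median rise of the interferon list was 134 (at least 95.9) and 171 (at least 123), which argues against red blood cells. White blood cells stay open. Of their transcripts 8 are listed, and *Fcer1g* rose by 189 counts in low CHIR and 81.4 in high CHIR. The other 7 had means of at most 27.8 counts with Cre in low CHIR, *Ptprc* 0.644, so *Fcer1g* alone keeps this open. Reads of *Hba-a1* and *Hba-a2* are shared between paralogs.

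Targets of p53, which the paper does not discuss, were raised in QKO. In low CHIR all 26 genes of the list were higher than in the controls, with a median log2 fold change of 0.6397 (from 0.4445 to 0.8727 with each library left out; fry, adjusted p = 0.0398, and adjusted p = 0.0314 with the replicate block). Of these 4 were past 0.05 adjusted over the list alone and 0 over all genes tested, with 11 at an unadjusted p under 0.05. In high CHIR 24 of 26 were higher, with a median of 1.004 (from 0.946 to 1.036; adjusted p = 0.00372), 19 past 0.05 adjusted over the list alone and 13 over all genes. The effects in high and low CHIR were not shown to differ (median difference 0.415; fry p of 0.261). Loss of transcription driven by β-catenin would raise these genes on β-catenin removal too. On Cre removal in low CHIR the median was 0.0503 (from -0.109 to 0.166; adjusted p = 0.646), with 15 genes higher and 11 lower, so the median decides nothing and this stays open. In high CHIR the median on Cre removal was 0.13 (from 0.138 to 0.360; adjusted p = 0.0189). The list means of single libraries were 8.72 to 8.73 with Cre and 8.28 in each without, so it stays open there too. On Cas9 removal the medians were 0.02 in low CHIR (from -0.0837 to 0.168; adjusted p = 0.908) and 0.15 in high CHIR (from 0.0539 to 0.222; adjusted p = 0.143). A response to cutting by 4 guide RNAs in QKO against 1 in the control is a candidate explanation. The paper designed 4 guides against *Ctnnb1* and its text does not say how many were used together. The values that a response to cutting needs are there (0.6397 in low CHIR), but the number of guides and the loss of the factors themselves come together in this design. The list means of single libraries did not overlap, at 9.28 to 9.55 in QKO and 8.16 to 9.27 in the controls.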

How the results depend on the processing

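All alternatives for the tests of high against low CHIR effects and for the interferon and p53 lists, and the leave-one-out fits of the principal components were chosen only after the result was seen. No result past its threshold reversed its direction under an alternative that was run. Counts within 1.5 times the main count under an alternative are not listed here.

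With the DESeq2 test on the recovered reads, no against low CHIR gave 882 up and 906 down, Cre removal in low CHIR 146 up and 114 down, Cas9 removal in high CHIR 534 down, QKO in low CHIR 23 up and 2 down, and 53 genes were lower both on Cre removal and with no CHIR. The counts of edgeR stayed within 1.5 times the limma counts in the 5 comparisons it ran for. Count-based tests were not run for Cas9 removal in low CHIR, Cre removal and QKO in high CHIR, the 48 h controls, the lists shared between removals or the differences between effects, which use at least 1 of the 3 libraries left out of such tests.

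With only the compared libraries in the fit, no against low CHIR gave 959 up and 1079 down, Cre removal 9 up and 2 down in low CHIR and 484 up and 230 down in high CHIR, and Cas9 removal 0 up and 0 down in low CHIR and 925 up and 804 down in high CHIR. QKO in low CHIR gave 0 up, the lists shared in low CHIR held 0 and 0, and 1 gene was lower both on Cre removal and with no CHIR. At an unadjusted p under 0.05 QKO in low CHIR had 349 genes up with all libraries in the fit. These fits have fewer libraries behind the spread of each gene.

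With the cut-offs of 1 and 0.5 exchanged, no against low CHIR gave 265 up and 234 down, Cas9 removal in high CHIR 161 down, the 48 h controls 812 down, and QKO shared 21 lowered genes with β-catenin removal. A pseudocount of 5 gave 46 genes up on Cre removal in low CHIR. A pseudocount of 0.5 gave 0 up and 0 down on Cas9 removal in low CHIR, so that 0 and 0 genes were shared. At an unadjusted p under 0.05 Cas9 removal in low CHIR had 260 genes up and 230 down with the pseudocount of 1. Without the filter on low values QKO in low CHIR gave 4 up.

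With the replicate block, Cre removal gave 274 up and 239 down in low CHIR and 1718 up and 921 down in high CHIR, and Cas9 removal 16 up and 5 down and 1333 up and 800 down. QKO gave 15 up and 1 down in low CHIR and 841 up and 340 down in high CHIR. The shared lists held 15 and 5 genes in low CHIR, 960 and 397 in high CHIR, and 126 down and 329 up between QKO and β-catenin removal, and 58 genes were lower both on Cre removal and with no CHIR. The Cre and Cas9 effects differed for 20 genes in high CHIR. The effects in high and low CHIR differed for 526 (Cre), 235 (Cas9) and 136 (QKO) genes. In the β-catenin table the block rests on 2 pairs per comparison, with correlations of the deviations of 0.334 and 0.491 in low CHIR (Cre and Cas9) and 0.463 and 0.297 in high CHIR. All genes called without the block on Cre removal in low and high CHIR and on QKO in high CHIR were called with it.

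Camera in place of fry put 13 of 18 cell cycle sets past an adjusted p of 0.05, against 6, and the block left 5. The block moved the adjusted p of some sets across 0.05: S phase in high against low CHIR from 0.04 to 0.0584 and in no against low CHIR from 0.04 to 0.0584, differentiation from 0.0936 to 0.0155 on Cre and from 0.237 to 0.0441 on Cas9 removal in low CHIR, self-renewal on Cas9 removal in low CHIR from 0.145 to 0.0419, and S phase on Cre removal in high CHIR from 0.0572 to 0.0419. For the lists from the paper it moved the 8 transcription factors on Cre removal in low CHIR from 0.0793 to 0.0312 and the 8 signaling genes on Cas9 removal in low CHIR from 0.0317 to 0.0578 and in QKO in high CHIR from 0.0614 to 0.0251. It moved the 11 marker genes in the 48 h controls from 0.182 to 0.0395, the stromal markers on Cre removal in high CHIR from 0.531 to 0.0401, and in no against low CHIR the endothelial markers from 0.041 to 0.0597 and the interferon list from 0.0427 to 0.126.

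Across the fits that each left out 1 library, high against low CHIR gave 458 to 859 genes up and 423 to 766 down, no against low CHIR 41 to 329 up and 72 to 702 down, and the 48 h controls 758 to 1457 up and 789 to 1658 down. The lowest counts came without low CHIR replicate 3, no CHIR replicate 3 and low CHIR control replicate 2. QKO gave 1 to 4 up in low CHIR, and 126 to 346 up and 22 to 130 down in high CHIR, lowest without QKO replicate 2 and QKO replicate 1. It shared 10 to 36 lowered genes with β-catenin removal (lowest without control replicate 2) and 63 to 113 raised ones (lowest without QKO replicate 2). From 4 to 10 genes were lower both on Cre removal and with no CHIR, the fewest without no CHIR replicate 3 and without low CHIR replicate 2. The markers that changed in the 48 h controls numbered 10 to 11, and the ratio of distances of QKO in high CHIR lay at 1.47 to 2.79. In the β-catenin table a group would keep 1 library, so no test was made without a library.

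For the 201 values of named genes, each under every alternative that ran, 2021 of 2392 kept their side of the threshold or moved by less than the spread, 106 fell below the threshold, 77 rose past it and 188 fold changes without a test moved by more than the spread. Rescaling by TMM changed 1 to below and 1 to above the threshold, the fits of only the compared libraries 21 and 16, and the replicate block 2 and 23. The cause of these changes was not tested. TMM rescaling moved the median log2 fold change of all genes by less than 0.1 in each of the 9 comparisons. With 2 or 3 libraries per group, an effect the fits did not call is not shown to be absent. Genes under a mean of 10 counts were left untested by the filter, which limits what is known of weakly expressed genes.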

Differences from the paper's values

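The paper counts 1205 genes downregulated in high against low CHIR, and 628 were lower here. Of the alternatives set before the data were examined, the exchanged cut-offs gave 880, within 1.5 times the paper's count, and the others did not (423 to 766). The paper counts 824 genes upregulated, and 694 were higher here. Set the other way round, with the paper's 1205 beside the 694 genes higher here, DESeq2 (1030), the exchanged cut-offs (928) and the fit without high CHIR replicate 3 (859) come within 1.5 times it and the other alternatives do not. The authors' deposited comparison holds 1199 genes higher and 821 lower in high CHIR at a log2 fold change of 1. Their comparison of no with low CHIR holds 601 genes higher and 384 lower in no CHIR at that fold change, where 265 and 234 were found here with the exchanged cut-offs.

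Shared by Cre and Cas9 removal in low CHIR, the paper counts 13 upregulated genes and 5 were found here, and it counts 12 downregulated genes and 3 were found here. The replicate block, an alternative set before the data were examined, gave 15 upregulated genes, within 1.5 times the paper's count, and no other did. None came within 1.5 times the 12 (0 to 5 genes). For Cre removal in low CHIR the paper gives 280 genes and 55 were past the thresholds here, up or down. DESeq2 gave 260, and the replicate block (513) and the other alternatives were outside 1.5 times the paper's count. For Cas9 removal the paper gives 29 and 9 were found here, with 21 under the replicate block and no other alternative within reach. Of the genes lowered on Cre removal and higher in low than in no CHIR the paper counts 81 and 10 were found here. The replicate block gave 58, DESeq2 gave 53 and the rest fewer, so that only the block came within 1.5 times the paper's count. The authors' deposited comparisons share 55 such genes.

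Shared in high CHIR, the paper counts 282 downregulated genes and 173 were found here, with 193 at a pseudocount of 5 and 397 under the replicate block, both within 1.5 times the paper's count. The others gave 126 to 184. The paper gives a log2 fold change of 5.01 for *Cited1* among the genes shared in high CHIR, without naming the removal. On Cas9 removal it was 5.12 here, within the error of the paper's value, and on Cre removal 5.49 (standard error 0.44), which was not. On Cre removal a pseudocount of 5 gave 5.37, and the fits without no Cre replicate 1 and without Cre replicate 1 gave 5.04 and 5.28, each within the larger error of the paper's value. The other alternatives set before the data were examined did not.

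For QKO in low CHIR the paper counts 24 genes and 1 was found here. DESeq2 gave 25 and the replicate block 16, both within 1.5 times the paper's count, and the others gave 0 to 4. For QKO in high CHIR the paper counts 857 genes, 572 up and 285 down, and 404 were found here, 326 up and 78 down. The replicate block gave 1181 (841 up and 340 down), within 1.5 times each of the paper's counts, and no other alternative did. Shared with β-catenin removal the paper counts 90 downregulated genes and 34 were found here, with 126 under the replicate block and no other within reach.

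Some statements of the paper go against the values found here. The paper gives its larger count for high against low CHIR to the downregulated genes, and here and in the deposited comparison more genes were higher than lower in high CHIR (694 and 628 here). The paper calls its Cre and Cas9 totals in low CHIR downregulated genes, and here both held genes in either direction (30 up and 25 down, and 6 up and 3 down). The paper describes QKO in high CHIR as clustering closer to low CHIR cells in its principal component plot, which can be read in different ways. On PC1 QKO lay 52.8 from the low CHIR controls and 26.7 from the high CHIR controls, so it was nearer to the latter. Read as closer to low CHIR than the high CHIR controls were, the statement is met. The mean PC1 scores were 16.3 for QKO, 43.03 for the high CHIR controls and -36.54 for the low CHIR controls.

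The paper describes *Id2* as induced in high CHIR, and in the wild-type NPCs it was lower than in low CHIR (log2 fold change -0.88, adjusted p = 0.0123). In the 48 h controls its log2 fold change was 0.11 (adjusted p = 0.613). The paper describes *Pax2*, *Hey1* and *Sall1* as raised further by high CHIR, and in the wild-type NPCs their log2 fold changes were 0.97, -0.87 and 0.05 with adjusted p = 0.105, adjusted p = 0.201 and adjusted p = 0.931. DESeq2 called *Pax2* (adjusted p = 0.0174), as did the fit without high CHIR replicate 3 (adjusted p = 0.0014). In the 48 h controls *Pax2* (2.06, adjusted p = 0.000302) and *Hey1* (1.94, adjusted p = 0.000146) were higher in high CHIR, and *Sall1* had 0.46 (adjusted p = 0.068). In the β-catenin experiment every control library in high CHIR had more counts of all 4 genes than every control library in low CHIR. The paper has *Six2* rise when CHIR or β-catenin is removed. Its log2 fold changes were 0.15 with no CHIR, -0.40 on Cre and -0.10 on Cas9 removal in low CHIR. In high CHIR they were 1.30 (adjusted p = 0.0294) on Cre and 0.44 (adjusted p = 0.523) on Cas9 removal. These are mRNA values only. The paper also reports a rise in Six2 protein staining on Cas9 removal in high CHIR. Without CHIR it used qPCR at earlier times, and neither measure was analysed here.

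The paper lists *Mmp9* and *Bcl2l11* among the genes raised on both Cre and Cas9 removal in low CHIR, and on Cre removal they had adjusted p = 0.171 and adjusted p = 0.053 here. DESeq2 and the replicate block called both, and a pseudocount of 5, no filter and edgeR also called *Bcl2l11*. On Cas9 removal *Bcl2l11* had adjusted p = 0.362, and *Trim2*, which the paper lists as lowered on both, adjusted p = 0.0564. There the block called both and TMM rescaling called *Trim2*. The paper lists *Amph*, *Btbd11* and *Cdh4* as lowered on Cre removal in low CHIR, and they had adjusted p = 0.144, adjusted p = 0.241 and adjusted p = 0.113. DESeq2 and the replicate block called all 3.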

Other observations

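The tests of library size, stromal markers and exchange for high CHIR replicate 3, and setting QKO against Cre and Cas9 removal apart, were chosen only after the result was seen. The lists of marker genes were planned, and the lists of interferon-response, p53 and Wnt feedback genes were added later.

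For the comparisons of 3 libraries against 3, limma was refitted on every split of the 6 libraries into 3 and 3. The real split was the only one as large, 1 of the 10, for high against low CHIR, for no against low CHIR, for QKO in high CHIR and for the 48 h controls. The other 9 splits had 0 genes past the thresholds. With 10 splits the share cannot fall under 0.1, so a result by the grouping of libraries alone cannot be ruled out by this count. In the 48 h table, where replicate numbers pair libraries, 4 of the splits part all pairs and the real one was the only one of them as large.

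High CHIR replicate 3 of the wild-type NPCs lay apart from the other two. Its correlation across genes was 0.9213 with replicate 1 and 0.9103 with replicate 2, which had 0.9726 with each other. Its library held 23542717 reads, within the range of the other 8 wild-type libraries only because of no CHIR replicate 1 (76071568 reads). The next deepest of the 8 held 22021566 reads, so the range does not decide on library size. Of 10 stromal markers 0 were higher in high CHIR replicate 3 than in both other high CHIR libraries and 5 were lower, which argues against stromal cells. An exchange with a low or no CHIR library would need one of these out of place. The highest PC1 score among them was -16.29 and the lowest among the high CHIR libraries 54.88. A stronger or weaker response to CHIR stays open. The correlation across genes of its deviation with the response in the 48 h controls was -0.152, and other libraries had values as far from 0, such as -0.328 for low CHIR replicate 3. This reading was settled only after the value had been seen. Genes are not independent replicates in these correlations. Higher activity of the Wnt pathway also cannot be told apart. Of 9 Wnt feedback targets tested (of a list of 10) 7 were higher in replicate 3 than in both others and 2 (*Dkk1* and *Lgr5*) were lower, short of the share of 0.8 set for the test. That share was lowered to above 0.5 after the 7 had been seen and was then put back. In words the test had asked for most of the genes, which 7 of 9 are. For example, *Axin2* had 3638 normalized counts against 538 and 433, and *T* had 436 against 0 and 0. It stays open because the list was prompted by genes seen in that library. The paper mentions a batch of CHIR with a higher response, and gives its adjusted low dose for the experiments with β-catenin mRNA overexpression. It does not say whether any library analysed here received that batch. A difference in effective dose may therefore be behind the 7 of 9 and was not tested.

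More genes were past the thresholds on Cre than on Cas9 removal in low CHIR. The slope of the Cas9 effect on the wild-type effect of no against low CHIR, over 852 genes, was 0.215 (from 0.193 to 0.238 with each library left out), beside 0.421 for the Cre effect (from 0.366 to 0.476). A smaller effect of Cas9 removal is a candidate explanation with the values it needs. The Cre and Cas9 arms differ in genotype, editing method and controls. Fewer genes were past the thresholds in QKO than on β-catenin removal in high CHIR. The slope of the QKO effect on the wild-type effect of high against low CHIR was -0.332, beside -0.451 for Cre (from -0.462 to -0.439) and -0.373 for Cas9 removal. With a library left out the QKO slope stayed between -0.355 and -0.288, apart from that of Cre, and a smaller effect of QKO than of Cre removal is a candidate explanation. The ranges of the QKO and Cas9 slopes overlap (Cas9 from -0.393 to -0.353), so a smaller effect than that of Cas9 removal cannot be told apart from an equal one. Genotype, time in culture and transfection differ between the experiments.

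Of 10 stromal markers 9 were lower in high than in low CHIR in the wild-type NPCs (fry, adjusted p = 0.165), 5 past 0.05 adjusted over the list alone and 1 over all genes tested. The set was called only with the replicate block in QKO in low CHIR (adjusted p = 0.735, and adjusted p = 0.0312 with the replicate block), in QKO in high CHIR (adjusted p = 0.646, and adjusted p = 0.004 with the replicate block) and in high against low CHIR in the 48 h controls (adjusted p = 0.646, and adjusted p = 0.0312 with the replicate block). All 10 were tested in the wild-type NPCs, and which cells express them was not tested. Of 10 ureteric markers 7 were tested there and all were higher in high CHIR (adjusted p = 0.00465), 4 adjusted over the list alone and 3 over all genes. In the 48 h controls 5 of 5 tested were higher (adjusted p = 0.000445). Of 8 endothelial markers 6 were tested, 4 of them higher in high CHIR (adjusted p = 0.908). Of 8 blood markers 1 was tested in the wild-type NPCs.

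The interferon-response list had a median log2 fold change of 0.74 in QKO in high CHIR (adjusted p = 0.194, and adjusted p = 0.00173 with the replicate block). In the 48 h controls its test gave adjusted p = 0.187, and adjusted p = 0.0018 with the replicate block, and with no CHIR in the wild-type NPCs adjusted p = 0.0427. The 8 transcription factors that the paper names as targets were all higher in high than in low CHIR in the 48 h controls, 7 past 0.05 adjusted over the list alone and 7 over all genes, and so were the 8 signaling genes (8 and 7). In QKO in high CHIR 41 of 54 G2-M genes were higher (fry, adjusted p = 0.237) and 27 of 43 S-phase genes (adjusted p = 0.698).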
